# The transcriptomic response of cells to a drug combination is more than the sum of the responses to the monotherapies

**DOI:** 10.7554/eLife.52707

**Published:** 2020-09-18

**Authors:** Jennifer EL Diaz, Mehmet Eren Ahsen, Thomas Schaffter, Xintong Chen, Ronald B Realubit, Charles Karan, Andrea Califano, Bojan Losic, Gustavo Stolovitzky

**Keywords:** MCF7, LNCaP, cancer biology, drug synergy, transcriptomics, rna-seq, Human

## Abstract

Our ability to discover effective drug combinations is limited, in part by insufficient understanding of how the transcriptional response of two monotherapies results in that of their combination. We analyzed matched time course RNAseq profiling of cells treated with single drugs and their combinations and found that the transcriptional signature of the synergistic combination was unique relative to that of either constituent monotherapy. The sequential activation of transcription factors in time in the gene regulatory network was implicated. The nature of this transcriptional cascade suggests that drug synergy may ensue when the transcriptional responses elicited by two unrelated individual drugs are correlated. We used these results as the basis of a simple prediction algorithm attaining an AUROC of 0.77 in the prediction of synergistic drug combinations in an independent dataset.

## Introduction

Combination therapy has become increasingly relevant in cancer treatment (Al-Lazikani et al., 2012; Ellegaard et al., 2016). The complexity of patient-to-patient heterogeneity (Palmer and Sorger, 2017), intratumoral heterogeneity (Gerlinger et al., 2012), and intracellular pathway dysregulation (Hyman et al., 2017) provides opportunities for combining drugs to induce responses that cannot be achieved with monotherapy. Effective combinations may target multiple pathways (Larkin et al., 2015) or the same pathway (Baselga et al., 2012). They may also reduce the dose of individual drugs, thereby reducing toxicity, or target molecular mechanisms of resistance, thereby prolonging the effective duration of treatment (Al-Lazikani et al., 2012; Greco et al., 1996; LoRusso et al., 2012; Lehár et al., 2009).

Drug combinations are said to be synergistic if their activity exceeds their expected additive or independent response (Palmer and Sorger, 2017; Greco et al., 1995). Synergistic behavior is difficult to predict, so rational combinations may not validate experimentally (Wolff et al., 2013). Hypothesis-driven studies of the mechanisms of synergy and antagonism have focused on a limited set of candidate targets (Bollenbach et al., 2009; Jiang et al., 2018). Alternatively, unbiased high-throughput screening assays (Mott et al., 2015; Mathews Griner et al., 2014; Borisy et al., 2003) can identify synergistic compounds in a systematic way by assessing cell viability reduction by individual drugs and their combinations. Unfortunately, screening all possible drug-pairs in a panel of N drugs with N_C_ cell lines at N_D_ doses requires a large number (½ N (N-1) N_D_^2^ N_C_) of experiments, resulting in high costs that limit the practical reach of this approach. Computational methods to predict synergistic combination candidates are needed to improve the experimental cost-benefit ratio (Fitzgerald et al., 2006; Bansal et al., 2014).

To address this need, the DREAM (Dialogue on Reverse Engineering Assessment and Methods) Challenges consortium (Saez-Rodriguez et al., 2016) conducted two community-wide competitions (the NCI-DREAM Drug Synergy Prediction Challenge, Bansal et al., 2014; and the Astra Zenca-Sanger Drug Combination Prediction DREAM Challenge, AstraZeneca-Sanger Drug Combination DREAM Consortium et al., 2019) that fostered the development and benchmarking of algorithms for drug synergy prediction. In the the NCI-DREAM Drug Synergy Prediction Challenge, the organizers provided post-treatment transcriptomics data for each of 14 drugs administered to a lymphoma cell line, and asked participants to predict which of the 91 pairwise combinations would be synergistic (Bansal et al., 2014; Sun et al., 2015). One of the key outcomes of the Challenge and other studies was that synergistic drug combinations could be partially predicted from the transcriptomics of the monotherapies (Sun et al., 2015; Niepel et al., 2017). The two best-performing teams based their algorithms on the assumption that a concordance of gene expression signatures in drugs with different mechanisms of action often yield synergistic interactions (Yang et al., 2015; Goswami et al., 2015). This assumption, while plausible, has little experimental support beyond winning the Challenge. Further, the mechanism behind this phenomenon cannot be ascertained without transcriptomics data from the combination therapy, which was not provided in the Challenge due to cost. We therefore pose a fundamental question that can only be answered with matched monotherapy-combination transcriptomics data: *How do two different transcriptomics profiles in cells treated with two different drugs combine to give a new transcriptomics profile when the drugs are applied together?* If the combinatorial pattern of two gene expression profiles are different in synergistic versus additive drug combinations, then learning to recognize these patterns may enable us to predict synergistic combinations from the gene expression of monotherapies.

In this paper, we explore the relationship between the transcriptional landscape of drug combinations in relation to the profiles of the individual drugs. We performed a systematic, genome-wide analysis of matched time courses of gene expression following perturbation with individual compounds and with their combinations. Deliberately sacrificing breadth for depth, we studied the transcriptional temporal response of an empirically chosen synergistic drug combination, tamoxifen and mefloquine, in breast cancer and prostate cancer cells and compared it to that of additive combinations of withaferin with either tamoxifen or mefloquine. Rather than elucidating specific mechanisms of action for drugs and their combinations, we attempt to examine the transcriptome for molecular indicators of synergy. Our analysis shows that molecular synergy (measured by the number of genes whose expression changes significantly only in the combination), correlates with the Excess Over Bliss independence, a measure of the observed effect of a combination that is greater than the expected effect based on the Bliss model of additivity (Greco et al., 1995) and increases with time. We used network-based analyses to trace the transcriptional cascade as it unfolds in time in the synergistic combination. We found that transcription factors simultaneously activated by both drugs dominate the cascade. We propose that a pair of drugs with correlated expression signatures is likely to trigger a synergistic effect, even when they target different pathways. We contrast this effect with the correlated, but additive, effect of increasing dose of one drug. Correlation of monotherapies predicted synergistic drug interaction with relatively high accuracy (AUROC = 0.77) using the independent DREAM dataset. This study represents a matched monotherapy-combination transcriptomic analysis of synergy, advancing both our understanding of synergy and ability to predict it.

The paper is organized as follows: First, we describe why we chose the monotherapies and combinations used in this paper and identify patterns of gene expression across synergistic and additive combinations. We analyze how those molecular patterns relate to phenotypic synergy and explore synergistic effects on biological processes over time with drug treatment. We then describe our exploration of synergistic effects on gene splicing as an alternative mediator of drug combination effect. Returning to gene expression, we study the mechanism of synergistic gene expression changes by identifying differentially active transcription factors through a transcriptional network and tracing the impact of these transcription factors in a temporal activation cascade. Then, we use an independent microarray dataset to verify the hypothesis that correlation between gene expression profiles of monotherapies can be used as an indicator of synergy. Finally, we discuss the structure of the synergistic transcriptional cascade and a plausible conceptual framework for the molecular underpinnings of synergy.

## Results

### Finding reproducible synergistic and additive combinations

To identify drug-pairs for the detailed time course RNA-seq analysis, we leveraged a pre-existing LINCS drug combination dataset collected at Columbia University (Califano’s lab) in the MCF7 cell line, a breast cancer line that is ERα positive (Lee et al., 2015), and the LNCaP cell line, a prostate cancer cell line that is ERβ positive (Takahashi et al., 2007). This dataset had information on all combinations of 99 drugs against 10 different drugs, each combination assessed in a matrix of 4 by 4 doses at 48 hr after drug application. Among these 990 drug combinations, we found 39 synergistic combinations with a maximum Excess Over Bliss (EOB) independence over the 4 × 4 matrix of more than 30%. From these 39, to select synergistic combinations in which both monotherapies played an important role in eliciting synergy, we chose 13 combinations whose constituent monotherapies showed a variety of combinatorial behaviors across the combinations (antagonism, additivity, and synergy in different combinations) for further testing. We re-assessed the synergy of these 13 pairs using a 6 × 6 dose response matrix and found that 9 of the 13 combinations remained synergistic, while four exhibited additive or antagonistic responses, which we removed from further study. Tamoxifen appeared in the greatest number (four) of these nine combinations. Given this data and the known clinical utility of Tamoxifen in ER+ breast cancer (Davies et al., 2011; Early Breast Cancer Trialists' Collaborative Group (EBCTCG), 2015), we focused on these four combinations. Of those 4, we sub-selected the two drug pairs with the highest EOB values, Tamoxifen (T) + Mefloquine (M) and T + Withaferin A (W) (EOB = 49 and 43, respectively). We then further measured viability (using the high-throughput Cell Titer Glo) and EOB in triplicate experiments using a 10 × 10 dose matrix at 12 hr, 24 hr and 48 hr (Supplementary files 1–2) after drug treatment, obtaining results that were consistent with the previously found synergy. Note that these two combinations were tested in at least three independent sets of experiments at this point (99 × 10 screen, 13 combinations, and 2 combinations).

We noted differences in viability, consistent with recent concerns regarding the lack of reproducibility in cell line viability experiments in response to drugs (Haibe-Kains et al., 2013; Ben-David et al., 2018), and yet TM remained consistently synergistic despite changes in the viability of its constituent monotherapies. In addition, we noted hormetic dose curves in response to the monotherapies, especially for W (Mattson and Calabrese, 2010). These hormetic responses are evidenced by a non-monotonic dose response, with more than 100% viability with respect to control for small doses (about 3 uM for W; Supplementary file 2) or at short times after drug application (T and M at 3 hr, Figure 1C–E). Many factors could contribute to hormesis. For example, it has been observed that efficient use of energetic processes in complex stress responses require biological resources to be deployed by the cell in a timely fashion (temporal hormesis) and at relatively low-doses (dose hormesis) to elicit a protective response (Li et al., 2019a; Mattson, 2008). The elucidation of these hormetic responses in the context of synergistic interactions could be a fruitful line of research, but goes beyond the scope of this paper.

**Figure 1.**
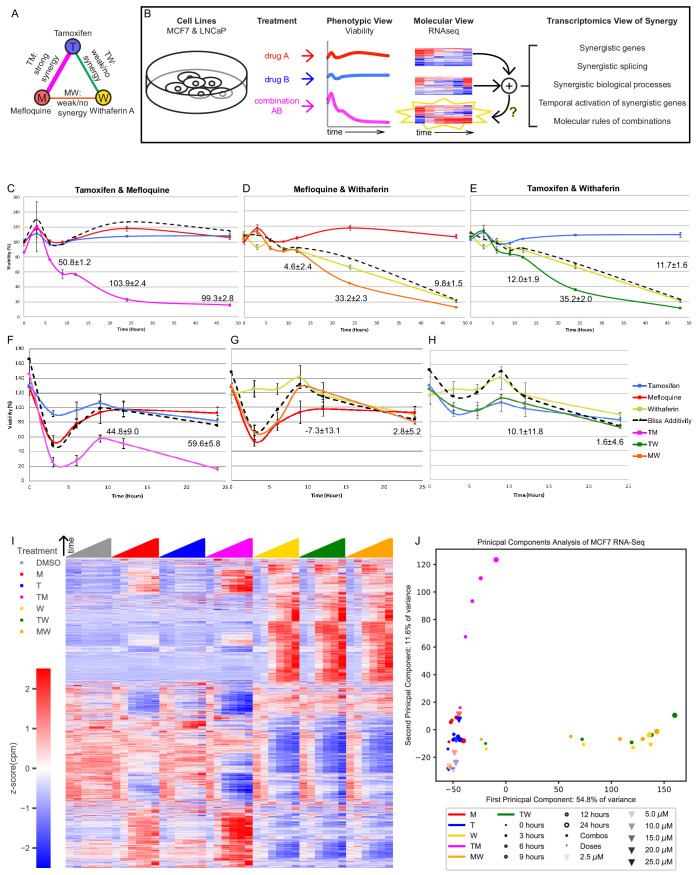
The transcriptomics of drug combinations mirror their phenotypic characteristics. (**A**) Monotherapies and drug combinations used in the study. (**B**) Workflow of molecular analysis of synergy. Starburst highlights the novel component of RNAseq analysis. Question mark denotes the focus of the study. (**C–H**) Fold change over control of cell count for MCF7 cells (**C–E**) and LNCaP cells (**F–H**) treated with Tamoxifen and Mefloquine (**C,F**), Mefloquine and Withaferin (**D,G**), and Tamoxifen and Withaferin (**E,H**). Dashed line indicates predicted viability of the combination based on the Bliss model. Excess Over Bliss (EOB) ± Error_EOB_ is given for the 12, 24, and 48 hr time points (see Materials and methods). (**I**) Average gene expression for each treatment and time point in the MCF7 combination experiments (covering 108 treatment and 18 DMSO samples). (**J**) Principal component analysis of log fold change in gene expression vs DMSO for the average over replicates at each treatment and time point in the MCF7 combination and dose experiments. (See also Supplementary files 3–9, and Source data 1).

**Figure 1—figure supplement 1.**
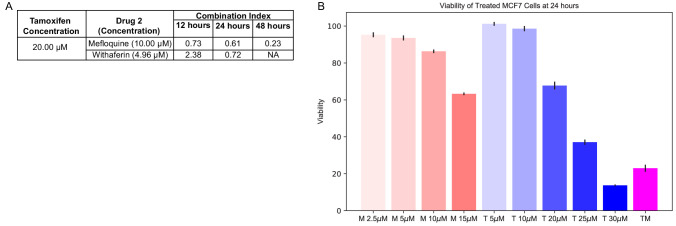
The response of MCF7 to TM is more synergistic than to TW. (**A**) Combination Index for the combinations at the selected doses. Combination Index < 1 indicates synergy. (**B**) Viability of MCF7 cells treated with increasing doses of T and M performed alongside RNA collection at 24 hr, compared to TM (Figure 1). (See also Supplementary files 1–2).

**Figure 1—figure supplement 2.**
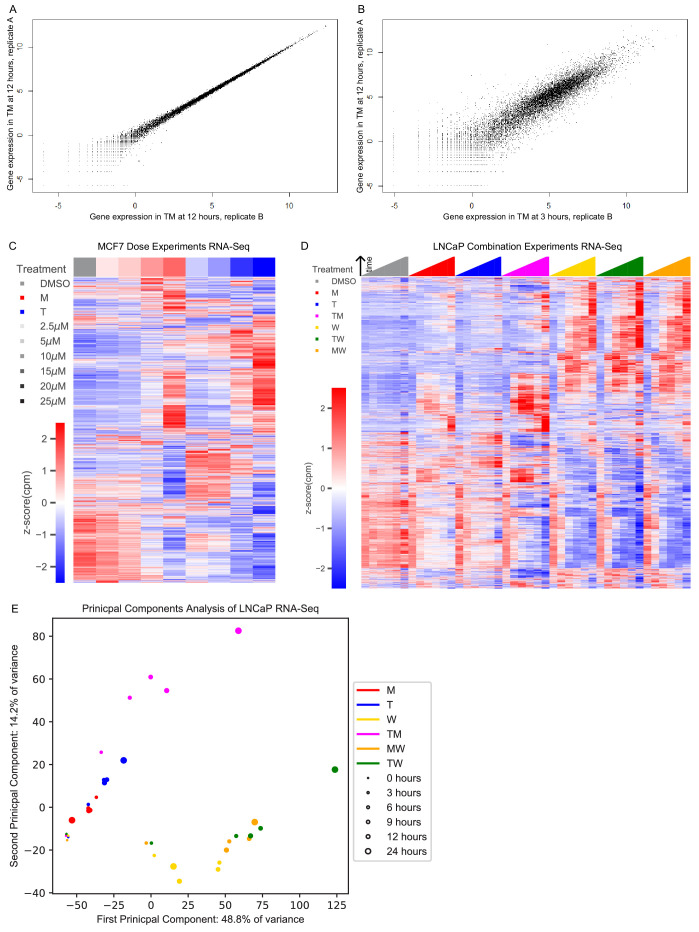
Transcriptomic profiles of MFC7 and LNCaP cells with combinations. (**A**) Similarity between the gene expression data of two replicates treated with TM at 12 hr. (**B**) The gene expression of one replicate treated with TM at 12 hr and another replicate treated with TM at 3 hr shows differential expression beyond the replicates of (**A**). (**C**) Average gene expression for each treatment and time point in the MCF7 dose experiments. (**D**) Average gene expression for each treatment and time point in the LNCaP combination experiments (covering 108 treatment and 18 DMSO samples). (**E**) Principal component analysis of log fold change in gene expression vs DMSO for the average over replicates at each treatment and time point in the LNCaP combination experiments. (See also Source data 2, 3).

Finally, we selected doses of these three drugs that synergized in these two combinations at both time points (20 μM T, 10 μM M, 5 μM W) for subsequent study (Supplementary files 3–4). T and M are also synergistic at 12 and 24 hr as measured by combination index, which quantifies synergy factoring out the dose effects, but T and W are synergistic only at 24 hr (Figure 1—figure supplement 1A). For completeness, we included the combination MW in subsequent studies.

We focused the rest of the study on these three drugs and their combinations (Figure 1A), in an effort to understand how synergy operates at a transcriptomic level (Figure 1B). We studied MCF7 and LNCaP cells under DMSO (vehicle control), T, M and W, and their combinations TM, TW and MW over a 48 hr time course (0, 3, 6, 9, 12, 24 and 48 hr) using nuclei counts as a direct readout of cell viability in relation to DMSO (Figure 1C–H). At these doses, TM (Figure 1C,F) synergistically reduced viability as early as 6 hr, with little effect from T and M individually in MCF7 (Figure 1C) and moderate effect in LNCaP (Figure 1F). The synergistic effect of TW and MW was very small compared to TM in MCF7 (Figure 1D,E) and negligible in LNCaP (Figure 1G,H). In relation to TM, we therefore consider the effects of TW and MW to be additive and dominated by W (Supplementary files 2, 5).

Finally, we studied the effect of drug dose on viability, as a combination treatment exposes the cells to more drug than a monotherapy, and this could mimic the effect of increasing drug dose. Additionally, M has been shown to inhibit the function of MDR1, a multi-drug efflux pump (Riffkin et al., 1996) and its effect could therefore be simply to increase the intracellular tamoxifen concentration. We analyzed dose curves of T and M as monotherapies (Figure 1—figure supplement 1B). We measured the effect of T alone at 5, 10, 20, 25, and 30 μM, and M alone at 2.5, 5, 10, and 15 μM at 24 hr in MCF7 cells. Viability in 25 and 30 μM T (37.1% and 13.7%) was similar to TM (23%), while viability of cells treated with M at 15 μM was 63.3%. We continued to observe some inter-experiment variability in the efficacy of monotherapies (e.g. T at 20 μM at 24 hr in Figure 1C and Figure 1—figure supplement 1B, the latter measured about 2 years after the former one). Interpreting 25 μM T as a ‘sham’ combination of 5 and 20 μM T (Figure 1—figure supplement 1B), 30 μM T as a ‘sham’ combination of 10 and 20 μM T, and 15 μM M as a ‘sham’ combination of 5 and 10 μM M, we observed EOBs of 31.5, 53.1, and 17.5, respectively (Supplementary file 6), far lower than the EOB of about 103.9 in TM (Figure 1C). Consistent with the synergistic Combination Index in TM (Figure 1—figure supplement 1A), this suggests that the synergy we observed is a phenomenon distinct from dose response. To study the transcriptional mechanisms of drug combinations, we collected RNA from the same cultures from which we measured viability at each treatment for RNAseq (except 30 μM T, which caused too much cell death for RNA collection).

### Gene expression of drug combinations in relation to monotherapies

For each treatment (in doses and combinations listed above) and time point up to 24 hr, we collected samples in triplicate and performed RNAseq studies (Supplementary files 7–8). 

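RNA was sequenced from MCF7 cells, an estrogen-dependent breast cancer line, and from LNCaP cells, an androgen-dependent prostate cancer line. Cells received 20 µM tamoxifen (T), a selective modulator of the estrogen receptor, 10 µM mefloquine (M), an antimalarial, 5 µM withaferin A (W), a steroidal lactone from plants, a pair of these at the same doses (TM, TW or MW), or the vehicle DMSO. LNCaP cells also received all 3 drugs together. Each treatment has 3 samples per time, from 0 h, which the paper places at about 30 min after treatment, to 24 h. Stranded poly(A) libraries were read as single ends of 100 bp, with 0 and 3 h on one sequencing plate, 6 and 9 h on another and 12 and 24 h on another, so that every treatment has DMSO samples of its own time and plate. The tables hold 126 MCF7 libraries with 16724 genes and 144 LNCaP libraries with 15015 genes.

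Counts assigned to genes ran from 14777888 to 31005291 per MCF7 library (median 24328133) and from 10849751 to 34174074 per LNCaP library (median 23241260). With DMSO the medians were 25051554 and 23872190, and with TM 23314932 and 22183731.

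The authors aligned the reads with STAR, counted them per gene with featureCounts, scaled the libraries by TMM and deposited log2 CPM, counts scaled to a common library size. The methods name hg19, while the header of the LNCaP counts names an hg38 gene model. Turned back with a prior count of 0.5, 100% of the deposited values gave whole counts within 1e-06, and the same formula returned the deposited values within 5.5e-14, so the adjustment for plate that the methods describe is not visible in them. For each cell line, limma was fitted to the deposited log2 CPM with a mean for every treatment and time, and each treatment was compared with DMSO of the same time. Genes are called differentially expressed at the paper's cutoffs, a false discovery rate (FDR) under 1e-18 in MCF7 and under 1e-15 in LNCaP. The 30 gene lists named at the results below were written before the data were examined and were tested with limma's camera at a preset correlation between genes of 0.01. Some genes of the neural and mesenchymal list were taken from Table 1 of the paper, which reports on these samples. Members of a list are counted as risen or fallen at FDR under 0.05 over all genes. The paper's text does not say whether the triplicates were separate cultures, so the p-values measure the spread between samples.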

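In MCF7 cells at 12 h, MT1F, which encodes a metal-binding metallothionein, had a level of 9.07 ± 0.17 log2 CPM (SD, n = 3) with TM and 1.25 ± 0.29 (SD, n = 3) with DMSO. ATF3, a transcription factor induced by stress, had 9.35 ± 0.06 with TM and 2.27 ± 0.20 with DMSO. IGFBP5, a secreted binding protein of insulin-like growth factors, had 0.41 ± 0.60 with TM and 5.15 ± 0.06 with DMSO. In LNCaP cells at 24 h, the immediate early gene FOS had 6.06 ± 0.50 with TM and -0.87 ± 0.62 with DMSO, and UGT2B28, an enzyme that inactivates androgens, had -3.46 ± 1.89 with TM and 4.60 ± 0.06 with DMSO. For each of these genes the difference is larger than the spread between the 3 replicates. The rule that named genes favors large changes with all treated libraries on the same side of all DMSO libraries. The outcome is therefore largely built in and is no test of the replicates.

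Across all genes, replicates of one group had Pearson correlations of 0.981 to 0.990 in MCF7 (median 0.988, 126 pairs of libraries) and of 0.977 to 0.994 in LNCaP (median 0.991, 144 pairs). Libraries of different treatments at the same time reached down to 0.876 in MCF7 (median 0.974) and 0.856 in LNCaP (median 0.974). The residual SD of the median gene was 0.125 log2 units in MCF7 and 0.123 in LNCaP. The root mean square change over all genes at 12 h was 1.14 with TM and 1.55 with W in MCF7 and 0.888 and 0.762 in LNCaP. The median gene and a root mean square over all genes are unlike measures. At 0 h, where few or no genes were called, the root mean square change was 0.420 with TM and 0.381 with W in MCF7 and 0.253 and 0.246 in LNCaP. These correlations are across genes, which are not independent replicates.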

The RNAseq data was reliable, with replicates showing a very high concordance and technical noise considerably smaller than the changes in expression observed under different conditions (Figure 1—figure supplement 2A–B). We first examined the gene expression over all treatments and time points in combination experiments (Figure 1I) and variable doses used for the ‘sham’ combinations (Figure 1—figure supplement 2C) in MCF7, and combination experiments in LNCaP (Figure 1—figure supplement 2D). The transcriptional profiles for the monotherapies T and M were more similar to DMSO than TM. 

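With TM at 12 h, HMOX1, the heme-degrading enzyme heme oxygenase 1, rose by 7.73 log2 units over DMSO (SE 0.12, n = 3), against 4.58 with M and 0.90 with T. MT1F rose by 7.81 (SE 0.13) with TM, by 3.80 with M and by 1.76 with T. ATF3 rose by 7.08 (SE 0.11) with TM, by 2.15 with M and by 1.69 with T. The metallothionein MT1X and FAM129A, a stress-induced regulator of translation, rose by 6.14 and 6.06 with TM. Among genes lowered by TM, IGFBP5 changed by -4.74 (SE 0.20), the glycosyltransferase B3GNT1 by -4.33 (SE 0.16) and TMEM121 by -3.96 (SE 0.22). With T the same 3 genes changed by -0.61, -0.25 and -0.05, and with M by -0.65, -0.37 and -0.80, where B3GNT1 with either drug and TMEM121 with T did not pass an FDR of 0.05 (adjusted p = 0.252, 0.0676 and 0.890 in limma). With a replicate left out or with voom weights, MT1F with T and TMEM121 with TM miss the MCF7 cutoff of 1e-18.

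Over all 16724 genes at 12 h, the root mean square log2 fold change against DMSO was 0.505 with T and 0.546 with M, and at 24 h with T, M and TM it was 0.617, 0.521 and 1.30. Across genes with an FDR under 0.1 in either treatment, the fold changes of T and TM at 12 h correlated at 0.468 with a covariance of 0.291, and those of M and TM at 0.599 with a covariance of 0.408. Noise simulated with the same shared DMSO libraries gave correlations of 0.501 and 0.500 with covariances of 0.0297 and 0.0300, so part of each correlation may come from the shared controls.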

The transcriptional profiles for W, TW, and MW on the other hand, were similar to each other but different from T, M, TM, and DMSO over time. However, gene expression profiles from different doses of the same monotherapy were quite similar, with changes evolving gradually with increasing dose (Figure 1—figure supplement 2C). This pattern mirrors the phenotypic viability profiles (Figure 1C–H, Figure 1—figure supplement 1B). 

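All 23 measured targets of the heat shock factor HSF1 rose with W, with TW and with MW at 12 h (23 of 23 also when adjusted over the list alone), with medians of 2.84, 2.94 and 2.68 log2 units over DMSO (adjusted p = 2.65e-20, 1.54e-20 and 9.42e-21). HSPA6, an inducible chaperone of the HSP70 family, rose by 10.43 (SE 0.22) with W, 10.41 (SE 0.22) with TW and 9.65 (SE 0.22) with MW (n = 3 each), against 4.97 (SE 0.22) with TM. With TM, 6 of the 23 targets rose and 12 fell (6 and 12 adjusted over the list alone, adjusted p = 0.149, with a median of -0.26 and a mean of 0.14), with T 2 rose and 13 fell (3 and 14 adjusted over the list alone, adjusted p = 7.69e-06, and adjusted p = 0.110 with an estimated correlation) and with M 1 rose and 18 fell (1 and 18 adjusted over the list alone, adjusted p = 7.96e-10).

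FOSL1 and FOSB, subunits of the transcription factor AP-1, rose by 7.93 and 7.52 with W, 8.06 and 7.93 with TW and 7.59 and 7.74 with MW. PGF, a growth factor of blood vessels, rose by 8.37, 7.92 and 7.71 in the same order. TXNIP, an inhibitor of thioredoxin, changed by -4.82, -4.65 and -4.60, and by -0.19 (adjusted p = 0.112) with TM.

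Across genes with an FDR under 0.1 in either treatment, fold changes correlated at 0.970 between W and TW, 0.962 between W and MW and 0.978 between TW and MW, and at 0.319 between W and TM. The covariances were 2.55, 2.43, 2.51 and 0.590, against 0.0430, 0.0426, 0.0421 and 0.0439 from simulated noise with shared controls. W and TW had 1763 raised and 2131 lowered DEGs in common, where chance overlap gives 232 and 358, and no DEG in opposite directions.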

Figure 1J shows a two-dimensional principal component analysis (PCA) of the transcriptional data from the combination and dose experiments in MCF7. The data for T and M monotherapies, from both the combination experiments and the dose experiments, localize slightly but distinctly above DMSO. However, their TM combination is farther from DMSO than T or M but in the same vertical direction. 

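Immediate early genes, which are transcribed within minutes of a stimulus, rose with TM beyond the sum of T and M at 12 h. Of 24 measured, 21 lay above and 2 below the sum (21 and 2 adjusted over the list alone, adjusted p = 8.11e-12), and 20 rose and 4 fell with TM against DMSO (20 and 4 adjusted over the list alone, adjusted p = 3.91e-11), with a median of 2.22 log2 units over DMSO. The transcription factor EGR1 rose by 4.61 (SE 0.11, adjusted p = 3.99e-60) and the orphan receptor NR4A1 by 3.88 (SE 0.10, adjusted p = 6.23e-57), with n = 3 per group. With T, 12 rose and 5 fell (12 and 5 adjusted over the list alone, adjusted p = 0.00350, and adjusted p = 0.202 with an estimated correlation) around a median of 0.22, and with M 12 rose and 3 fell (12 and 3 adjusted over the list alone, adjusted p = 0.000321, and adjusted p = 0.107 with an estimated correlation) around 0.11.

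Principal components were taken of the log2 fold changes of group means against DMSO of the same time, which places DMSO at the origin. The first component held 57.9% and the second 12.6% of the variance in MCF7. At 12 h, TM lay 136 units from the origin at an angle of 79.3 degrees to the first component, T lay 22.3 units away at 66.2 degrees and M 34.5 units away at 78.4 degrees. At 24 h TM lay 156 units away at 74.6 degrees. At 3 h the distances were 38.4 with TM, 8.84 with T and 13.6 with M, at angles of 76.5, 102 and 94.6 degrees.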

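Genes of ribosome biogenesis fell together under W and its combinations in MCF7. Of 36 nucleolar factors of rRNA synthesis and processing, 34 fell and 1 rose with W at 12 h (34 and 1 adjusted over the list alone, adjusted p = 1.25e-14), 33 fell and 1 rose with TW (33 and 1 over the list alone, adjusted p = 2.96e-12), and 34 fell and 1 rose with MW (34 and 1 over the list alone, adjusted p = 6.23e-13). RRS1, a ribosome assembly factor, changed by -2.73 (SE 0.07) with W, -2.49 (SE 0.07) with TW and -2.48 (SE 0.07) with MW, and UTP15, an rRNA processing factor, by -2.71, -2.45 and -2.55 (n = 3 each). With TM, 15 rose and 16 fell (15 and 17 adjusted over the list alone, adjusted p = 0.990, median -0.04, mean 0.03).

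On the first 2 principal components of the fold changes against DMSO, W lay 33.4 units from the origin at 10.2 degrees to the first component at 3 h and 192 units away at 6.07 degrees at 12 h. At 12 h TW lay 193 units away at 7.96 degrees and MW 185 units away at 7.20 degrees. At 24 h the distances were 193 for W, 219 for TW and 199 for MW, at 8.43, 11.6 and 8.90 degrees.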

The PCA representation of W progresses in an almost horizontal direction, with TW and MW co-localizing with W, which dominates the combination. Therefore, the two-dimensional PCA representation of the transcriptomes after treatment suggests orthogonal synergistic and additive directions. 

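Among 25 measured genes of NF-kappaB, toll-like receptor and cytokine signaling in MCF7 at 12 h, 19 rose and 4 fell with TM (20 and 4 adjusted over the list alone, adjusted p = 3.31e-06), including the cytokines IL8, which rose by 8.85 (SE 0.70, adjusted p = 1.40e-21), and IL6, which rose by 7.16 (SE 0.57, adjusted p = 1.81e-21), with n = 3 per group. With W, 10 rose and 9 fell (10 and 9 adjusted over the list alone, adjusted p = 0.585), where IL8 changed by -0.63 (SE 0.70, adjusted p = 0.413) and IL6 by 0.29 (SE 0.57, adjusted p = 0.649). CRYAB, a small heat shock protein, rose by 7.45 (SE 0.59, adjusted p = 1.79e-21) with W and changed by 1.75 (SE 0.59, adjusted p = 0.00632) with TM. MIR21, the transcript of a microRNA, rose by 8.23 (SE 0.28, adjusted p = 3.99e-49) with W and changed by 2.45 (SE 0.28, adjusted p = 1.16e-13) with TM. Immediate early genes (24) rose as a group with both, where 20 rose and 4 fell with TM (20 and 4 adjusted over the list alone, adjusted p = 3.91e-11, median 2.22) and 21 rose and 0 fell with W (21 and 0 adjusted over the list alone, adjusted p = 2.33e-13, median 2.43). The difference between TM and W was not itself tested for these genes.

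The paper reasons that T, M and TM leave DMSO along the same direction of the 2-dimensional representation, with TM farther out, whereas W moves along the other direction with TW and MW beside it, and from this arrangement it proposes that synergy and additivity correspond to orthogonal directions.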

The PCA representation of the gene expression from treated LNCaP cells indicates very similar dynamics in this distinct cell line (Figure 1—figure supplement 2E).

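In LNCaP cells, W and its combinations raised antioxidant genes controlled by NRF2. Of 25 measured at 24 h, 24 rose and 0 fell with W (24 and 0 adjusted over the list alone, adjusted p = 1.22e-28), 25 rose and 0 fell with TW (25 and 0 adjusted over the list alone, adjusted p = 3.80e-17) and 24 rose and 0 fell with MW (24 and 0 adjusted over the list alone, adjusted p = 3.38e-24), with medians of 1.87, 3.27 and 2.98 log2 units over DMSO. HMOX1 rose by 6.38 (SE 0.24) with W, 9.91 (SE 0.24) with TW and 7.79 (SE 0.24) with MW, and the aldo-keto reductase AKR1C1 by 6.15, 9.10 and 7.93 (n = 3 each). With TM, 21 rose and 3 fell (21 and 3 adjusted over the list alone, adjusted p = 4.54e-09, and adjusted p = 0.0690 with an estimated correlation), with HMOX1 up by 5.32. The largest rises with TM were in DIO3, an enzyme that inactivates thyroid hormone, at 8.30 (SE 0.34), and the collagen gene COL16A1, at 7.59 (SE 0.30), and the limma estimates with W were 0.30 (SE 0.34, adjusted p = 0.463) and -0.48 (SE 0.30, adjusted p = 0.151).

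The first 2 principal components of the fold changes held 46.7% and 13.6% of the variance, and the third 10.5%. At 24 h TM lay 156 units from DMSO at 37.0 degrees to the first component, T 65.6 at 44.4 degrees and M 19.5 at 59.0 degrees. W lay 77.9 units away at -3.92 degrees, TW 188 at 9.24 degrees and MW 132 at 5.29 degrees. At 12 h TM lay at 41.7 degrees and W, TW and MW at -15.1, -1.07 and -4.12 degrees.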

We next examined differential expression relative to DMSO. The high concordance of replicates allowed for clear detection of differentially expressed genes (DEGs) in different conditions (Figure 2—figure supplement 1A). 

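In MCF7 at 12 h, T raised ADM2, a peptide hormone gene induced by amino acid stress, by 2.83 (SE 0.17, adjusted p = 4.41e-27) on the log2 scale, with n = 3 per group, CHAC1, a glutathione-degrading enzyme, by 2.81 (SE 0.18, adjusted p = 2.26e-26), and SLC7A11, the cystine transporter, by 2.04 (SE 0.15, adjusted p = 3.79e-22). T lowered ODZ4, a teneurin, by 2.39 (SE 0.13, adjusted p = 2.03e-29) and PDZK1, a scaffold protein induced by estrogen, by 1.66 (SE 0.12, adjusted p = 1.77e-21). With M, ALDH1L2, a mitochondrial folate enzyme, rose by 3.76 (SE 0.21, adjusted p = 2.38e-29), CHAC1 by 3.58 (SE 0.18, adjusted p = 4.01e-34) and ADM2 by 3.53 (SE 0.17, adjusted p = 2.98e-34), while TFRC, the transferrin receptor, changed by -1.20 (SE 0.06, adjusted p = 1.13e-31) and ALAS1, the first enzyme of heme synthesis, by -1.02 (SE 0.07, adjusted p = 2.59e-25). All 26 measured ATF4 targets of amino acid synthesis and transport rose with T (median 0.51, adjusted p = 1.73e-31) and with M (median 1.08, adjusted p = 1.98e-54), and all 26 also when adjusted over the list alone.

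These genes passed the MCF7 cutoff, as did 90 raised and 76 lowered genes with T and 211 raised and 62 lowered genes with M. With a replicate left out, ADM2, CHAC1, SLC7A11, ODZ4 and PDZK1 with T and ALDH1L2, TFRC and ALAS1 with M miss the cutoff, as do CHAC1, ODZ4 and PDZK1 with T under voom weights. The share of DEGs that rose depends on the scaling: with T it was 54.2%, or 37.7% after a shift of each library to a common median and 64.4% after quantile normalization, and with M it was 77.3%, or 63.0% after the shift and 65.9% after removal of each library's trend with GC content. The smallest absolute log2 fold change among DEGs at 12 h was 0.40 with TM.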

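At 0 h in MCF7, EGR1, a zinc finger transcription factor of the immediate early response, rose by 4.23 (SE 0.11, adjusted p = 7.28e-55) on the log2 scale with W, by 4.37 (SE 0.11, adjusted p = 4.17e-56) with TW and by 4.21 (SE 0.11, adjusted p = 1.20e-54) with MW (limma, n = 3 per group). JUN, a subunit of AP-1, rose by 1.16, 1.45 and 1.51, and IER2, a nuclear protein of the same response, by 1.16, 1.26 and 1.03. ZFP36, which destabilizes mRNAs, rose by 1.00 with W and 0.96 with MW, and C17orf91, the host transcript of a microRNA, by 0.78 with W. These 5 genes with W, 3 with TW and 4 with MW are all that passed an FDR of 1e-18. With voom weights, chosen after the data were seen, 3, 3 and 2 pass, and ZFP36 and C17orf91 with W and IER2 and ZFP36 with MW miss it. The genes that still pass are those that Table 1 of the paper marks as differentially expressed. With replicate A, B or C left out 1 gene passes with W, 1 with TW and 1, 1 and 2 with MW. With T, M and TM 0 genes passed in limma, with or without voom weights, against 1101, 925 and 2434 at an unadjusted p under 0.05. Of 24 immediate early genes measured, 10 rose and 2 fell (15 and 2 adjusted over the list alone, adjusted p = 9.51e-27) with W at 0 h. With TW, 12 rose and 2 fell (14 and 2 adjusted over the list alone, adjusted p = 2.08e-32). With MW, 12 rose and 2 fell (16 and 2 adjusted over the list alone, adjusted p = 5.86e-24). With T 0 rose and 3 fell (0 and 4 adjusted over the list alone, adjusted p = 0.556), with M 1 rose and 0 fell (1 and 1 adjusted over the list alone, adjusted p = 0.597) and with TM 1 rose and 3 fell (2 and 3 adjusted over the list alone, adjusted p = 0.0980).

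The smallest adjusted p with TM was that of FOS, the partner of JUN in AP-1, which changed by -0.80 (SE 0.06, adjusted p = 3.42e-18). Next came genes of neural and mesenchymal cells, the brain proteoglycan BCAN at 2.64 (SE 0.24, adjusted p = 1.37e-14) and the intermediate filament VIM at 5.00 (SE 0.50, adjusted p = 1.01e-12). These TM libraries had 62 genes higher than DMSO by at least 1 log2 unit at FDR under 0.05, of which 49 had at most 10 counts in each DMSO library and 8 were still higher at 3 h. At FDR under 0.05, 7 genes changed with T, 3 with M, 1055 with W, 352 with TM, 830 with TW and 1372 with MW.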

To determine DEGs in MCF7, we selected a false discovery rate (FDR) cutoff at which the only DEGs at time 0 (~30 min post-treatment; see Materials and methods) over all treatments are well-known immediate early genes (Sas-Chen et al., 2012; Tullai et al., 2007; Table 1). We then used this cutoff across all time points and treatments of the fixed dose experiments. To achieve consistency in our treatment of the variable dose experiments which were done separately and with fewer replicates, we chose an FDR cutoff resulting in approximately the same number of DEGs in M 10 μM and T 20 μM (Figure 2—figure supplement 1B; see Materials and methods). In LNCaP, we selected anFDR cutoff at which there were no DEGs at time 0, as we noticed no differentially expressed immediate early genes in this case (see Materials and methods). 

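Immediate early genes did not pass as a group in LNCaP at 0 h. Of 23 measured, 0 rose and 0 fell with W (0 and 0 adjusted over the list alone, adjusted p = 0.627), 0 rose and 0 fell with TM (0 and 0 adjusted over the list alone, adjusted p = 0.480), 0 rose and 0 fell with TW (1 and 0 adjusted over the list alone, adjusted p = 0.548) and 2 rose and 0 fell with MW (2 and 0 adjusted over the list alone, adjusted p = 0.379). EGR1 changed by 0.62 (SE 0.44, adjusted p = 1.00) with W and FOS by 0.16 (SE 0.38, adjusted p = 1.00) with TM (limma, n = 3 per group). In limma 0 genes passed an FDR of 1e-15, with or without voom weights. At an unadjusted p under 0.05 there were 3576 with T, 236 with M, 186 with W, 380 with TM, 363 with TW and 5538 with MW. The smallest adjusted p values, which is why these genes are named, were those of LRRC26, an auxiliary subunit of a potassium channel, at 1.68 (SE 0.19, adjusted p = 1.09e-09) log2 units with MW, and of CAMK2A, a kinase mostly found in neurons, at 5.14 (SE 0.60, adjusted p = 1.48e-09) with W.

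At FDR under 0.05, 1031 genes changed with T, 0 with M, 2 with W, 41 with TM, 9 with TW and 3910 with MW. Changes with T and MW at 0 h followed the GC content of the genes (Spearman correlation across genes 0.598 and 0.696, where genes are not independent replicates). With the GC trend of each library removed, 109 and 278 genes passed an FDR of 0.05, and without the second replicate of each group 6 and 65 did.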

We then quantified and examined the properties of DEGs in monotherapies and their combinations. The number of DEGs in MCF7 cells treated with TM, W, MW, and TW were 1 to 2 orders of magnitude greater than that of treatments with T and M (Figure 2A–C). 

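At 3 h EGR1, an immediate early transcription factor, rose by 5.95 (SE 0.11) log2 units with TM, 7.03 (SE 0.11) with W, 8.01 (SE 0.11) with TW and 7.96 (SE 0.11) with MW, against 2.25 (SE 0.11) with T and 1.49 (SE 0.11) with M (n = 3 each). FOS rose by 3.70 with TM and 5.18 with W, and changed by 0.17 (SE 0.06, adjusted p = 0.0842) in limma with T. At 12 h, PPP1R15A, the phosphatase subunit that ends translational arrest, rose by 6.82 with W, 6.84 with TW and 6.58 with MW, and MAFF, a small partner of NRF2, by 7.06 with TW and 6.86 with MW. Targets of p53, which arrest the cell cycle or repair DNA, rose as a group with W (16 of 20 up and 2 down, 17 and 3 adjusted over the list alone, adjusted p = 9.34e-08), with TW (15 up and 5 down, 15 and 5 adjusted over the list alone, adjusted p = 0.000130) and with MW (13 up and 5 down, 13 and 5 adjusted over the list alone, adjusted p = 0.00177), including the damage sensor GADD45A at 4.90, 4.99 and 4.53.

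DEGs at 3, 6, 9, 12 and 24 h numbered 22, 69, 87, 166 and 606 with T, 43, 170, 171, 273 and 187 with M, 561, 2005, 2832, 3515 and 4249 with TM, 588, 2664, 3944, 4421 and 4421 with W, 613, 2596, 3972, 4410 and 5679 with TW and 606, 2416, 3507, 4026 and 4526 with MW. Of 40 ratios of TM, W, TW or MW to T or M at the same time, 36 were at least 10, the highest was 45.7, and the 4 below 10 were all against T at 24 h, the lowest 7.01. The tally depends on the cutoff, with 22 of 40 at FDR under 0.05 with a log2 change of at least 1 and 23 with only the samples of that time in such a fit. It was 19 with library weights and 34 to 40 under the other alternatives run. At 12 h 1855 DEGs rose and 1660 fell with TM, 1940 rose and 2481 fell with W, 2000 and 2410 did with TW and 1880 and 2146 with MW.

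Libraries shifted to a common median change the split into rises and falls. At 3 h the share that rose was 77.4% with TM, 82.5% with MW and 72.7% with T, or 55.2%, 72.3% and 62.5% after the shift. At 12 h with W it was 43.9% or 54.9%, at 24 h with W 46.0% or 56.1%, and with TW 41.2% or 54.1%. The median level within a library lay at 0.11 log2 units relative to DMSO with TM at 3 h, at -0.17 with W, -0.14 with TW and -0.12 with MW at 12 h and at -0.26 with TW at 24 h, while the median fold change over genes was 0.02, 0.04, 0.03, 0.05 and 0.02 in the same order.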

We evaluated the presence of *synergistically expressed genes (SEGs)*, which we define as *genes that are differentially expressed in the combination therapy but not in either of the constituent monotherapies*. 

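TNFAIP3, an inhibitor of NF-kappaB that NF-kappaB induces, changed at 12 h by 0.79 (SE 0.19, adjusted p = 0.000350) log2 units with T and 1.10 (SE 0.19, adjusted p = 6.22e-07) with M in MCF7, and rose by 6.14 (SE 0.19, adjusted p = 4.50e-52) with TM (limma, n = 3 each). The excess of TM over the sum of T and M on the log2 scale was 4.25 (SE 0.27, adjusted p = 2.75e-27). RELB, an NF-kappaB subunit, had an excess of 3.78 (SE 0.18, adjusted p = 5.17e-35), and the nerve growth factor receptor NGFR one of 4.01 (SE 0.23, adjusted p = 8.92e-30). Among genes lowered beyond the sum, the methyltransferase METTL7A had a difference of -4.36 (SE 0.28, adjusted p = 9.65e-27) and the mitochondrial acetyl-CoA synthetase ACSS1 one of -3.89 (SE 0.17, adjusted p = 7.55e-38), and METTL7A changed by -4.15 (SE 0.20) with TM, while its estimates of 0.35 with T and -0.13 with M did not pass an FDR of 0.05. Of 25 genes of NF-kappaB and cytokine signaling, 18 had an excess and 4 a shortfall against the sum (18 and 4 adjusted over the list alone, adjusted p = 2.95e-07). With a replicate left out, RELB, NGFR and METTL7A miss the cutoff for a departure from the sum.

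Of the DEGs with TM at 3, 6, 9, 12 and 24 h, 516, 1846, 2665, 3246 and 3851 were DEGs in neither T nor M, which is 92.0, 92.1, 94.1, 92.3 and 90.6%. The 95% binomial interval over genes at 12 h was 91.4 to 93.2%. A gene that misses the cutoff with T or M is not shown to be unchanged there, so the departure from the sum (TM - T - M + DMSO in log2 CPM) was tested for each gene. At the MCF7 cutoff 64 genes departed from it at 3 h, 1246 at 12 h (675 above and 571 below the sum) and 2145 at 24 h. Without replicate A, B or C the count at 12 h was 239, 221 and 543. Of the 3246 genes called at 12 h in TM alone, 2986 (92.0%) departed from the sum at FDR under 0.05, against 9565 of all 16724 genes. The 3246 were chosen by their changes in these same samples, so a high share is partly built in.

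**Figure D1:**
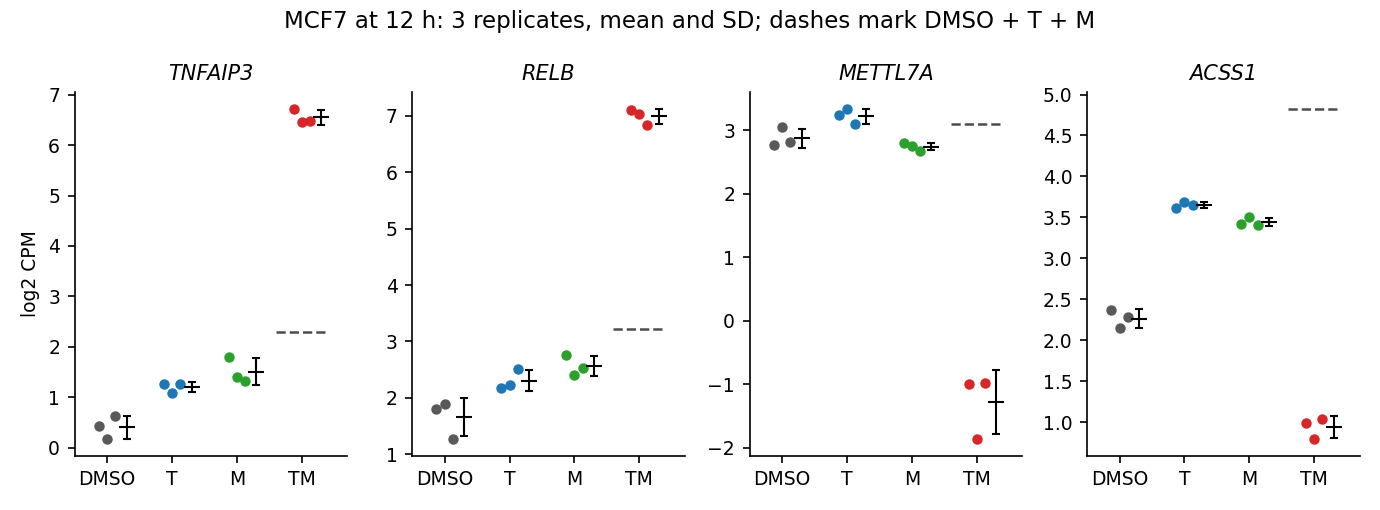
Log2 CPM of TNFAIP3, RELB, METTL7A and ACSS1 in MCF7 at 12 h with DMSO, T, M and TM, as 3 replicates with mean and SD, where a dash marks the level that the sum of the changes with T and M gives. TNFAIP3 and RELB lie above the dash with TM, and METTL7A and ACSS1 below it.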

Approximately 90% of DEGs in MCF7 cells treated with TM are synergistic, and not differentially expressed in either T or M alone (Figure 2A) at any time point. 

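Whether a gene counts as changed in TM alone depends on where its monotherapy change falls. In MCF7 at 12 h, HMOX1 passes 1e-18 with M (limma, n = 3, adjusted p = 8.37e-57), and ATF3 does with T (adjusted p = 2.26e-26) and with M (adjusted p = 3.50e-34). IRAK2, a kinase of toll-like receptor signaling, has an adjusted p of 0.00300 with T and 0.134 with M in limma (n = 3), and the small GTPase RND1 one of 0.153 with T and 0.00435 with M, so both genes count as changed in TM alone. At a cutoff of 0.05 IRAK2 would also count as changed with T, and RND1 with M.

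For TM at 12 h the share of DEGs that were DEGs in neither T nor M was 41.9% at FDR under 0.05 (4837 of 11544 genes), 60.1% at 0.001, 84.2% at 1e-10 and 96.1% at 1e-25. At 3 h it was 76.2%, 87.0%, 92.3% and 89.5% at the same cutoffs. With TW at 12 h the share was 6.09% at 0.05, 10.3% at 1e-10 and 12.1% at 1e-25, and with MW 5.51%, 9.82% and 11.3%. At every cutoff from 0.05 to 1e-25 TM had the largest share of the 3 combinations at both times.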

To test for artifacts related to the chosen FDR cutoff, we calculated the percentage of SEGs over different FDR thresholds and observed that the general trend is independent of the specific cutoff (Figure 2—figure supplement 1C–D). In contrast, most DEGs in treatments TW and MW were also differentially expressed in W (Figure 2B–C). These molecular signatures parallel the effect of these drugs on viability (Figure 1C–E), reflecting the overall synergistic character of TM, and a mostly additive dominant effect of W. In LNCaP cells, we observed a similar effect of TM: more than 75% of DEGs are SEGs at any time point (Figure 2—figure supplement 2A). However, we observed that when LNCaP cells were treated with TW or MW, more than a quarter of DEGs were SEGs at any time point, and more than half at 12 and 24 hr (Figure 2—figure supplement 2B–C); in comparison, in MCF7 cells treated with MW or TW, less than a quarter of DEGs were SEGs at nearly every time point (Figure 2B–C). This highlights the ability of different cells to respond differently to drugs, and we explore it further in the next section. 

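TTC30B, a gene of transport within cilia, changed by -5.22 (SE 0.27) log2 units with TW and by -4.73 (SE 0.27) with MW at 12 h in MCF7, against -4.71 (SE 0.27) with W (n = 3 each). HPS6, which helps to form lysosome-related organelles, changed by -4.41, -4.47 and -4.24 in the same order. Among 24 immediate early genes, 21 rose and 0 fell (21 and 0 adjusted over the list alone, adjusted p = 2.33e-13) with W at 12 h. With TW, 22 rose and 1 fell (22 and 1 adjusted over the list alone, adjusted p = 2.02e-15). With MW, 21 rose and 1 fell (21 and 1 adjusted over the list alone, adjusted p = 3.61e-14), and the medians with W, TW and MW were 2.43, 2.96 and 2.49. Without the first replicate, TTC30B with MW and with W misses the MCF7 cutoff.

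Of the DEGs with TW at 3, 6, 9, 12 and 24 h, 82.1, 87.1, 86.3, 88.3 and 70.9% were also DEGs with W, and of those with MW 72.9, 86.8, 89.4, 88.9 and 85.2%. DEGs in the combination alone were 106, 333, 536, 506 and 1593 with TW (17.3, 12.8, 13.5, 11.5 and 28.1%) and 160, 305, 364, 437 and 664 with MW (26.4, 12.6, 10.4, 10.9 and 14.7%). At 12 h 59 genes departed from the sum of T and W at the MCF7 cutoff and 136 from the sum of M and W, and at 24 h 606 and 129. Without replicate A, B or C the counts at 12 h were 2, 1 and 10 with TW and 6, 5 and 35 with MW. Among the genes called at 12 h in the combination alone, 255 (50.4%) with TW and 258 (59.0%) with MW departed from the sum at FDR under 0.05. Of all 16724 genes, 5348 and 6457 did. The former were chosen by their changes in these same samples, which raises their share.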

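In LNCaP at 24 h, the immediate early gene EGR1 rose by 6.65 (SE 0.44) log2 units with TM and changed by 0.97 (SE 0.44, adjusted p = 0.0520) with T and 0.31 (SE 0.44, adjusted p = 0.599) with M (limma, n = 3 each). HES1, a Notch-induced repressor, exceeded the sum of T and M by 5.69 (SE 0.39, adjusted p = 5.02e-25), GADD45B, a stress sensor, by 5.59 (SE 0.37, adjusted p = 1.24e-25) and TNFAIP3 by 5.24 (SE 0.49, adjusted p = 2.65e-17). The prostatic acid phosphatase ACPP departed from the sum by -4.66 (SE 0.25, adjusted p = 5.64e-33). Of 25 genes of NF-kappaB and cytokine signaling, 20 rose and 3 fell with TM (21 and 3 adjusted over the list alone, adjusted p = 0.000153, and adjusted p = 0.0694 with an estimated correlation), and 19 lay above and 4 below the sum (19 and 4 adjusted over the list alone, adjusted p = 0.000296, and adjusted p = 0.149 with an estimated correlation). Of 19 genes that androgen induces through its receptor, 1 rose and 18 fell with TM (1 and 18 adjusted over the list alone, adjusted p = 2.80e-08, and adjusted p = 0.0694 with an estimated correlation), 2 rose and 16 fell with T (2 and 16 adjusted over the list alone, adjusted p = 2.24e-07, and adjusted p = 0.0944 with an estimated correlation) and 5 rose and 3 fell with M (5 and 3 adjusted over the list alone, adjusted p = 0.523), among them the prostate-specific antigen KLK3, which changed by -3.97 with TM, -2.58 with T and 0.22 (SE 0.18, adjusted p = 0.358) in limma with M. The excess of HES1, GADD45B and TNFAIP3 misses the LNCaP cutoff with a replicate left out or with voom weights.

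DEGs at 3, 6, 9, 12 and 24 h numbered 230, 1191, 1605, 1570 and 3636 with TM, 5, 80, 78, 162 and 1252 with T and 46, 8, 20, 71 and 321 with M. Of the TM DEGs, 207, 1116, 1528, 1412 and 2632 were DEGs in neither T nor M, which is 90.0, 93.7, 95.2, 89.9 and 72.4%, with a 95% binomial interval over genes at 24 h of 70.9 to 73.8%. Without replicate A, B or C the share at 24 h was 73.1, 79.9 and 79.3%. With library weights the share was 79.0, 79.5, 80.1, 28.9 and 57.8%, and at FDR under 0.05 it was 75.2, 55.5, 55.7, 42.7 and 26.9%. At 24 h 998 of the TM DEGs were also DEGs with T and 278 with M. At the LNCaP cutoff 8 genes departed from the sum at 12 h and 884 at 24 h. Without replicate A, B or C there were 3, 0 and 1 at 12 h and 438, 33 and 167 at 24 h, and with library weights 17 and 2966. Of the genes called in TM alone 59.8% and 80.9% did at FDR under 0.05, against 5656 and 9562 of all 15015 genes. The genes called in TM alone were chosen by their changes in these same samples, which raises their share.

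The share of TM DEGs that rose at 3, 6, 9 and 12 h was 86.5, 74.2, 64.2 and 48.0%, or 65.7, 46.5, 37.9 and 36.0% with every library shifted to a common median. The median level within a library lay 0.13, 0.16 and 0.16 log2 units above that with DMSO at 3, 6 and 9 h, while the median fold change over genes was 0.00, 0.00 and -0.01.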

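Genes of DNA replication carried the largest falls with TW in LNCaP at 24 h. RRM2, the small subunit of ribonucleotide reductase, changed by -7.24 (SE 0.19) log2 units with TW, -4.43 (SE 0.19) with T and -3.12 (SE 0.19) with W, and the transcription factor E2F8 by -6.95 (SE 0.25), -3.86 (SE 0.25) and -2.95 (SE 0.25) (n = 3 each). All 26 measured genes of the list fell with TW (median -3.29, adjusted p = 2.14e-18), with MW (median -2.76, adjusted p = 3.13e-23), with W (median -1.94, adjusted p = 4.05e-28), with T (median -2.89, adjusted p = 1.26e-42) and with M (median -1.04, adjusted p = 4.20e-24), and all 26 also when adjusted over the list alone. OSGIN1, an oxidative stress gene, rose by 6.61 with TW, 4.23 with W and 0.84 with T. With MW, TERT, the catalytic subunit of telomerase, changed by -5.66 (SE 0.31, adjusted p = 2.23e-33), against -0.47 (SE 0.31, adjusted p = 0.217) with M and -3.48 (SE 0.31, adjusted p = 1.03e-18) with W (limma), where TERT with W misses the LNCaP cutoff with a replicate left out.

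In LNCaP, DEGs at 3, 6, 9, 12 and 24 h numbered 442, 1437, 1329, 887 and 1321 with W, 461, 2189, 2791, 2786 and 4931 with TW and 759, 2059, 2526, 2320 and 3036 with MW. DEGs in the combination alone were 123, 890, 1543, 1920 and 3361 with TW (26.7, 40.7, 55.3, 68.9 and 68.2%) and 433, 735, 1301, 1482 and 1769 with MW (57.0, 35.7, 51.5, 63.9 and 58.3%). With library weights the shares were 23.2, 22.2, 26.2, 50.7 and 33.7% with TW and 69.5, 26.7, 24.9, 35.7 and 50.3% with MW, and at FDR under 0.05 they were 25.2, 12.9, 14.1, 17.1 and 17.2% and 45.5, 14.1, 16.8, 18.2 and 16.3%. With a log2 change of at least 1 added to that FDR the shares at 12 and 24 h were 54.7 and 57.9% with TW and 51.6 and 47.3% with MW. The share with TW at 3 h was 21.5% without replicate C. Changes with MW at 3 h followed the GC content of the genes (Spearman correlation across genes 0.552). Removal of the GC trend of each library, chosen after the data were seen, left 615 DEGs with MW at 3 h. The share in the combination alone was then lower than 57.0%, as listed in the closing section. At the LNCaP cutoff 9 genes departed from the sum of T and W at 12 h and 1158 at 24 h, and 0 and 73 from the sum of M and W. Without replicate A, B or C the counts at 24 h were 471, 68 and 385 with TW and 17, 0 and 15 with MW, those at 12 h with TW 3, 0 and 0, and with library weights they were 1586 with TW and 1866 with MW at 24 h. Among genes called in the combination alone, 40.1% with TW and 30.4% with MW departed from the sum at FDR under 0.05 at 12 h, and 80.0% and 67.6% at 24 h. Of all 15015 genes, 3670 and 2044 did at 12 h, and 9392 and 7074 at 24 h. Genes called in the combination alone were chosen by their changes in these same samples, which raises their share. The median level within a library lay relative to DMSO at -0.15 log2 units with TW and -0.11 with MW at 24 h, while the median fold change over genes was 0.03 and 0.02.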

Interestingly, across both cell lines and including the pairs in our dose experiments, the number of SEGs correlates well with EOB for all treatments and time points, (Pearson r = 0.63, p=0.000044; Spearman r_s_ = 0.59, p=0.00013; Figure 2D). 

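Genes that count toward the number of SEGs with TM in MCF7 at 12 h include RND1, which loosens cell adhesion and rose by 3.92 (SE 0.14) log2 units with TM, and the histone gene HIST1H2BJ, which rose by 2.12 (SE 0.17), with n = 3 per group. The estimates with T and M were 0.26 and -0.48 for RND1 and -0.66 and -1.13 for HIST1H2BJ, below the cutoff in each case. LRP1, an endocytic receptor of lipoproteins, counts among the lowered genes, with -1.84 (SE 0.16) under TM against 1.00 with T and 0.84 with M.

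The paper's excess over Bliss (EOB) at 3 to 24 h ran in MCF7 from 10 to 103.9 with TM, -9.9 to 35.2 with TW and -4 to 33.2 with MW, and in LNCaP from 24 to 59.6, 1.6 to 37 and -7.3 to 16.9. Over the 30 points of 3 combinations, 5 times and 2 cell lines, without the dose pairs, the log of the number of SEGs correlated with EOB at a Pearson r of 0.563 (permutation p = 0.00101, BH-adjusted p = 0.00202) and a Spearman r of 0.475 (permutation p = 0.00825, BH-adjusted p = 0.00861), where the family holds 4 tests, these and those against the correlation of the monotherapies. With the 2 farthest points left out, MCF7 TW at 3 h and LNCaP TW at 3 h, r was 0.541 (permutation p = 0.00233) and 0.440 (permutation p = 0.0197). Some alternatives end the call, with a Spearman r of 0.343 (permutation p = 0.0640) with library weights and 0.293 (permutation p = 0.117) without replicate B, where the Pearson r was 0.445 (permutation p = 0.0117) and 0.392 (permutation p = 0.0315), and a Pearson r of 0.288 (permutation p = 0.0864) with 0 h included, where the Spearman r was 0.361 (permutation p = 0.0310). In MCF7 alone (15 points) the Pearson r was 0.846 (permutation p = 1e-05, the smallest 100000 permutations can give) and the Spearman r 0.886 (permutation p = 2e-05), and in LNCaP alone (15 points) they were 0.134 (permutation p = 0.637) and -0.0179 (permutation p = 0.956). Without TM (20 points) they were 0.291 (permutation p = 0.214) and 0.194 (permutation p = 0.410), and within a line without TM (10 points, a subset chosen after the values were seen) 0.872 (permutation p = 0.00151) and 0.770 (permutation p = 0.0118) in MCF7 and -0.142 (permutation p = 0.688) and -0.273 (permutation p = 0.449) in LNCaP. The 5 times of a combination are not independent of each other, while the permutations shuffle all points freely. In MCF7 both the number of SEGs and EOB were lowest at 3 h and highest at 24 h in each combination. The relation there cannot be told apart from a shared course over time, and its p-values do not allow for one.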

The number of SEGs and the EOB of T 25 μM and M 15 μM are similar to TW and MW and considerably smaller than TM, consistent with the interpretations that behavior of TW and MW represent additivity, and that the molecular and phenotypic synergy of TM transcends the expected behavior of a simple increase in dose.

**Figure 2.**
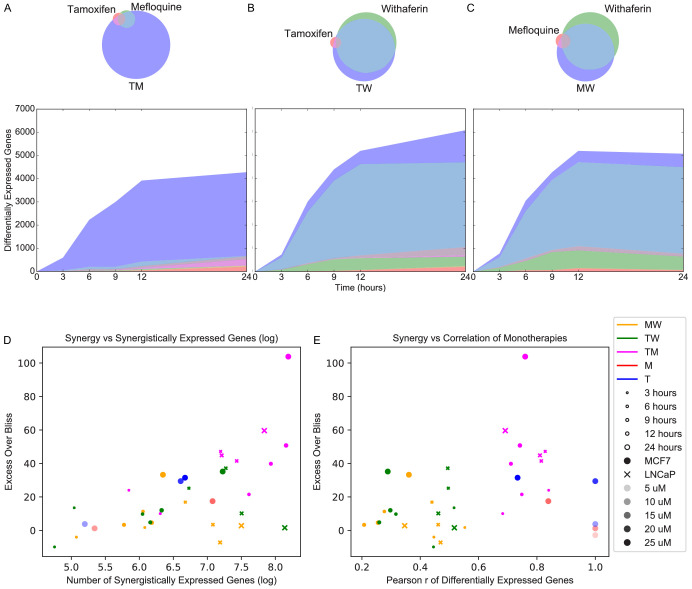
Synergistically expressed genes and correlated monotherapies are associated with synergy. (**A-C**) Number of DEGs over time in MCF7. The Venn diagrams correspond to DEGs at 3 hr in (**A**) T, M, and TM; (**B**) T, W, and TW; and (**C**) M, W, and MW. The area represented in each color is in proportion to the number of genes in the corresponding color of the Venn diagram; blue areas represent SEGs. (**D–E**) Relationship of Excess Over Bliss score with (**D**) the number of SEGs, and (**E**) correlation in gene expression values between each pair of monotherapies. Note that some of the ‘pairs’ from the dose experiments represent the same dataset correlation with itself (i.e. T 10 μM with T 10 μM for the T 20 μM ‘combination’) and so have correlation = 1.0 as expected, and are shown for clarity. (See also Source data 4, 5, 6).

**Figure 2—figure supplement 1.**
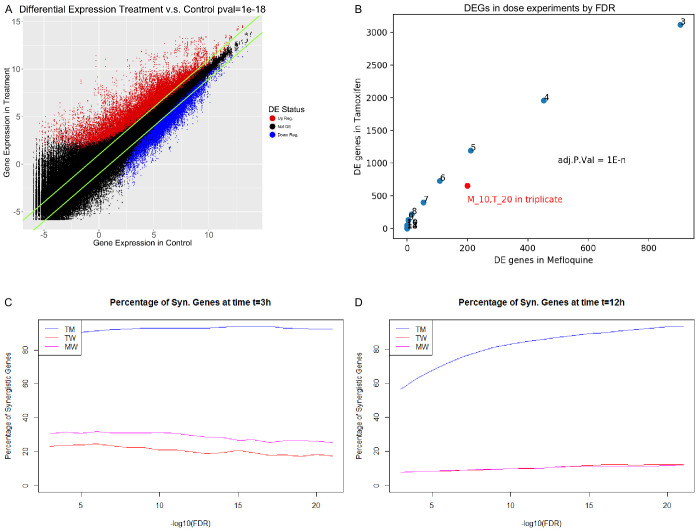
Gene expression characteristics of differential expression and synergy in MCF7. (**A**) Comparison between gene expression in treatment (y-axis) and control (x-axis), for all genes over all treatments from the combination experiments in MCF7. Upregulated and downregulated genes as determined by Limma with Voom are in red and blue respectively corresponding to a FDR < 1E-18, and green lines represent fold change over control of 2. (**B**) Choice of FDR cutoff for the dose experiments. The FDR cutoff is represented as *1E-n*, with *n* denoted next to each point. (**C–D**). Percentage of differentially expressed genes that are synergistic in each combination according to FDR corrected p-value at (**C**) 3 hr and (**D**) 12 hr in MCF7 cells. (See also Source data 4, 5).

**Figure 2—figure supplement 2.**
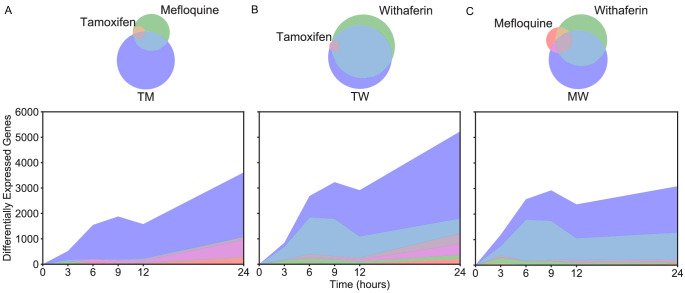
Differential expression in LNCaP Number of DEGs over time in LNCaP. The Venn diagrams correspond to DEGs at 3 hr in (**A**) T, M, and TM; (**B**) T, W, and TW; and (**C**) M, W, and MW. The area represented in each color is in proportion to the number of genes in the corresponding color of the Venn diagram; blue areas represent SEGs. (See also Source data 6).

**Table 1.** Selection of adjusted p-value cutoff for differentially expressed genes. The six most differentially expressed genes with respect to DMSO in each treatment at time 0 are shown in ascending order of their Voom score (log_10_(FDR)). Immediate Early Genes are marked in red. Differentially expressed genes according to the $1.0\times 10^{-18}$ cutoff for FDR corrected p-value are marked in bold.

T_0		TM_0		M_0		TW_0		MW_0		W_0	
FOS	-6	BCAN	−17	ATXN2	-3	**EGR1**	**−54**	**EGR1**	**−53**	**EGR1**	**−53**
MYC	-3	FOS	−17	JUN	-2	**JUN**	**−26**	**JUN**	**−28**	**IER2**	**−20**
TOB1	-3	VIM	−17	ZNF592	-1	**IER2**	**−23**	IER2	−17	**JUN**	**−19**
KLF4	-2	ETS1	−15	ZHX2	-1	JUNB	−17	PDCD7	−17	C17O	−16
SGK1	-2	MSN	−13	SCAF4	-1	PDCD7	−16	ZFP36	−15	ZFP36	−16
PRDM1	-2	NCAN	−10	NAT8L	-1	C17ORF91	−16	JUNB	−14	PDCD7	−15

Finally, we also observed a significant relationship between the EOB of a combination and the correlation of the transcriptional profiles of the constituent monotherapies (Figure 2E; see Materials and methods). Conversely, the monotherapy pairs from our dose experiments (i.e. T 5 and 20 μM, M 5 and 10 μM) had high correlation as expected, but low EOB. For this reason, when including the dose experiments, the direct correlation between EOB and the correlation of transcriptional profiles (see Materials and methods) is not significant (Pearson r = 0.31, p=0.068; Spearman r_s_ = 0.28, p=0.097). When we removed these sham combination pairs from the dose experiments, we observed a significant relationship between EOB and correlation of transcriptional profiles (Pearson r = 0.59, p=0.00064; Spearman r_s_ = 0.54, p=0.019). This result suggests that correlated transcriptional profiles of two distinct drugs may be important in defining synergy. 

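T and M moved some gene groups the same way in MCF7 at 12 h. Of 24 genes of cholesterol synthesis, 22 rose and 0 fell (22 and 0 over the list alone, adjusted p = 6.42e-28) with T. With M, 15 rose and 3 fell (16 and 3 over the list alone, adjusted p = 0.000122, and adjusted p = 0.0942 with an estimated correlation). INSIG1, a sterol-regulated brake on this pathway, rose by 1.37 (SE 0.07) log2 units with T and 1.09 (SE 0.07) with M, and STARD4, a sterol carrier, by 1.43 (SE 0.14) and 1.33 (SE 0.14), with n = 3 per group. Of 31 proteasome subunits, 0 rose and 25 fell (0 and 29 over the list alone, adjusted p = 6.23e-12, and adjusted p = 0.0936 with an estimated correlation) with T. With M, 0 rose and 31 fell (0 and 31 over the list alone, adjusted p = 1.23e-15).

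Across 9093 genes with an FDR under 0.1 in T or M, fold changes of T and M at 12 h correlated at 0.749 in MCF7, where simulated noise with the same shared DMSO libraries gave 0.499, and their covariance was 0.260 against 0.0200 simulated. T with W correlated at 0.302 and M with W at 0.260, both below the 0.501 and 0.500 of simulated noise, with covariances of 0.247 and 0.229 against 0.0408 and 0.0407. T and M had 65 raised and 12 lowered DEGs in common, where chance gives 1.14 and 0.282, and 1 in opposite directions. In LNCaP at 24 h, T and M correlated at 0.763 with a covariance of 0.398 (0.499 and 0.0196 simulated), T and W at 0.597 with 0.477 (0.500 and 0.0241 simulated) and M and W at 0.475 with 0.246 (0.501 and 0.0225 simulated). Part of the overlap of DEGs beyond chance may come from the shared controls, which the chance values leave out.

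From 3 to 24 h in both lines, the correlation of the 2 monotherapies ran from 0.681 to 0.806 for TM and from 0.209 to 0.597 for TW and MW, so the points form 2 separate groups. The planned test against EOB over all 30 points gave a Pearson r of 0.612 (permutation p = 0.00019, BH-adjusted p = 0.00076) and a Spearman r of 0.477 (permutation p = 0.00861, BH-adjusted p = 0.00861). In MCF7 alone they were 0.582 (permutation p = 0.013) and 0.536 (permutation p = 0.0423), and in LNCaP alone 0.708 (permutation p = 0.00393) and 0.500 (permutation p = 0.06). Each spans both groups and cannot be told apart from the gap between TM and the other pairs. Within TM (10 points) the correlation and EOB gave a Pearson r of 0.494 (permutation p = 0.148) and a Spearman r of 0.515 (permutation p = 0.133). Within TW and MW (20 points) they gave -0.203 (permutation p = 0.388) and -0.395 (permutation p = 0.0844).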

Further study in other contexts would be necessary to generalize this hypothesis. The possible nature of correlation as a necessary but not sufficient condition for synergy will be discussed further in a later section.

### Critical cancer pathways are synergistically enriched

We checked for enrichment of gene sets associated with specific biological processes. Candidate gene sets were selected from gene-set libraries retrieved from the Enrichr tool (Chen et al., 2013; Kuleshov et al., 2016), pathways implicated in the hallmarks of cancer (Hanahan and Weinberg, 2011), and likely drug targets of T and M (see Materials and methods). Figure 3 shows the biological processes that are enriched in at least one of the subgroups of DEGs in MCF7 cells under treatment with T, M, TM, as well as in the set TUM, the union of DEGs under T or M, which represents the expected DEGs if T and M acted additively. If T and M act synergistically, we expect that the set of DEGs in TM should be enriched in more functional classes than TUM. 

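DDIT3, the stress-induced transcription factor CHOP, rose at 12 h in MCF7 by 1.74 (SE 0.11) log2 units with T, 2.61 (SE 0.11) with M and 5.55 (SE 0.11) with TM, with n = 3 per group. Of 28 genes of endoplasmic reticulum (ER) stress and the unfolded protein response, 12 rose and 3 fell (12 and 4 over the list alone, adjusted p = 7.98e-07) with T. With M, 25 rose and 0 fell (25 and 0 over the list alone, adjusted p = 3.84e-30). With TM, 25 rose and 0 fell (25 and 0 over the list alone, adjusted p = 6.90e-18). Estrogen-induced targets of the estrogen receptor (20 genes) fell as a group with T (16 fell and 1 rose, 16 and 1 over the list alone, adjusted p = 1.40e-18) and with TM (15 and 5, 15 and 5 over the list alone, adjusted p = 2.23e-05), while with M 5 rose and 6 fell (5 and 6 over the list alone, adjusted p = 0.688), around a median of 0.02 and a mean of -0.02. CELSR2, a cadherin receptor of this list, changed by -2.53 (SE 0.08) with TM and 0.09 (SE 0.08, adjusted p = 0.417) in limma with T.

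Genes of toll-like receptor and cytokine signaling (25) did not pass as a group with T or M, where 6 rose and 4 fell (7 and 5 over the list alone, adjusted p = 0.659) with T. With M, 6 rose and 4 fell (6 and 4 over the list alone, adjusted p = 0.374). HRK, a BH3-only activator of apoptosis, rose by 3.82 (SE 0.25) with TM and by 0.72 (SE 0.25) with T and 1.65 (SE 0.25) with M. The 21 pro-apoptotic genes did not pass at 12 h, where 8 rose and 4 fell (8 and 5 over the list alone, adjusted p = 0.319) with T. With M, 9 rose and 4 fell (10 and 5 over the list alone, adjusted p = 0.0614). With TM, 11 rose and 7 fell (11 and 7 over the list alone, adjusted p = 0.0541). With TM they passed at 6 h (11 up and 7 down, 11 and 7 over the list alone, adjusted p = 0.0163), at 9 h (11 and 7, 11 and 7 over the list alone, adjusted p = 0.0225) and at 24 h (12 and 6, 12 and 6 over the list alone, adjusted p = 0.0279), and at none of these times without the genes of mean log2 CPM under 1. The ubiquitin-like autophagy protein GABARAPL1 rose by 1.24 with T, 1.46 with M and 3.97 with TM, and of 26 autophagy genes 18 rose and 2 fell (18 and 2 over the list alone, adjusted p = 4.27e-09) with T. With M, 17 rose and 3 fell (17 and 3 over the list alone, adjusted p = 2.37e-09). With TM, 22 rose and 2 fell (22 and 2 over the list alone, adjusted p = 2.86e-08).

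Of 26 genes of the TCA cycle and its precursors, 1 rose and 20 fell (1 and 20 over the list alone, adjusted p = 1.54e-08) with T. With M, 2 rose and 19 fell (2 and 19 over the list alone, adjusted p = 4.05e-07). With TM, 2 rose and 20 fell (2 and 20 over the list alone, adjusted p = 7.45e-05, and adjusted p = 0.0586 with an estimated correlation). Of 20 glycolytic genes, 5 rose and 11 fell (5 and 11 over the list alone, adjusted p = 0.000630, and adjusted p = 0.187 with an estimated correlation) with T. With M, 3 rose and 12 fell (3 and 13 over the list alone, adjusted p = 1.09e-05, and adjusted p = 0.0767 with an estimated correlation). With TM, 2 rose and 17 fell (2 and 17 over the list alone, adjusted p = 3.31e-06, and adjusted p = 0.0684 with an estimated correlation), where lactate dehydrogenase LDHA changed by -1.74 (SE 0.04) with TM. Of 34 oxidative phosphorylation subunits, 0 rose and 21 fell (0 and 22 over the list alone, adjusted p = 2.16e-07, and adjusted p = 0.206 with an estimated correlation) with T. With M, 0 rose and 25 fell (0 and 27 over the list alone, adjusted p = 2.93e-08, and adjusted p = 0.172 with an estimated correlation). With TM, 1 rose and 32 fell (1 and 32 over the list alone, adjusted p = 1.20e-08, and adjusted p = 0.181 with an estimated correlation).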

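PLK1, a kinase of mitotic entry, changed in MCF7 at 12 h by -2.96 (SE 0.07) log2 units with TM, -0.16 (SE 0.07) with T and -0.44 (SE 0.07) with M, and KIF20A, a kinesin of cytokinesis, by -2.65 (SE 0.06), -0.11 (SE 0.06) and -0.37 (SE 0.06), with n = 3 per group, and neither passed an FDR of 0.05 with T. Of 26 mitotic genes, 17 fell and 0 rose (17 and 0 over the list alone, adjusted p = 3.78e-05, and adjusted p = 0.142 with an estimated correlation) with TM at 6 h. At 9 h, 26 fell and 0 rose (26 and 0 over the list alone, adjusted p = 3.22e-13). At 12 h, 26 fell and 0 rose (26 and 0 over the list alone, adjusted p = 3.85e-13). At 24 h, 24 fell and 1 rose (24 and 1 over the list alone, adjusted p = 5.71e-09). At 3 h the group did not pass with TM (adjusted p = 0.416, median 0.01, mean -0.03) or T (adjusted p = 0.707, median 0.06). With M at 3 h, 5 rose and 0 fell (6 and 0 over the list alone, adjusted p = 0.0327, and adjusted p = 0.483 with an estimated correlation). With T, 6 fell and 2 rose (6 and 2 over the list alone, adjusted p = 0.176) at 6 h. At 9 h, 14 fell and 0 rose (16 and 0 over the list alone, adjusted p = 3.23e-05, and adjusted p = 0.139 with an estimated correlation). At 12 h, 8 fell and 0 rose (8 and 0 over the list alone, adjusted p = 0.00350, and adjusted p = 0.294 with an estimated correlation), which is lost after quantile normalization, and 26 fell and 0 rose (26 and 0 over the list alone, adjusted p = 1.28e-19) at 24 h. With M, 6 fell and 5 rose (6 and 5 over the list alone, adjusted p = 0.729) at 6 h. At 9 h, 21 fell and 0 rose (23 and 0 over the list alone, adjusted p = 4.46e-10). At 12 h, 21 fell and 0 rose (22 and 0 over the list alone, adjusted p = 1.17e-10). At 24 h, 14 fell and 0 rose (14 and 0 over the list alone, adjusted p = 0.000120, and adjusted p = 0.149 with an estimated correlation). At 6 h the median with M was 0.01 while the test pointed down.

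DNA replication genes (26) followed another course. CDC6, which loads the replicative helicase, changed at 12 h by 1.57 (SE 0.06) with TM, -0.71 (SE 0.06) with T and -0.08 (SE 0.06, adjusted p = 0.328) in limma with M. With T, 15 fell and 1 rose (17 and 1 over the list alone, adjusted p = 4.46e-06, and adjusted p = 0.144 with an estimated correlation) at 6 h. At 12 h, 23 fell and 1 rose (23 and 1 over the list alone, adjusted p = 5.13e-20). At 24 h, 26 fell and 0 rose (26 and 0 over the list alone, adjusted p = 1.35e-55). With M, 12 fell and 0 rose (13 and 1 over the list alone, adjusted p = 0.00218, and adjusted p = 0.376 with an estimated correlation) at 6 h. At 12 h, 21 fell and 2 rose (21 and 2 over the list alone, adjusted p = 3.60e-10). At 24 h, 26 fell and 0 rose (26 and 0 over the list alone, adjusted p = 4.72e-55). With TM, 11 fell and 8 rose (12 and 8 over the list alone, adjusted p = 0.358) at 6 h. At 12 h, 12 fell and 10 rose (12 and 11 over the list alone, adjusted p = 0.427). At 24 h, 22 fell and 2 rose (23 and 2 over the list alone, adjusted p = 8.22e-09, and adjusted p = 0.0537 with an estimated correlation).

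**Figure D2:**
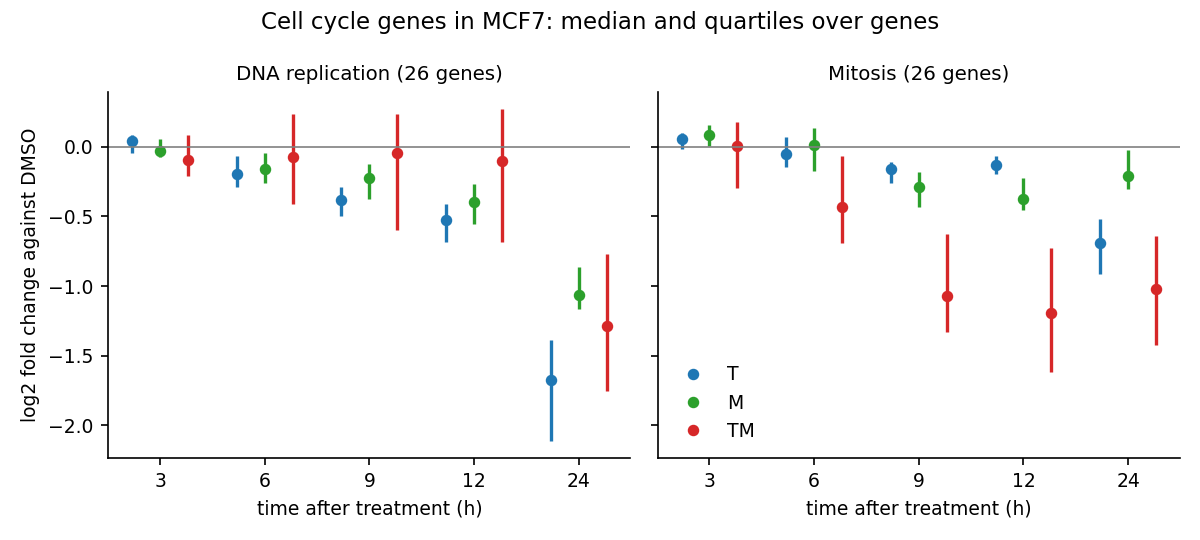
Median log2 fold change against DMSO with quartiles over 26 DNA replication genes and 26 mitotic genes in MCF7 from 3 to 24 h with T, M and TM. The mitotic genes lie lowest with TM at 6 to 12 h, and the DNA replication genes lie below DMSO with T and M before they do with TM.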

Implicated biological processes fell into three classes: (1) endoplasmic reticulum stress, estrogen signaling, and kinase activity were enriched in both TM and monotherapies; (2) apoptosis, toll-like receptor and cytokine signaling, immunity, transcription, metabolic processes, and autophagy were markedly more enriched in the combination TM than in either monotherapy or TUM, an effect not recapitulated by increasing monotherapy dose at 24 hr; and (3) downregulation of the cell cycle was present in both the combination and monotherapies at 12 and 24 hr, but began to occur much earlier in the combination (Figure 3). 

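PLK1 departed from the sum of the monotherapies by -2.36 (SE 0.10) log2 units with TM in MCF7 at 12 h, where n = 3 per group, and CDK1, the kinase that starts mitosis, lay 0.80 (SE 0.10) above it with TW and 1.09 (SE 0.10) above it with MW. Of 26 mitotic genes, 0 lay above and 22 below the sum (0 and 23 over the list alone, adjusted p = 7.79e-09) for TM. For TW, 14 lay above and 0 below (15 and 0 over the list alone, adjusted p = 0.000145, and adjusted p = 0.184 with an estimated correlation). For MW, 25 lay above and 0 below (25 and 0 over the list alone, adjusted p = 8.53e-17). Of 26 DNA replication genes, 21 lay above and 0 below the sum (23 and 0 over the list alone, adjusted p = 4.29e-08, and adjusted p = 0.0791 with an estimated correlation) for TM. For TW, 25 lay above and 0 below (25 and 0 over the list alone, adjusted p = 3.87e-21). For MW, 23 lay above and 0 below (24 and 0 over the list alone, adjusted p = 4.57e-19). Above the sum does not mean above DMSO when both monotherapies lower a gene.

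Among 25 toll-like receptor and cytokine genes, 6 lay above and 4 below the sum (6 and 4 over the list alone, adjusted p = 0.991) for TW, with a median of -0.02 and a mean of -0.12, and 7 above and 6 below (8 and 10 over the list alone, adjusted p = 0.766) for MW. TP53INP1, a p53 target that promotes autophagy, departed from the sum by -1.84 (SE 0.10) with TM, -1.68 (SE 0.10) with TW and -1.86 (SE 0.10) with MW. Of 26 autophagy genes, 15 lay above and 4 below the sum (16 and 4 over the list alone, adjusted p = 0.00593, and adjusted p = 0.0822 with an estimated correlation) for TM. For TW, 1 lay above and 16 below (1 and 16 over the list alone, adjusted p = 6.93e-08). For MW, 1 lay above and 16 below (2 and 17 over the list alone, adjusted p = 5.03e-09). Of 21 pro-apoptotic genes, 9 lay above and 4 below the sum (9 and 4 over the list alone, adjusted p = 0.128) for TM. For TW, 3 lay above and 7 below (3 and 8 over the list alone, adjusted p = 0.0263). For MW, 2 lay above and 11 below (2 and 12 over the list alone, adjusted p = 0.000690). The calls for autophagy with TM and for apoptosis with TW are lost after quantile normalization. Of 20 glycolytic genes, 2 lay above and 13 below the sum (2 and 13 over the list alone, adjusted p = 0.00558, and adjusted p = 0.309 with an estimated correlation) for TM. For TW, 7 lay above and 3 below (8 and 4 over the list alone, adjusted p = 0.105). For MW, 14 lay above and 1 below (14 and 2 over the list alone, adjusted p = 1.28e-05, and adjusted p = 0.0885 with an estimated correlation).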

Classes 2 and 3 appear to be synergistically affected in TM but were not synergistic in either TW or MW (Figure 3—figure supplement 1A).

**Figure 3.**
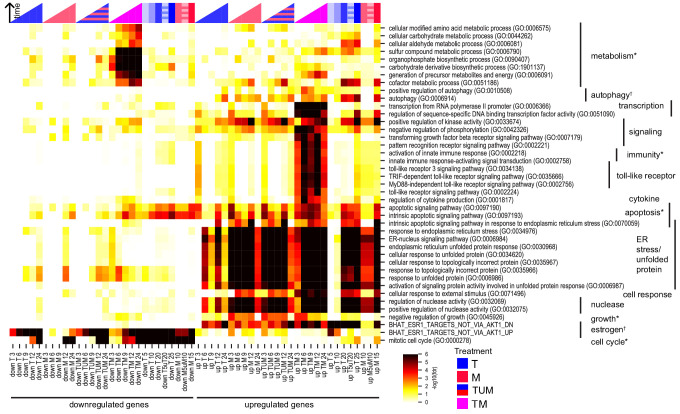
Key biological processes are associated with synergy. Enrichment of DEGs in T, M, and TM with cancer-relevant gene sets. Only gene sets enriched in at least one condition (time point or treatment) are shown. ‘TUM’ indicates the union of DEGs either in T or M. Color intensity reflects degree of enrichment by Fisher’s Exact test. Color markers indicate treatment and color marker intensity indicates dose. *=hallmark of cancer, †=drug target (see Materials and methods).

**Figure 3—figure supplement 1.**
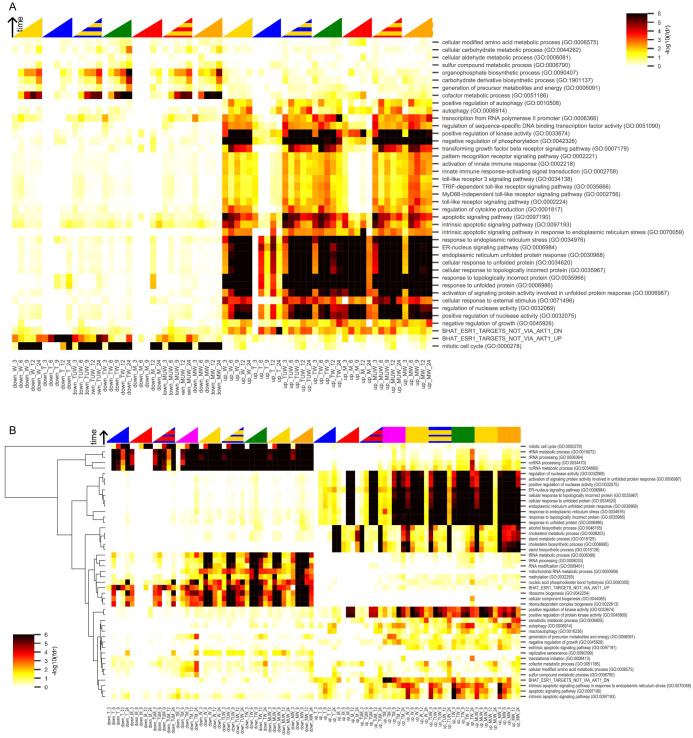
Biological processes in MCF7 and LNCaP. (**A**) Enrichment scores of differentially up and down regulated genes at different time points in W, M, T, TW, and MW, in MCF7 cells with the same cancer-relevant gene sets shown in Figure 3. (**B**) Hierarchical clustering of enrichment scores of differentially up- and down-regulated genes at different time points in the combination experiments in LNCaP cells with significant biological process gene sets (see Materials and methods). ‘U’ indicates the union of two genes sets, and represents the expected differentially expressed genes if the interaction between drugs was additive. Color intensity reflects the degree of enrichment by Fisher’s Exact test and is shown as –log_10_(FDR corrected p-value). Red: M, Blue: T, Yellow: W, Orange: MW, Green: TW, Magenta: TM.

**Figure 3—figure supplement 2.**
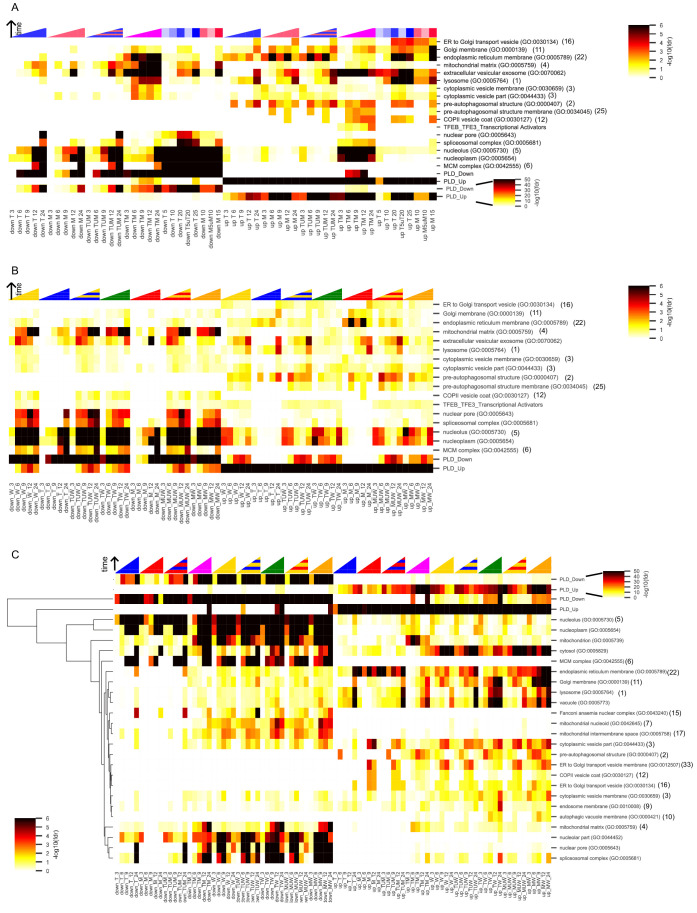
Enrichment in gene sets associated with phospholipidosis (PLD) in MCF7 and LNCaP. Enrichment of DEGs with cellular component gene sets (see Materials and methods) in (**A**) MCF7 cells for T, M, and TM, (**B**) MCF7 cells for W, M, T, TW, and MW, and (**C**) all treatments in LNCaP cells, shown with hierarchical clustering (see Materials and methods). Only gene sets enriched in at least one condition (time point or treatment) are shown. For gene sets that also appeared in the top 40 gene sets associated with phospholipidosis (Supplementary Table 6 of Sirci et al.), the rank of the gene set in that list is shown in parentheses. ‘U’ indicates the union of two genes sets, and represents the expected differentially expressed genes if the interaction between drugs was additive. Color intensity reflects the degree of enrichment by Fisher’s Exact test and is shown as –log_10_(FDR corrected p-value). In A and C, the two PLD genes sets are also shown on a larger color scale (see inset colorbar) to illustrate subtle differences in enrichment. Red: M, Blue: T, Yellow: W, Orange: MW, Green: TW, Magenta: TM.

We also interrogated the dysregulated genes in the treated LNCaP cells by the same procedure. As more SEGs had appeared in LNCaP cells treated with MW and TW than in MCF7, especially at 12 and 24 hr (Figure 2D), we compared the synergistically enriched gene sets in LNCaP cells for TM, TW, and MW (Figure 3—figure supplement 1B). A few biological processes, such as autophagy, were synergistically enriched in all three combinations. 

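SQSTM1, the autophagy receptor p62, rose in LNCaP at 24 h by 4.18 (SE 0.09) log2 units with TM, 4.76 (SE 0.09) with TW and 3.74 (SE 0.09) with MW, against 2.35 (SE 0.09) with T, 0.94 (SE 0.09) with M and 2.43 (SE 0.09) with W (n = 3 each). OPTN, another receptor, rose by 4.22 with TM and 3.04 with TW, and MAP1LC3B, the marker LC3 of autophagosomes, by 2.89, 4.23 and 2.42 with TM, TW and MW. Of 26 autophagy genes, 19 rose and 3 fell (19 and 3 over the list alone, adjusted p = 1.94e-05, and adjusted p = 0.0694 with an estimated correlation) with TM. With TW, 24 rose and 2 fell (24 and 2 over the list alone, adjusted p = 2.47e-08). With MW, 22 rose and 2 fell (22 and 2 over the list alone, adjusted p = 7.39e-08). With the single drugs, 17 rose and 2 fell (18 and 2 over the list alone, adjusted p = 6.99e-05, and adjusted p = 0.0944 with an estimated correlation) with T. With M, 15 rose and 3 fell (15 and 3 over the list alone, adjusted p = 0.00492, and adjusted p = 0.314 with an estimated correlation). With W, 22 rose and 3 fell (22 and 3 over the list alone, adjusted p = 3.25e-07).

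Tested against the sum of the monotherapies at 24 h, 13 lay above and 7 below the sum (13 and 8 over the list alone, adjusted p = 0.290) for TM. For TW, 14 lay above and 4 below (14 and 4 over the list alone, adjusted p = 0.0680). For MW, 11 lay above and 6 below (11 and 7 over the list alone, adjusted p = 0.407).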

Gene sets for which we observed differences between the combinations fell into two broad groups: synergistically enriched more in W combinations (W-enriched) or synergistically enriched more in TM (TM-enriched). The W-enriched gene sets included two main classes: (1) cholesterol biosynthesis and metabolism was only synergistically upregulated in MW and (2) rRNA and ncRNA processing was synergistically upregulated only in TW at 24 hr, while tRNA and mitochondrial RNA processing was synergistically downregulated at some time points in both TW and MW. 

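FDPS, a synthase of the isoprenoid branch, lay 1.93 (SE 0.11, adjusted p = 1.22e-29) log2 units above the sum of M and W in LNCaP at 24 h (limma, n = 3 each), with a change of 2.16 under MW, and INSIG1 rose by 2.66 (SE 0.10) with MW and 3.38 (SE 0.10) with TW. Of 23 cholesterol synthesis genes at 24 h, 19 rose and 3 fell (19 and 3 over the list alone, adjusted p = 8.06e-07) with MW. With TW, 16 rose and 5 fell (16 and 5 over the list alone, adjusted p = 0.000450, and adjusted p = 0.193 with an estimated correlation). With TM, 17 rose and 4 fell (17 and 4 over the list alone, adjusted p = 0.00190, and adjusted p = 0.191 with an estimated correlation). Against the sum, 13 lay above and 3 below the sum (13 and 3 over the list alone, adjusted p = 7.49e-06, and adjusted p = 0.271 with an estimated correlation) for MW. For TW, 12 lay above and 7 below (13 and 8 over the list alone, adjusted p = 0.246). For TM, 2 lay above and 11 below (2 and 11 over the list alone, adjusted p = 0.00889, and adjusted p = 0.351 with an estimated correlation). At 9 h 11 lay above and 0 below the sum (12 and 1 over the list alone, adjusted p = 3.72e-12) for MW. For TW, 8 lay above and 1 below (10 and 1 over the list alone, adjusted p = 7.06e-09, and adjusted p = 0.134 with an estimated correlation). For TM, 16 lay above and 3 below (16 and 3 over the list alone, adjusted p = 9.42e-08, and adjusted p = 0.130 with an estimated correlation).

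The nucleolar protein NOP56, which guides rRNA modification, changed at 24 h by -2.35 (SE 0.08) with TW, -1.95 (SE 0.08) with MW and -1.04 (SE 0.08) with W. Of 35 rRNA processing genes, 30 fell and 5 rose (30 and 5 over the list alone, adjusted p = 2.47e-08, and adjusted p = 0.0761 with an estimated correlation) with TW. With MW, 32 fell and 1 rose (32 and 1 over the list alone, adjusted p = 2.91e-13). With W, 30 fell and 0 rose (31 and 0 over the list alone, adjusted p = 2.63e-14). For TW, 16 lay above and 10 below the sum (16 and 11 over the list alone, adjusted p = 0.0973). For MW, 8 lay above and 14 below (10 and 14 over the list alone, adjusted p = 0.565). PUS7, a pseudouridine synthase of tRNA, changed by -2.45 (SE 0.11) with TW and -1.64 (SE 0.11) with MW. Of 33 genes of tRNA and mitochondrial RNA processing, 26 fell and 3 rose (26 and 3 over the list alone, adjusted p = 0.000206, and adjusted p = 0.0610 with an estimated correlation) with TW. With MW at 24 h, 27 fell and 2 rose (27 and 2 over the list alone, adjusted p = 1.35e-06). Against the sum at 24 h, 12 lay above and 5 below the sum (12 and 4 over the list alone, adjusted p = 0.246) for TW. For MW, 5 lay above and 7 below (5 and 6 over the list alone, adjusted p = 0.940), and the medians were 0.11 for TW and -0.02 for MW. At 6 h, 9 lay above and 0 below the sum (12 and 0 over the list alone, adjusted p = 1.60e-06) for TW. For MW, 0 lay above and 0 below (0 and 0 over the list alone, adjusted p = 0.260), with medians of 0.15 and 0.00.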

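PPP1R15A, the phosphatase subunit that restores translation after ER stress, rose in LNCaP at 24 h by 6.01 (SE 0.27) log2 units with TM and changed by 1.09 (SE 0.27, adjusted p = 0.000267) with T and 0.22 (SE 0.27, adjusted p = 0.531) with M (limma, n = 3 each). Of 27 genes of ER stress and the unfolded protein response, with TM 12 rose and 5 fell (12 and 5 over the list alone, adjusted p = 0.000163, and adjusted p = 0.120 with an estimated correlation) at 3 h. At 9 h, 21 rose and 3 fell (21 and 3 over the list alone, adjusted p = 3.18e-09). At 24 h, 23 rose and 4 fell (23 and 4 over the list alone, adjusted p = 4.54e-09). With T there were 10 up and 0 down (11 and 0 over the list alone, adjusted p = 1.36e-13) at 3 h. At 9 h there were 14 up and 5 down (14 and 6 over the list alone, adjusted p = 8.15e-05, and adjusted p = 0.0740 with an estimated correlation). With M there were 16 up and 0 down (18 and 0 over the list alone, adjusted p = 7.34e-17) at 3 h. At 9 h there were 25 up and 0 down (25 and 0 over the list alone, adjusted p = 1.99e-73). At 24 h there were 10 up and 3 down (10 and 3 over the list alone, adjusted p = 0.152). W had 24 up and 0 down (24 and 0 over the list alone, adjusted p = 4.59e-19) at 3 h. At 24 h there were 15 up and 3 down (15 and 3 over the list alone, adjusted p = 0.0168, and adjusted p = 0.319 with an estimated correlation). TW had 23 up and 0 down (23 and 0 over the list alone, adjusted p = 1.02e-20) at 3 h. At 24 h there were 18 up and 5 down (18 and 5 over the list alone, adjusted p = 2.98e-05, and adjusted p = 0.0656 with an estimated correlation). MW had 23 up and 0 down (24 and 0 over the list alone, adjusted p = 1.38e-14) at 3 h and 23 up and 3 down (23 and 3 over the list alone, adjusted p = 5.58e-07) at 24 h.

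BBC3, the p53-induced BH3-only protein PUMA, changed at 24 h by 4.23 (SE 0.17) with TM, 2.47 (SE 0.17) with TW, 1.82 (SE 0.17) with MW and 1.21 (SE 0.17) with W. Of 21 pro-apoptotic genes, 8 rose and 7 fell (8 and 7 over the list alone, adjusted p = 0.422) with TM at 3 h. At 12 h, 13 rose and 3 fell (13 and 3 over the list alone, adjusted p = 0.0178, and adjusted p = 0.148 with an estimated correlation). At 24 h, 15 rose and 4 fell (15 and 4 over the list alone, adjusted p = 0.00332, and adjusted p = 0.0694 with an estimated correlation). W had 15 up and 1 down (16 and 1 over the list alone, adjusted p = 2.78e-05) at 3 h. At 12 h there were 8 up and 4 down (8 and 4 over the list alone, adjusted p = 0.345). At 24 h there were 9 up and 4 down (9 and 4 over the list alone, adjusted p = 0.624). TW had 14 up and 0 down (15 and 0 over the list alone, adjusted p = 0.000104) at 3 h and 13 up and 5 down (13 and 5 over the list alone, adjusted p = 0.0632) at 24 h. MW had 12 up and 1 down (12 and 1 over the list alone, adjusted p = 0.00643, and adjusted p = 0.141 with an estimated correlation) at 3 h. At 24 h there were 11 up and 7 down (11 and 7 over the list alone, adjusted p = 0.242). The TM list at 3 h had a median of -0.04 and a mean of 0.31.

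OGDH, a TCA cycle dehydrogenase, departed from the sum of T and M by -1.24 (SE 0.12) with TM at 24 h. Of 26 TCA cycle and precursor genes, 2 lay above and 16 below the sum (2 and 16 over the list alone, adjusted p = 0.00520, and adjusted p = 0.353 with an estimated correlation) for TM. For TW, 3 lay above and 13 below (3 and 13 over the list alone, adjusted p = 0.318). For MW, 3 lay above and 14 below (3 and 15 over the list alone, adjusted p = 0.0317, and adjusted p = 0.661 with an estimated correlation). Of 34 oxidative phosphorylation subunits, 0 lay above and 25 below the sum (0 and 25 over the list alone, adjusted p = 9.19e-06, and adjusted p = 0.249 with an estimated correlation) for TM. For TW, 2 lay above and 22 below (3 and 23 over the list alone, adjusted p = 0.00802, and adjusted p = 0.850 with an estimated correlation). For MW, 0 lay above and 23 below (0 and 24 over the list alone, adjusted p = 7.49e-06, and adjusted p = 0.505 with an estimated correlation). Of 19 glycolytic genes, 2 lay above and 13 below the sum (2 and 14 over the list alone, adjusted p = 0.00302, and adjusted p = 0.353 with an estimated correlation) for TM. For TW, 7 lay above and 5 below (7 and 5 over the list alone, adjusted p = 0.716). For MW, 1 lay above and 11 below (1 and 11 over the list alone, adjusted p = 0.00661, and adjusted p = 0.606 with an estimated correlation), where for TW the median was -0.04 and the mean 0.14.

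**Figure D3:**
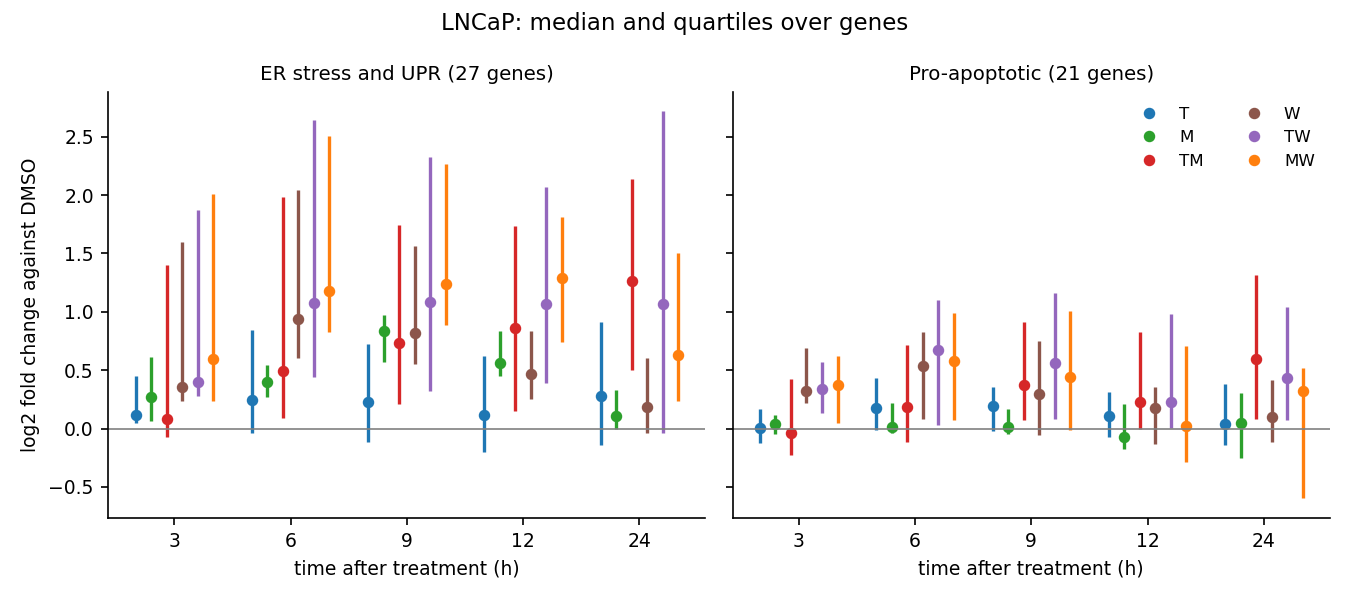
Median log2 fold change against DMSO with quartiles over 27 genes of ER stress and 21 pro-apoptotic genes in LNCaP from 3 to 24 h with T, M, W, TM, TW and MW. Both medians with TM are highest at 24 h, and the apoptosis medians with W, TW and MW peak at 6 h.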

TM-enriched gene sets fell into three classes: (1) temporal differences: endoplasmic reticulum stress was upregulated at earlier time points in TM than in the monotherapies, whereas it was similarly enriched in W, TW, and MW at all time points except 24 hr, and intrinsic apoptosis in response to ER stress was upregulated initially in W, TW, and MW followed by normalization over time, whereas in TM it was synergistically upregulated in an increasing manner over time; (2) certain metabolic processes (generation of precursor metabolites and energy, cofactors, amino acids, and sulfur) were synergistically downregulated only in TM; and (3) genes that are repressed by estrogen receptor were synergistically upregulated only in TM. We hypothesize that the W-enriched classes represent mechanisms by which LNCaP cells counter the effects of the drug combinations and evade cell death, whereas TM-enriched gene sets, particularly class 2, may represent gene sets that function as harbingers of phenotypic synergy, distinguishing synergistic drug combinations from combinations whose effects can be resisted by cells.

Finally, we assessed for enrichment in phospholipidosis (PLD) in both cell lines. Research has shown that drugs that induce lysosomal stress and lipid accumulation (phospholipidosis), including T and M, tend to exhibit similar transcriptional profiles (Sirci et al., 2017; Nioi et al., 2007; Nadanaciva et al., 2011). We quantified enrichment in several types of gene sets with a focus on PLD (Sirci et al., 2017; see Materials and methods): cellular components, including in the top 20 gene ontology gene sets associated with PLD; a PLD gene signature (provided by authors of Sirci et al., 2017); and a set of the gene targets of two transcription factors (TFE3 and TFEB) shown to be involved in lysosomal stress. We found that some PLD-associated cellular components are synergistically affected in TM, including the lysosome, Golgi, mitochondrion, nucleus, and nucleolus. 

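CTSA, a protective protein of lysosomal enzymes, departed from the sum of T and M in MCF7 at 12 h by -2.04 (SE 0.07) log2 units, GBA, which degrades glucosylceramide, by -1.80 (SE 0.10) and RRAGD, a nutrient-sensing GTPase on lysosomes, by -1.77 (SE 0.12), with n = 3 per group. Of 32 lysosomal targets of the transcription factor TFEB, 2 lay above and 25 below the sum (3 and 25 over the list alone, adjusted p = 3.98e-11). Against DMSO, 11 rose and 17 fell (11 and 18 over the list alone, adjusted p = 0.423) with TM, around a median of -0.20. SDHC, a subunit of mitochondrial complex II, departed from the sum by -0.91 (SE 0.08), and of 34 oxidative phosphorylation subunits 3 lay above and 13 below the sum (3 and 13 over the list alone, adjusted p = 0.0396, and adjusted p = 0.643 with an estimated correlation). DDX10, an RNA helicase of the nucleolus, lay 1.51 (SE 0.10) above the sum, and of 36 rRNA processing genes 30 lay above and 3 below the sum (30 and 3 over the list alone, adjusted p = 1.34e-09). Golgi and other nuclear components were not among the gene lists.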

PLD was highly enriched in all treatments in both cell lines (Figure 3—figure supplement 2), indicating generalized toxicity-associated effects of treatment. 

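RRAGD rose in MCF7 at 12 h by 1.59 (SE 0.09) log2 units with T, 1.53 (SE 0.09) with M, 2.50 (SE 0.09) with W and 2.32 (SE 0.09) with MW, and the cholesterol exporter of lysosomes NPC1 rose by 2.89 (SE 0.09) with W and 2.63 (SE 0.09) with TW, with n = 3 per group. Of 32 lysosomal TFEB targets, 23 rose and 1 fell (26 and 1 over the list alone, adjusted p = 8.78e-15) with T. With M, 23 rose and 2 fell (24 and 5 over the list alone, adjusted p = 1.59e-11). With W, 23 rose and 1 fell (23 and 1 over the list alone, adjusted p = 1.38e-06). With TW, 21 rose and 7 fell (21 and 7 over the list alone, adjusted p = 0.000417, and adjusted p = 0.0800 with an estimated correlation). With MW, 24 rose and 4 fell (24 and 4 over the list alone, adjusted p = 5.08e-05). The same list did not pass with TM in MCF7 at 12 h, as given above, where more of its members fell than rose.

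In LNCaP at 24 h, CLCN7, a chloride transporter of lysosomes, rose by 1.68 (SE 0.10) with T, 0.96 (SE 0.10) with M, 0.90 (SE 0.10) with W, 1.95 (SE 0.10) with TM, 3.38 (SE 0.10) with TW and 2.11 (SE 0.10) with MW. Of 30 targets measured there, 25 rose and 1 fell (26 and 1 over the list alone, adjusted p = 2.84e-11) with T. With M, 21 rose and 1 fell (21 and 1 over the list alone, adjusted p = 2.22e-08, and adjusted p = 0.114 with an estimated correlation). With W, 19 rose and 0 fell (19 and 0 over the list alone, adjusted p = 6.79e-05, and adjusted p = 0.197 with an estimated correlation). With TM, 22 rose and 4 fell (22 and 4 over the list alone, adjusted p = 0.000102, and adjusted p = 0.134 with an estimated correlation). With TW, 27 rose and 2 fell (27 and 2 over the list alone, adjusted p = 4.40e-12). With MW, 25 rose and 2 fell (25 and 2 over the list alone, adjusted p = 1.33e-08). A list of phospholipidosis genes was not among those tested.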

We studied the role that PLD might play in the high correlation between monotherapies in our experiments. We found that the relationship between correlation and EOB (excluding dose experiments) holds even when PLD genes were removed (r = 0.59, p=0.00068; Spearman r_s_ = 0.55, p=0.0017). Furthermore, we found that genes in the PLD signature accounted for a small proportion of DEGs in all treatments (data not shown), and as a result the correlation between monotherapies is nearly identical whether we include or exclude the PLD signature genes. (A plot of the correlation between monotherapies including the PLD signature genes vs the correlation between monotherapies excluding the PLD signature genes yielded an almost perfect identity line with: r = 0.9999, p=1e-65; Spearman r_s_ = 0.9995, p=2e-52.) Finally, enrichment of the PLD signature gene set in TM was only slightly greater than in TUM (Figure 3—figure supplement 2A for MCF7, Figure 3—figure supplement 2C for LNCaP), indicating at best mild synergy in PLD signature genes. These results show that PLD plays a role in the treatments considered here and that some transcriptional similarity between the monotherapies may be associated with PLD. However, PLD is one of many cellular processes triggered by the drug treatments, and it accounts only in a small part for the transcriptional correlation and synergistic gene expression we observed.

### Co-expressed genes show a synergistic temporal pattern

We studied temporal patterns of drug response in MCF7. We used k-means clustering (see Materials and methods) to identify co-expressed genes with similar time evolution in T, M, and TM (Source data 7). This unsupervised clustering method identified four distinct temporal patterns (Figure 4A): (1) upregulated in TM (2253 genes), (2) strongly upregulated in TM (421 genes), (3) downregulated in TM (1709 genes), (4) strongly downregulated in TM (718 genes). 

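The genes clustered here are the 5086 that passed the MCF7 cutoff with T, M or TM at some time. Among the 388 placed in the cluster strongly raised by TM are the BH3-only gene PMAIP1, which rose at 12 h by 2.49 (SE 0.09) log2 units, CHAC1, which degrades glutathione, at 3.25 (SE 0.18), and CYP1A1, a target of the aryl hydrocarbon receptor, at 5.03 (SE 0.10), with n = 3 per group. The 2042 raised genes include FOS, at 1.65 (SE 0.06), and the chaperone HSP90B1 of the ER. The 1873 lowered genes include GINS1 and other replication factors. The 783 strongly lowered genes include CCND1 and ESR1, which encode cyclin D1 and the estrogen receptor, AURKA, a mitotic kinase that changed by -2.04 (SE 0.05), and PGAM1, a glycolytic mutase, at -1.83 (SE 0.05).

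K-means with 4 clusters was run on the fold changes of T, M and TM and their differences between successive times. Without those differences the adjusted Rand index against these clusters was 0.976. The index was 0.735 with 3 clusters, 0.894 with 5, 0.698 for the 8052 genes called at FDR under 0.05 with a log2 change of at least 1, and 0.956 with voom weights, where the clusters held 429 strongly raised, 2244 raised, 1706 lowered and 722 strongly lowered genes. With voom weights 5101 genes were clustered, the number the paper gives, and each cluster size lies closer to the paper's than without them.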

In each cluster, the average differential expression observed in the combination TM was significantly stronger than that in T + M, in which the (log) expression in T and M are added. 

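GDF15, a stress-induced cytokine of the strongly raised cluster, changed at 12 h by 1.38 log2 units with T and 2.00 with M, and PGAM1 in the strongly lowered cluster by -0.56 and -0.74. Averaged over genes at 12 h, with n = 3 per group, the strongly raised cluster stood at 3.05 with TM against 1.72 for the sum, an excess of 1.33 (SE 0.05), and the raised cluster at 1.08 with TM against 0.42 for the sum, an excess of 0.66 (SE 0.02). The lowered cluster stood at -0.74 with TM against -0.33 for the sum, an excess of -0.40 (SE 0.02), and the strongly lowered cluster at -1.83 with TM against -0.62 for the sum, an excess of -1.21 (SE 0.03). At 3 h the excess was 0.39, 0.16, -0.12 and -0.11 in the same order, and at 24 h it was 1.69, 0.83, -0.57 and -1.85.

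At 12 h, 88.9, 86.1, 75.1 and 95.5% of the genes lay beyond the sum in the direction of the cluster, and 81.7, 79.3, 64.3 and 90.2% departed from it at FDR under 0.05. The genes of a cluster were chosen by their change in these samples, so its mean is no independent test.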

The trajectory over time for most genes is monotonic and saturates at 9 hr. However, we also tested for genes whose trajectories were significantly different in TM than T and M (data not shown). 

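Time courses of single genes varied within clusters. The receptor-binding adaptor gene MYD88 in the strongly lowered cluster changed with TM by -0.50, -1.40, -1.53, -1.96 and -2.10 log2 units at 3, 6, 9, 12 and 24 h, and the NF-kappaB inhibitor NFKBIA in the strongly raised cluster by 3.15, 2.72, 2.70, 2.78 and 2.61. Of the 5086 clustered genes, 33.5% moved in one direction through all times with TM, and 58.8% did up to 9 h. From 3 to 9 h, 3986 genes moved further from DMSO and 189 back toward it at FDR under 0.05. From 9 to 24 h, 2903 moved further, 466 back and 1717 did not pass.

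By cluster, 164 of 388 strongly raised genes, 924 of 2042 raised genes, 1246 of 1873 lowered genes and 569 of 783 strongly lowered genes moved further after 9 h. The median size of the change went from 2.50 at 9 h to 2.86 at 24 h in the strongly raised cluster and from 1.47 to 2.12 in the strongly lowered cluster.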

A minority of genes in each cluster exhibited unique temporal profiles in TM, including mixed transient and monotonic behavior, suggesting the existence of temporal synergy (Figure 4B).

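FOS in the raised cluster changed with TM by 2.63 log2 units at 6 h, 1.83 at 9 h and 0.45 at 24 h. KLF4, a transcription factor of differentiation and of the immediate early response, changed by 0.93 at 3 h, 2.00 at 9 h and 2.56 at 24 h with TM (n = 3 per time). After 9 h, 53 strongly raised, 234 raised, 147 lowered and 32 strongly lowered genes moved back toward DMSO at FDR under 0.05, and 36.9, 25.2, 31.9 and 57.2% of the genes moved in one direction through all times. The differences between times here were tested in limma within TM and do not compare its course with T or M.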

**Figure 4.**
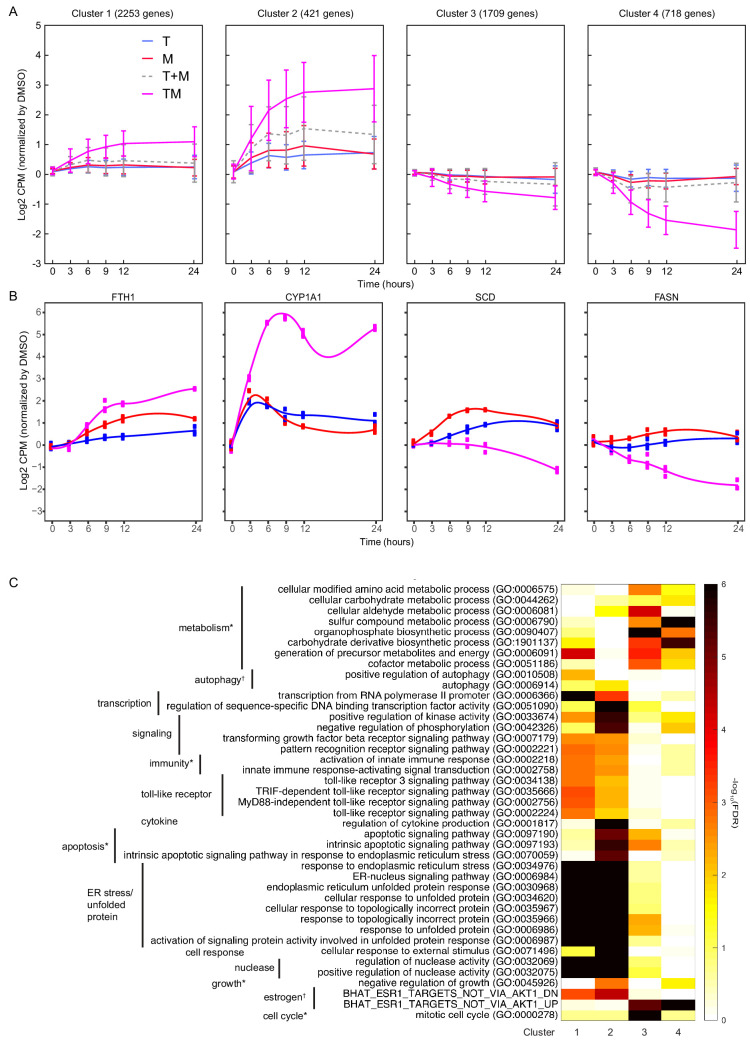
Differentially expressed genes have different time courses. (**A**) Mean and standard deviation of gene expression in four clusters identified according to their similarity in expression in T, M, and TM in MCF7 cells. (**B**) Examples of genes in each cluster with significantly different trajectories in TM than the monotherapies. (**C**) Enrichment of the same biological processes as in Figure 2F in the clusters. (See also Source data 7).

We then assessed these gene classes for enrichment in biological processes (Figure 4C). Consistent with enrichment of these processes at each time point (Figure 3), upregulated genes were enriched in endoplasmic reticulum stress (clusters 1–2), and downregulated genes were enriched in cell cycle and metabolic processes (clusters 3–4). In addition, apoptosis and downregulated targets of estrogen were enriched in genes strongly upregulated in TM (cluster 2), highlighting synergistic properties. 

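ER stress genes in the strongly raised cluster include the chaperone HSPA5 and HERPUD1 of ER degradation, 10 of 28 genes (0.650 by chance, adjusted p = 1.09e-08), and those in the raised cluster include XBP1 and the oxidative folding regulator SELS, 15 of 28 genes (3.42 by chance, adjusted p = 1.99e-06). The lowered cluster held 21 of 26 genes (2.91 by chance, adjusted p = 4.41e-14) of DNA replication, among them MCM2 and PCNA of the replication fork, and 14 of 26 genes (2.91 by chance, adjusted p = 1.82e-06) of mitosis. It also held 15 of 26 genes (2.91 by chance, adjusted p = 2.40e-07) of the TCA cycle, 13 of 34 genes (3.81 by chance, adjusted p = 0.000320) of oxidative phosphorylation and 8 of 20 genes (2.24 by chance, adjusted p = 0.00484) of glycolysis. ATF4 targets of amino acid synthesis were in the raised cluster with 15 of 26 genes (3.17 by chance, adjusted p = 6.73e-07) and in the strongly raised cluster with 7 of 26 genes (0.603 by chance, adjusted p = 1.68e-05). Hypergeometric p-values were adjusted over 120 pairs of list and cluster, against all 16724 genes, and treat genes as independent.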

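The strongly raised cluster held 5 of 21 genes (0.487 by chance, adjusted p = 0.000692) of apoptosis, namely BBC3, BMF, HRK and PMAIP1, BH3-only activators of mitochondrial death, and the death receptor TNFRSF10B. PMAIP1 lay 1.13 (SE 0.13) log2 units above the sum of T and M at 12 h, and TNFRSF10B 1.52 (SE 0.07) above it (n = 3 per group). The same cluster held 13 of 24 genes (0.557 by chance, adjusted p = 5.50e-14) of the immediate early response, 10 of 25 genes (0.580 by chance, adjusted p = 3.86e-09) of NF-kappaB and cytokine signaling and 7 of 25 genes (0.580 by chance, adjusted p = 1.38e-05) of the NRF2 response. Estrogen-induced targets lay in the opposite cluster, the strongly lowered one, with 10 of 20 genes (0.936 by chance, adjusted p = 1.38e-07), among them the progesterone receptor PGR and GREB1. Genes that estrogen represses were not among the lists.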

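Of 26 mitotic genes, AURKA, CCNA2, CCNB1, CDC20, KIF20A, PLK1 and TOP2A, which drive entry into mitosis and separation of chromosomes, lay in the strongly lowered cluster (7 genes, 1.22 by chance, adjusted p = 0.000963), where CDC20 changed with TM at 12 h by -1.77 (SE 0.07) log2 units (n = 3). Of 26 DNA replication genes, 1 lay in that cluster (adjusted p = 1.00). Metabolic lists were less marked there, with 0 of 26 TCA cycle genes (adjusted p = 1.00), 2 of 34 oxidative phosphorylation subunits (adjusted p = 1.00) and 4 of 20 glycolytic genes (adjusted p = 0.0507), namely LDHA, PGAM1, PGK1 and TPI1. Fatty acid synthesis had 8 of 18 genes in the lowered cluster (adjusted p = 0.00227). These p-values are hypergeometric, and the difference between the 2 clusters was not itself tested.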

Metabolic processes and the cell cycle were distinguished by clusters 3 and 4, highlighting the biological significance of the degree of downregulation. Finally, the genes with significantly different trajectories in TM account for a small but distinct subset of these synergistic biological processes (data not shown). Together, these data indicate that monotonic dysregulation dominates gene behavior and triggers important biological processes, which implies that the early transcriptional responses might be sufficient to predict synergy.

### Synergistically spliced and expressed genes are different

We studied splicing by examining the relative exon usage for each gene focusing on MCF7 cells. Combination treatment TM induced unique patterns of relative exon usage, compared to DMSO, T, and M. For example, many exons were less used in TM, consistent with an exon skipping modality of alternative splicing (Figure 5). As with differential gene expression, most differentially spliced genes in TM were synergistic, that is, not differentially spliced in either monotherapy (Figure 6—figure supplement 1A). This was not the case with the combinations involving W (Figure 6—figure supplement 1B–C) where the differentially spliced genes in MW and TW had substantial overlap with the differentially spliced genes in W. However, these synergistically spliced genes were generally distinct from the SEGs (Figure 6A and Figure 6—figure supplement 1D–F). Despite this distinction, the number of synergistically spliced genes correlated with the EOB score (Pearson r = 0.73, p=0.002; Spearman r_s_ = 0.75, p=0.0017) over all treatments and time points (Figure 6B), as with the SEGs (Figure 2D). These data suggest that expression and splicing represent two separate mechanisms driving phenotypic synergy.

**Figure 5.**
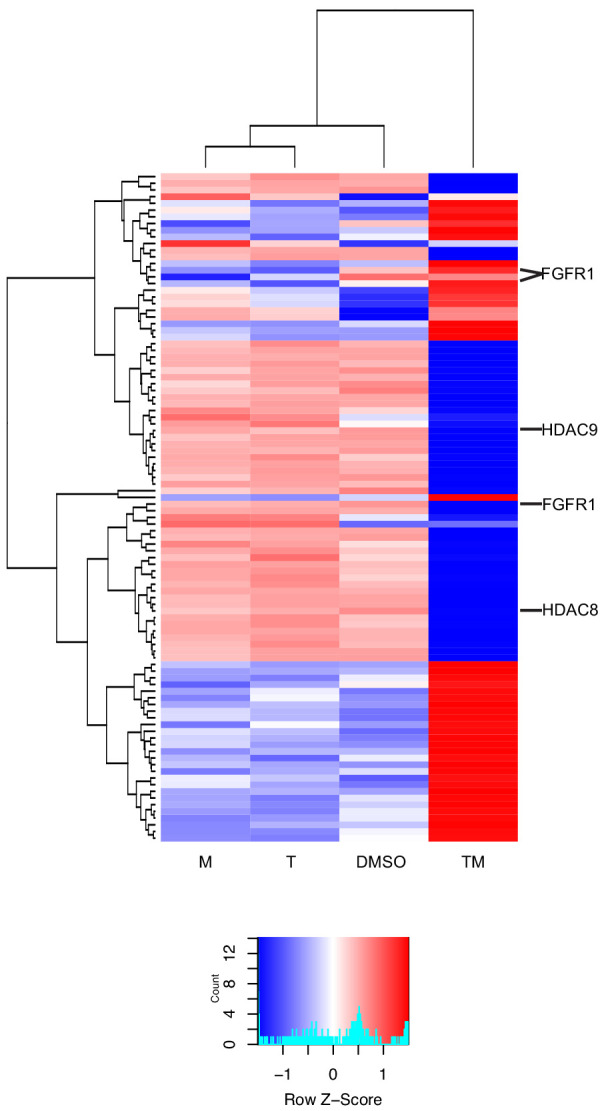
New differential splicing emerges in drug combination TM. Top 100 synergistically spliced exons in combination TM at 12 hr in MCF7 cells.

**Figure 6.**
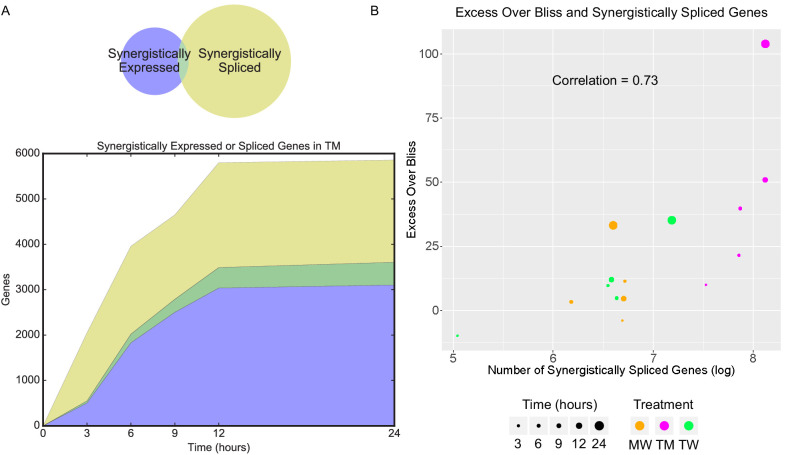
Synergistic splicing is distinct from differential expression and associated with synergy. (**A**) Number of synergistically expressed and synergistically spliced genes in TM in MCF7 cells over time; shaded areas correspond to the Venn diagram for 3 hr. (**B**) Relationship of Excess Over Bliss score with the number of synergistically spliced genes in MCF7. (See also Supplementary file 9).

**Figure 6—figure supplement 1.**
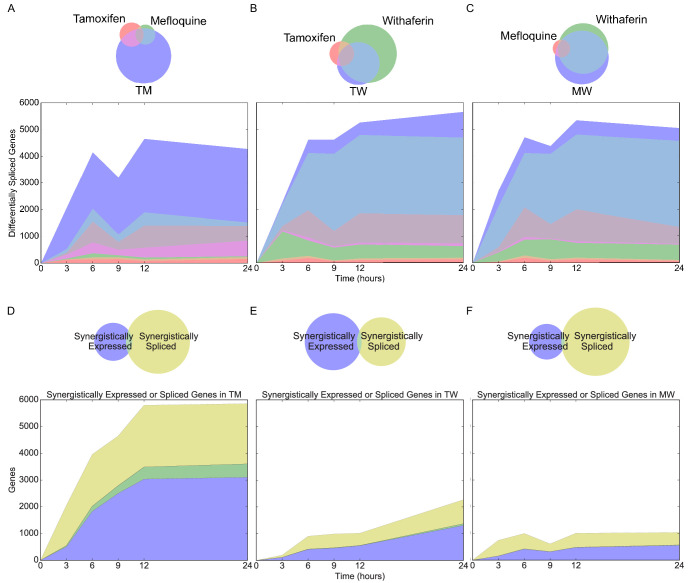
Differential and synergistic splicing in MCF7 cells. (**A-C**) Number of differentially spliced genes over time with Venn diagrams of differentially spliced genes at 3 hr in (**A**) T, M, and TM; (**B**) T, W, and TW; and (**C**) M, W, and MW. The area represented in each color is in proportion to the number of genes in the corresponding color of the Venn diagram; blue areas represent synergistic genes. (**D–F**) Number of synergistically expressed and synergistically spliced genes in (**D**) TM, (**E**) TW, and (**F**) MW over time; shaded areas correspond to the Venn diagrams for 3 hr. (See also Source data 8).

### Synergistic activation of transcription factors

We next examined how regulation of the transcriptome can be affected synergistically. We focused on the MCF7 data for this analysis as we were able to leverage a robust pre-existing MCF7-specific transcriptional network (Woo et al., 2015). Research has shown that the activity of a transcription factor (TF) can be inferred from expression of its targets (Lefebvre et al., 2010; Alvarez et al., 2016). Because activity of a TF may be affected in many ways, including post-translational modification, co-factor binding, and cellular localization, this approach is a more robust measure of activity beyond simply measuring expression of the TF itself. We utilized a conservative method for this analysis that distinguishes positive effector and negative effector (repressor) functions of a TF (Figure 7—figure supplement 1; see Materials and methods). Of the 1101 TFs studied, most of the differentially active (DA) ones were uniquely active as a positive effector, suggesting that much of the response to these drugs is the result of upregulation of genes, and positive TF-gene interactions (Figure 7—figure supplement 2A–B).

Similarly to the differential expression and differential splicing results, most differentially active transcription factors (DATFs) in TM were not DA in the monotherapies T and M (Figure 7A). Conversely, most DATFs in TW and MW were also DA in W (Figure 7B–C). The majority of DATFs over all treatments and times were produced from genes that were differentially expressed or differentially spliced (Figure 8A). However, some instances of DATFs did not correspond to differential expression or splicing and may represent TFs that become DA by mechanisms not captured by RNA-seq, including some that have a known connection to cancer treatment or to biological processes identified in Figure 3. For example, ATF4, one of the top DATFs in TM, is not differentially expressed nor spliced, and is a key regulator of the response to endoplasmic reticulum stress (Pakos‐Zebrucka et al., 2016).

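The mRNA of ATF4 rose at 12 h in MCF7 by 0.95 (SE 0.06, adjusted p = 5.14e-28) log2 units with TM, 1.12 (SE 0.06, adjusted p = 1.59e-31) with M and 0.81 (SE 0.06, adjusted p = 3.72e-22) with T (limma, n = 3 each), each past the MCF7 cutoff, and departed from the sum of T and M by -0.98 (SE 0.08, adjusted p = 4.45e-19). With TM it changed by 0.06 (SE 0.06, adjusted p = 0.464) at 3 h, 0.54 (SE 0.06, adjusted p = 7.08e-14) at 6 h, 0.95 (SE 0.06, adjusted p = 7.80e-28) at 9 h and 1.36 (SE 0.06, adjusted p = 1.36e-39) at 24 h, of which the values at 9 and 24 h passed the cutoff. Without replicate A or B the changes with TM at 9 and 12 h miss it. Of 26 ATF4 targets of amino acid synthesis and transport, 23 rose and 1 fell (23 and 1 over the list alone, adjusted p = 4.20e-11) with TM at 12 h, and 3 lay above and 15 below the sum (3 and 16 over the list alone, adjusted p = 9.91e-06, and adjusted p = 0.156 with an estimated correlation). PHGDH, the first enzyme of serine synthesis, departed from the sum by -2.20 (SE 0.12) and NUPR1, a stress-induced chromatin protein, by -2.80 (SE 0.51).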

**Figure 7.**
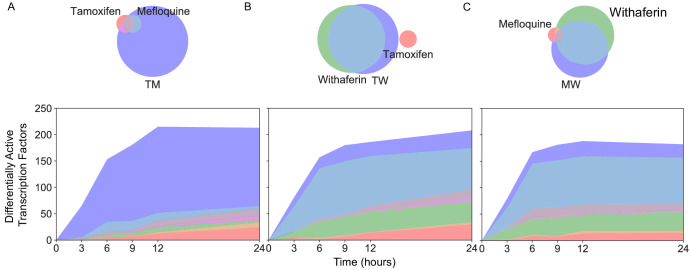
New differentially active transcription factors emerge in combination TM. Number of DATFs over time with Venn diagrams at 3 hr in (**A**) T, M, and TM; (**B**) T, W, and TW; and (**C**) M, W, and MW in MCF7 cells. Area represented in each color matches the number of genes in the corresponding color of the Venn diagram; blue areas represent synergistic TFs. (See also Source data 9).

**Figure 7—figure supplement 1.**
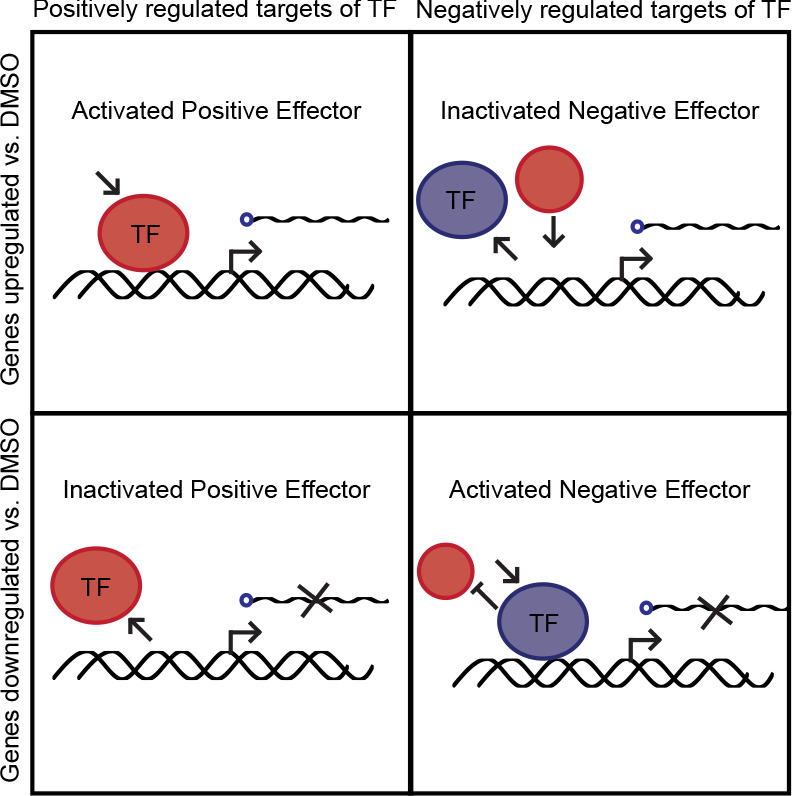
Possible changes to transcription factor activity. Four cases of transcription factor activity that were assessed to determine whether a transcription factor was activated or inactivated.

**Figure 7—figure supplement 2.**
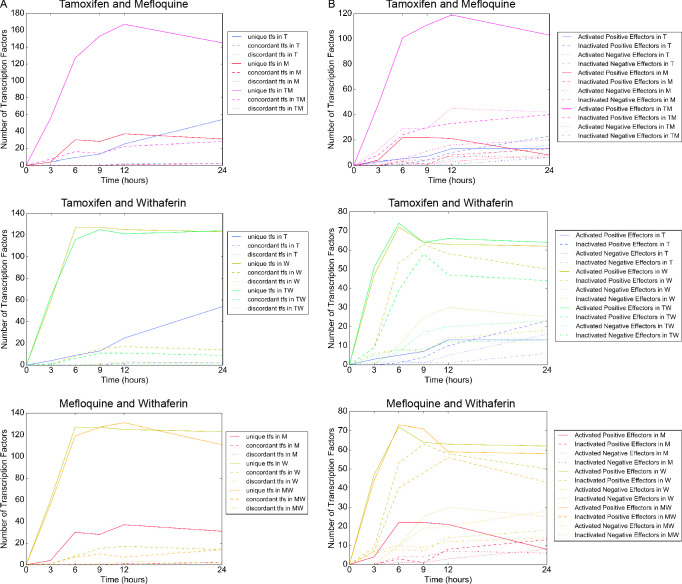
Classes of differentially active transcription factors in MCF7 cells. (**A**) Differentially active transcription factors for each combination according to the status of the positive and negative effector of each transcription factor. Unique: either positive or negative effector, but not both, is differentially active; concordant: both effectors are activated or both are inactivated; discordant: one effector is activated and the other is inactivated. (**B**) Differentially active transcription factors for each combination according to each of the four cases supplement 1.

**Figure 8.**
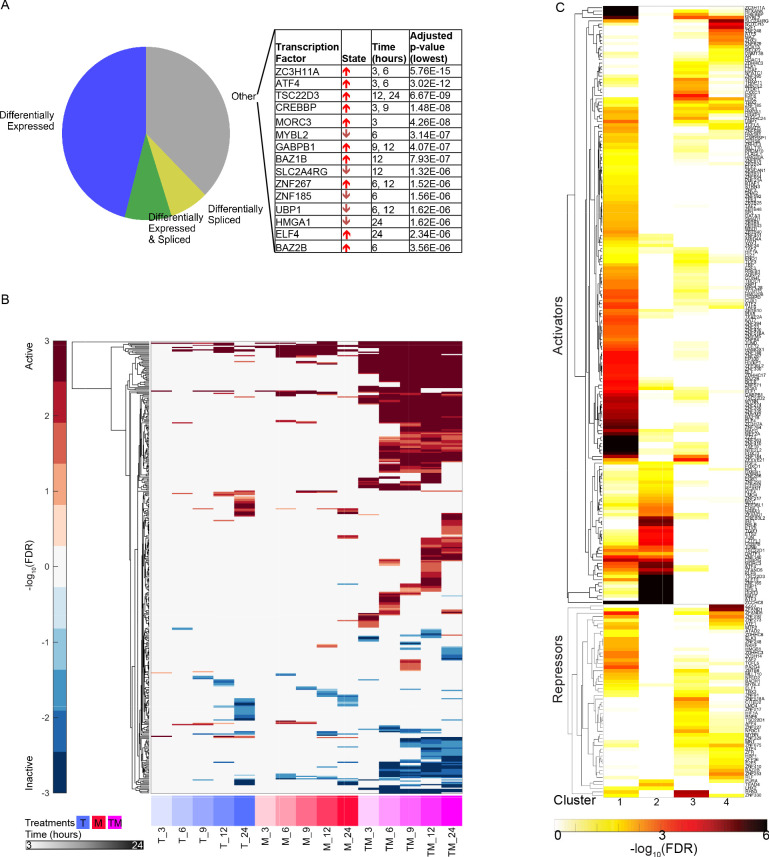
Characteristics of differentially active transcription factors. (**A**) All instances of DATFs in MCF7 cells according to the differential expression or splicing status of each TF in the corresponding treatment and time point. The top 20 most significant DATFs not differentially expressed nor spliced are listed. All 20 are positive effectors. Arrows: up = activated, down = inactivated. (**B**) Heatmap of DATFs over time in T, M, and TM at 3–24 hr in MCF7 cells. Color intensity reflects the degree and direction of enrichment by Fisher’s Exact test with red for activation and blue for inactivation. Only significant instances are shown. (**C**) Enrichment of gene clusters from Figure 2F with sets of TF targets. Color intensity reflects the degree of enrichment by Fisher’s Exact test. (See also Source data 9).

**Figure 8—figure supplement 1.**
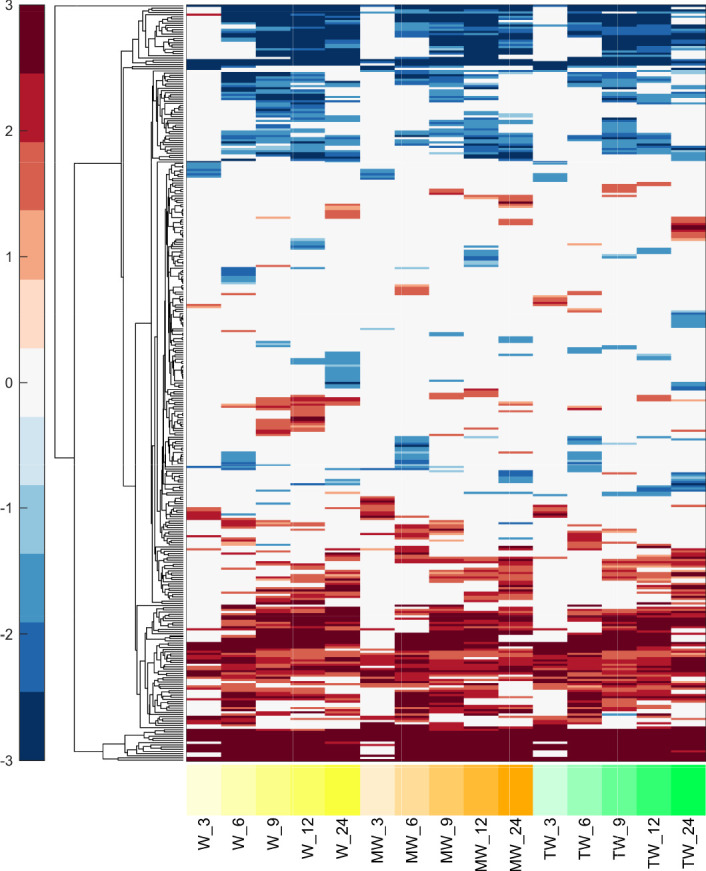
Differentially active transcription factors in W combinations for MCF7 cells. Heatmap of differentially active transcription factors over time in W, MW, and TW at 3–24 hr. Color intensity reflects the degree and direction of enrichment by Fisher’s Exact test and is shown as –log_10_(FDR corrected p-value), with positive values for activation and negative values for inactivation.

Examining TF activity over time, we found that most DATFs, once DA, tend to remain so at later time points. This time course in TM was distinct from T and M (Figure 8B), whereas those of W, TW, and MW were very similar (Figure 8—figure supplement 1). In addition, the patterns of differential TF activity were remarkably similar in T and M, and in fact these two monotherapies had a higher correlation in differential activity values of significant TFs than either of the W pairings (Spearman r at 12 hr: 0.8 in T and M, 0.1 in T and W, 0.4 in M and W), echoing the differential expression data (Figure 2E). Using the set of DATFs in at least one time point in T, M, and TM (Figure 8B), we examined the enrichment of their target sets in the temporal gene clusters identified by k-means clustering (Figure 4). The genes in each cluster are significantly enriched in distinct TF target sets, suggesting that the temporal patterns are regulated by different TFs (Figure 8C).

### TF activation in monotherapies can account for synergistic gene expression in combinations via a TF activation cascade

We next asked how the combination of T and M gives rise to the synergistic activity of TFs in TM in MCF7. We hypothesized that DATFs in T and/or M could alter the activity of other TFs when both drugs are administered together. We examined two possible mechanisms by which this could happen in combination TM. First, *distinct* DATFs in each monotherapy may converge as regulators of other TFs when the two monotherapies are combined. This is an ‘AND’ model for the activation of a TF, in that both TFs need to be active in the combination for the activation of their targets. Alternatively, *the same* DATF in T and M may be more strongly DA in TM due to the combined activating effects of the two monotherapies. This dose enhancement mechanism in the combination will be called the ‘double-down’ model. We also assessed TFs that are linked through the MCF7 transcriptional network to those explained by these AND and double-down models in the same time point, as multiple rounds of transcriptional effects could occur within 3 hr (Figure 9—figure supplement 1; López-Maury et al., 2008).

We examined the potential effect of these two mechanisms on synergistic TFs and SEGs (Figure 9 and Figure 9—figure supplement 1). At each time point, we identified the synergistic TFs that could have resulted from the AND mechanism (converging red and blue arrows in Figure 9), and the double-down mechanism (magenta arrows). At time 3 hr, for example, there are two TFs that are active in T, M, and TM: *MYC* and *KLF10*. These TFs are connected through the network to 9 TFs (Figure 9) active in TM (but not in T or M). These TFs are in turn connected to 16 additional TFs (Figure 9—figure supplement 1) active in TM (but not in T or M), giving a total of 25 TFs accounting for 42% of all synergistic TFs. Because there was no active TF in T alone, there was no AND mechanism at work. At 9 hr, two new TFs become active in T alone, 18 in M alone and three in both T and M, accounting for 12 new synergistic TFs: six via the AND mechanism (purple), four via the double-down mechanism, and two additional TFs due to a combination of AND and double-down models (Figure 9—figure supplement 1). At each time point after 3 hr, we identified TFs connected to TFs identified at the immediately previous time point (vertical arrows). Over all time points, the double-down model alone can explain 83 synergistic TFs, the AND model only explains 12 TFs, and mixed AND and double-down explain 4. In total, this cascade of TF activation accounted for the majority of synergistic TFs at all time points, with 88% of the synergistic TFs at 24 hr explained by the cascade of activation initiated by the 2 TFs activated at 3 hr in both T and M. The number of TFs arising from TFs synergistically activated at previous time points was substantial and accounted for the majority of identified TFs after 3 hr.

**Figure 9.**
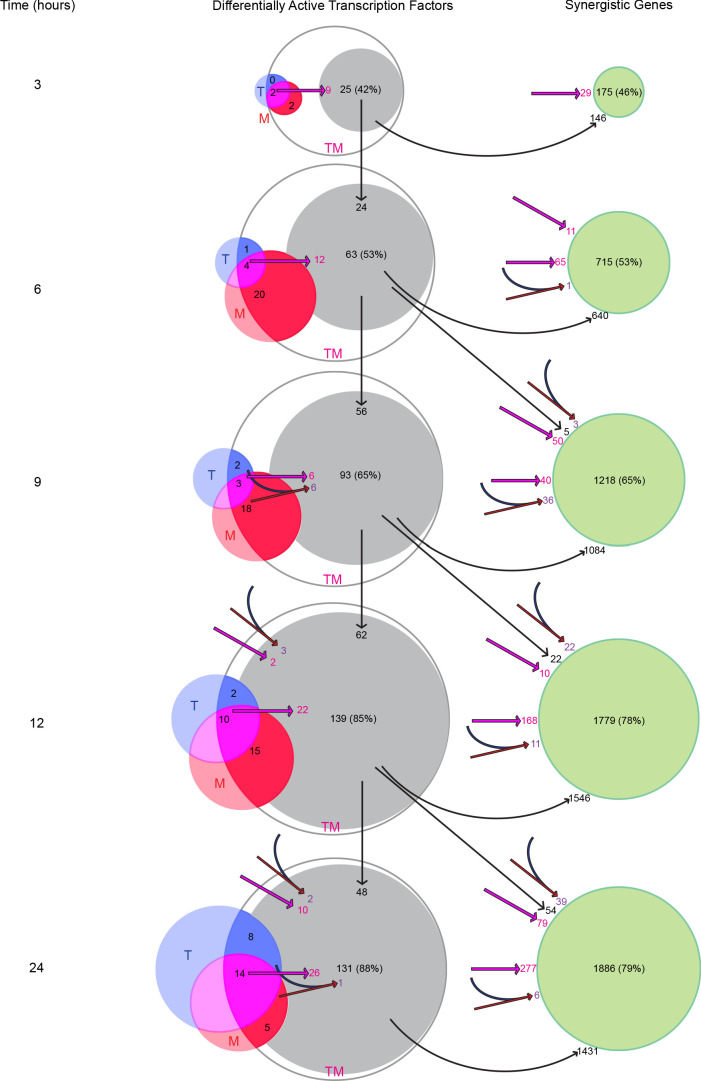
Transcription factors become differentially active in a time-dependent cascade in TM. The number of DATFs or SEGs at 3–24 hr are shown as bubbles. Blue, red, and white bubbles represent DATFs in T, M, and TM, respectively. TFs (gray bubbles) and SEGs (green bubbles) shown are ‘explained’ by the following mechanisms: double-down mechanism at the same (magenta arrow and number) or previous (angled magenta arrow) time point, the AND mechanism at the same (converging blue and red arrows and purple number) or previous (angled converging blue and red arrows) time point, or by connection to another TF ‘explained’ by one of these mechanisms at the same (see supplement 1), or previous (vertical arrows) time point. The total number and percentage of TFs or SEGs in TM meeting any of these criteria is shown. (See also Source data 10).

**Figure 9—figure supplement 1.**
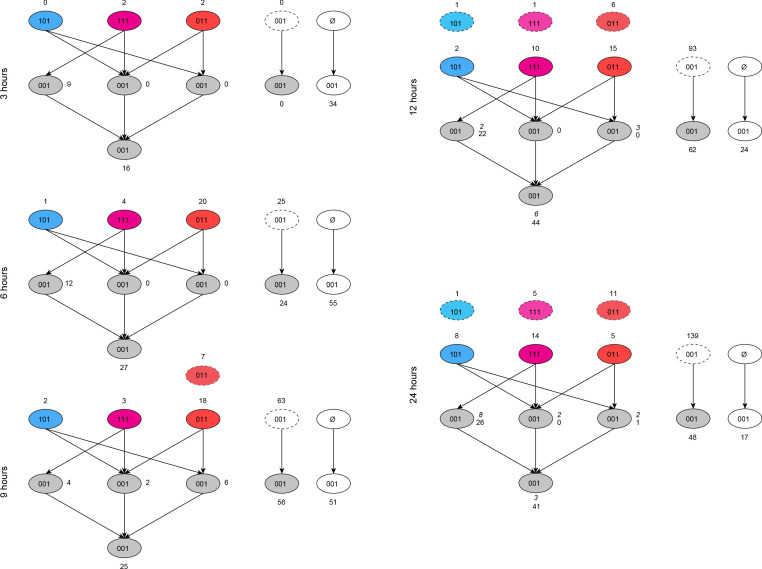
Cascade of differential transcription factor activity. Connections between differentially active transcription factors in TM based on the MCF7 network. Each bubble represents a set of transcription factors that are differentially active in TM at a given timepoint. The codes on each bubble represent their differential activity status in Tamoxifen (first digit), Mefloquine, (second digit), and TM (third digit), where one is differentially active and 0 is not. Synergistic transcription factors in TM (001), are categorized into ‘explained’ bubbles (gray) or not explained (white). At each timepoint, synergistic transcription factors can be ‘explained’ by a network connection to a transcription factor that is differentially active in Tamoxifen and Mefloquine (111, magenta), or to at least one transcription factor in each of Tamoxifen alone (101, blue) and Mefloquine alone (011, red), or both, resulting in the left-hand, right-hand, and middle gray bubbles, respectively, in the middle layer. The fourth gray bubble in the lowest layer represents transcription factors which have connections to transcription factors in the middle ‘explained’ layer, but not to transcription factors in the top layer. Numbers in italics represent synergistic transcription factors that can be explained by connections to transcription factors that were active in monotherapies at the previous time point (blue, magenta, and red bubbled with dashed outlines at top of each timepoint). At the right in each time point, the dashed-outline bubble represents ‘explained’ transcription factors in the gray bubbles at the previous time point. Synergistic transcription factors not explained by other means which have a connection to any ‘explained’ transcription factors at the previous time point are shown in the gray bubble below the dashed-outline bubble. Finally, synergistic transcription factors that cannot be explained by any network connections are shown in the white bubble resulting from the ‘null’ set at each timepoint. The colors in this figure correspond to Figure 9, and the sum of all gray bubbles at each timepoint in this figure correspond to the single gray bubble shown at each timepoint in Figure 9. (See also Source data 10).

We next asked how the AND and double-down mechanisms, along with the activation of synergistic TFs resulting from them, affected the larger group of SEGs. Here, we identified genes potentially affected by the AND and double-down mechanisms, as well as those connected to the newly identified TFs at the current and previous time point. At 3 hr, 29 SEGs can be ascribed to the double-down mechanism, and 146 are direct targets of the newly explained TFs (Figure 9). In all, this accounts for 175 (46%) of all SEGs. By 12 and 24 hr, the vast majority (78% and 79% respectively) of SEGs were explained by this cascade. Together, these data suggest that T and M act in concert, mostly through the double-down mechanism, to trigger a transcriptional cascade that results in substantial differential activation of synergistic TFs and genes not seen in either monotherapy.

### Predicting drug synergy in an independent dataset

We have observed that correlation of gene expression of monotherapies is associated with phenotypic synergy in MCF7 cells treated with our three combinations (Figure 2E). We next wished to test the generalizability of this association by leveraging the independent DREAM Challenge dataset (Bansal et al., 2014), which utilized microarray data from LY3 DLBCL cells treated. Of the 91 drug pairs, 81% of the synergistic combinations have correlation >0.3 (Figure 10A). Indeed the average correlation for the pairs with EOB >2.5 (at which the average EOB in three replicates is larger than zero by more than the standard error) is 0.48, which is statistically significantly (t-test p=1.0E-8) larger than the average correlation of 0.3 for pairs with EOB <−2.5. As in our dataset, monotherapy correlation is associated with EOB (Pearson r = 0.27, p=0.009; Spearman r_s_ = 0.27, p=0.01).

**Figure 10.**
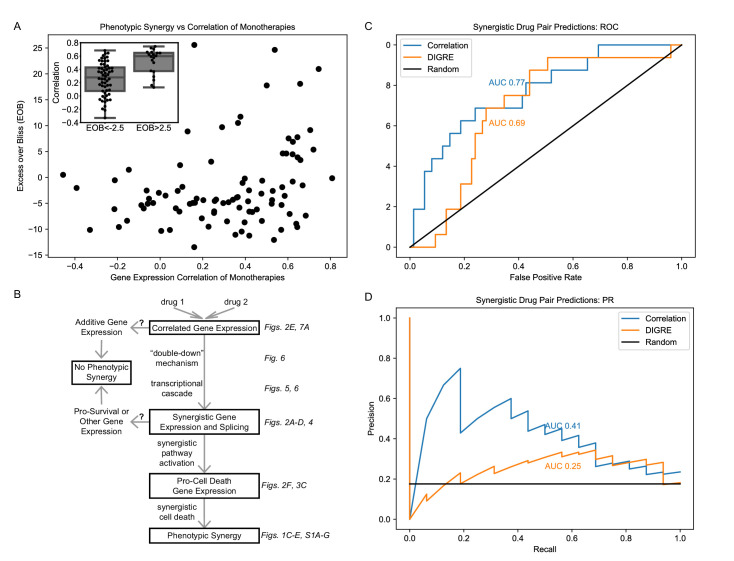
Correlation of monotherapies is associated with synergy in an independent dataset. (**A**) Relationship between Excess Over Bliss (EOB) for 91 drug pairs and the correlation between the gene expression of LY3 DLBCL cells treated with corresponding monotherapies in the DREAM dataset. The inset indicates the distribution of correlations for pairs with EOB <−2.5 and EOB >2.5. (**B**) Hypothetical model for the relationships between monotherapy correlation, SEGs, and synergy. Boxed nodes represent phenomena we directly measured in this study. (**C–D**) ROC (**C**) and PR (**D**) for classification of synergistic drug pairs using expression correlation and DIGRE.

As previous work has suggested that transcriptionally similar, but structurally different drugs are associated with PLD (Sirci et al., 2017), we assessed enrichment of the PLD gene signature in the DREAM drug pairs, using the union of the DEGs in either monotherapy for each pair (see Materials and methods). We found that monotherapy correlation is associated with enrichment in PLD (Pearson r = 0.28, p=0.008; Spearman r_s_ = 0.27, p=0.009), confirming prior studies. However, we found no association between enrichment in PLD and EOB (Pearson r = −0.10, p=0.36; Spearman r_s_ = −0.12, p=0.26). Additionally, as in our own dataset, the relationship between correlation and EOB holds when PLD genes are removed (Pearson r = 0.27, p=0.009; Spearman r_s_ = 0.28, p=0.008). These data suggest that correlation of monotherapies may be a necessary, but not sufficient, condition for synergy. Additionally, gene expression in processes such as PLD may be significant, but additive or mildly synergistic in nature (Figure 3—figure supplement 2), and thus may play a role in the non-synergistic outcomes of correlated monotherapies. Figure 10B outlines a conceptual framework for this relationship. However, we note that unlike in our dataset that is more limited in breadth, correlation of monotherapies and EOB are not linearly correlated in the DREAM data (Figure 10A). Furthermore, any relationship between PLD and either molecular or phenotypic synergy has not been explicitly examined in prior studies. Therefore, validation of our findings in multiple contexts is needed to generalize these claims.

Finally, we used the Pearson correlation between DEGs in monotherapies to predict synergy of their combination and compared these results to those of DIGRE, the best performing method in the DREAM Challenge (Goswami et al., 2015), in predicting the 16 synergistic drug pairs out of the total 91 pairs in the DREAM dataset (see Materials and methods). Correlation outperforms DIGRE in AUROC (Figure 10C) and AUPR (Figure 10D), with Bayes factors (Berger and Pericchi, 2014) of 3.79 and 34.71, indicating statistical significance with Bayes factors > 3 (Kass and Raftery, 1995). It is interesting that simply computing the correlation coefficient between the transcriptomic response of cells to each of a pair of drugs produces a robust predictor of the synergy of the combination.

## Discussion

In this paper, we studied gene expression data taken from cells after treatment with monotherapies and their combinations in a detailed time course analysis, to elucidate the transcriptional mechanisms underlying synergistic drug interactions. We studied three drug combinations on MCF7 breast cancer cells and LNCaP prostate cancer cells: tamoxifen and mefloquine (TM), tamoxifen and withaferin (TW), and mefloquine and withaferin (MW). Of these three combinations, TM was dramatically synergistic (Figure 1C,F). A mechanistic rationale for its efficacy is not obvious from the known target processes of T (estrogen signaling; Shiau et al., 1998) and M (autophagy; Sharma et al., 2012). However, the effect of M on estrogen receptor target gene sets (Figure 3 for MCF7, Figure 3—figure supplement 1B for LNCaP) indicates a moderate anti-estrogen effect, akin to the effect of recently developed novel quinolone derivative estrogen receptor antagonists (Tang et al., 2016; Li et al., 2019b; Tang et al., 2014). This suggests an unexpected overlap in the targets of T and M, even if estrogen receptor represents an ‘off-target’ of M, rather than a primary target, and may contribute in part to the high gene expression correlation we observed. Although these data, the *in vitro* synergy of TM, and mouse *in vivo* response to chloroquine and tamoxifen (Cook et al., 2014) make this combination an attractive candidate for further study, we are not aware of clinical studies on it in cancer. The experiments required to validate the targets and synergistic mechanisms of TM and its *in vivo* effect would be beyond the scope of this study. Our aim was to shed light on the transcriptional response of the combination in terms of the monotherapies.

We have explored the regulation of synergy in MCF7 by integrating our gene expression data with an MCF7-specific transcriptional network, which allowed us to estimate the differential activation of TFs. Possibly due to overlapping target sets of T and M, we find that TF activity is remarkably correlated between T and M treatments at all time points, resulting in a considerably higher correlation in gene expression for this drug pair than the other two drug pairs we examined. This correlated TF activation in response to T and M results in a ‘double-down’ effect in the combination, where a TF activated by both drugs is reinforced in its activation in the combination at early time points, beginning with early response TFs MYC and KLF10 (Tullai et al., 2007). *MYC* is a proto-oncogene present in a low-level amplification in MCF7 cells, likely functioning as an oncogene (Rummukainen et al., 2001; Shimada et al., 2005; Shadeo and Lam, 2006). It has been implicated in regulating the unfolded protein response after prolonged tamoxifen treatment (Shajahan-Haq et al., 2014), suggesting it may play a role in the ER stress we observed in response to tamoxifen treatment. Conversely, *KLF10* is a tumor suppressor that represses *MYC* expression in healthy cells and is involved in repressing proliferation and inducing apoptosis (Ellenrieder, 2008). It may therefore act to check unregulated *MYC* expression and facilitate the induction of apoptosis.

The action of these TFs triggers a transcriptional cascade that expands over time and results in the emergence of a massive number of SEGs (DEGs in the combination but not in either monotherapy) not recapitulated by increasing monotherapy dose. We found that a high number of SEGs is strongly associated with the synergistic combination in MCF7, whereas all combinations produced SEGs in LNCaP, only one of which resulted in phenotypic synergy (Figure 2D). The data suggest that SEGs are a sensitive, but not specific, molecular indicator of synergistic processes in the combination, which in the case of TM includes pro-cell death processes. This phenomenon is distinct from the relationship between differential expression and cell death, which can reflect processes triggered by single agents, unrelated to the behavior of combinations.

The SEGs resulting from this cascade contribute to specific biological processes that are likely responsible for the killing effect of the combination TM, including activation of intrinsic apoptosis in response to endoplasmic reticulum stress and cell cycle arrest. While T promotes apoptosis (Chen et al., 1996), cells are rescued in part by the pro-survival activation of autophagy (Samaddar et al., 2008), which degrades and recycles metabolites and other cellular constituents including depolarizing mitochondria (Klionsky and Emr, 2000). Autophagy is enriched in T treated cells, likely in response to the unfolded protein response triggered by ER stress (Klionsky and Emr, 2000; Figure 3, Figure 3—figure supplement 1B), and perhaps accounting for the poor efficacy of T in the first 24 hr (Figure 1C,F). Research indicates that treatment with M (an antimalarial agent) alters regulation of autophagy in a cell-type specific manner (Sharma et al., 2012; Shin et al., 2015; Shin et al., 2012). This effect may compromise mitochondrial recycling resulting in lower ATP levels (Wang et al., 2011).

When treating cells with T and M simultaneously, we expect that the pro-survival effects of the autophagy pathway will be abrogated by M, leading to a synergistic shutdown of metabolic processes, and cell death by apoptosis (Boya et al., 2005). Indeed, we observed synergistic changes in apoptosis and autophagy in both cell lines upon TM treatment (Figure 3, Figure 3—figure supplement 1B). 

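FAS, a death receptor, lay 2.85 (SE 0.20) log2 units above the sum of T and M in LNCaP at 24 h, PMAIP1 2.66 (SE 0.20) above it and HRK 2.10 (SE 0.70) above it (n = 3 per group). Of 21 pro-apoptotic genes in LNCaP at 24 h, 15 lay above and 3 below the sum (15 and 3 over the list alone, adjusted p = 0.00889, and adjusted p = 0.149 with an estimated correlation), and in MCF7 at 24 h 9 lay above and 6 below the sum (9 and 6 over the list alone, adjusted p = 0.218). Autophagy genes (26) at 24 h in MCF7 passed as a group, where 17 lay above and 3 below the sum (18 and 3 over the list alone, adjusted p = 0.000454). In LNCaP at 12 h, 10 lay above and 3 below the sum (10 and 3 over the list alone, adjusted p = 0.123) among the 26 autophagy genes.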

The large numbers of SEGs we observed in all combinations in LNCaP cells (Figure 2D) allowed us to study the distinction between SEGs in combinations with phenotypic synergy and those without. 

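Genes of rRNA processing fell within 3 h of W in LNCaP. RRS1 changed at 3 h by -1.35 (SE 0.10) log2 units with W, -1.35 (SE 0.10) with TW, -0.95 (SE 0.10) with MW and -0.14 (SE 0.10) with TM (n = 3 each). Of 35 rRNA processing genes, 25 fell and 0 rose (25 and 0 over the list alone, adjusted p = 3.80e-10) with W. With TW, 22 fell and 1 rose (22 and 1 over the list alone, adjusted p = 4.39e-08, and adjusted p = 0.0800 with an estimated correlation). With MW, 23 fell and 5 rose (24 and 5 over the list alone, adjusted p = 0.000642, and adjusted p = 0.274 with an estimated correlation). With TM, 7 fell and 6 rose (7 and 6 over the list alone, adjusted p = 0.794), where the TM median was -0.03 and the mean 0.00 while the test pointed down. Of 33 genes of tRNA and mitochondrial RNA processing, 20 fell and 3 rose (20 and 3 over the list alone, adjusted p = 5.91e-07) with W. With TW, 17 fell and 3 rose (17 and 3 over the list alone, adjusted p = 2.56e-06). With MW, 19 fell and 5 rose (19 and 5 over the list alone, adjusted p = 0.000642, and adjusted p = 0.0657 with an estimated correlation). With TM, 5 fell and 9 rose (5 and 9 over the list alone, adjusted p = 0.956).

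LDLR, the receptor that takes up LDL, changed at 3 h by 3.64 (SE 0.10) with MW, 2.95 (SE 0.10) with W and 2.40 (SE 0.10) with M. Of 23 cholesterol synthesis genes at 3 h, 21 rose and 1 fell (21 and 1 over the list alone, adjusted p = 5.34e-13) with MW. With W, 17 rose and 0 fell (17 and 0 over the list alone, adjusted p = 5.15e-17). With M, 22 rose and 0 fell (22 and 0 over the list alone, adjusted p = 5.07e-77). With TM 14 rose and 3 fell (14 and 3 over the list alone, adjusted p = 6.62e-06, and adjusted p = 0.120 with an estimated correlation), and with TW 5 rose and 3 fell (5 and 3 over the list alone, adjusted p = 0.798), where the median was 0.00 and the mean 0.07. For MW at 3 h, 1 lay above and 17 below the sum (1 and 18 over the list alone, adjusted p = 1.45e-21). At 6 h, 20 rose and 0 fell (20 and 0 over the list alone, adjusted p = 9.05e-13) with MW, and 3 lay above and 0 below the sum (6 and 0 over the list alone, adjusted p = 3.77e-07, and adjusted p = 0.0855 with an estimated correlation).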

W, TW, and MW all quickly downregulated biogenesis of RNA and protein, TW upregulated RNA metabolism, and MW upregulated cholesterol metabolism, which may be physiologic responses to ER stress (Faust and Kovacs, 2014; Christian and Su, 2014), whereas cells in TM regulated these processes more slowly. Perhaps through the combined protective effects of synergistically upregulating autophagy and downregulating biogenesis, cells treated with the W combinations were able to recover from an initial upregulation of intrinsic apoptosis in response to ER stress. In TM, however, the upregulation of autophagy and downregulation of biogenesis were not as robust, and cells gradually and synergistically downregulated metabolism and upregulated intrinsic apoptosis in response to ER stress (Figure 3—figure supplement 1A). These data indicate that drug combinations can induce SEGs that represent either protective responses or cell death, only the latter of which results in phenotypic synergy. This suggests SEGs are a necessary, but not sufficient, condition for synergy.

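LDHA changed in LNCaP at 24 h by -2.59 (SE 0.11) log2 units with TM, against -1.15 (SE 0.11) with T, and FH, the fumarase of the TCA cycle, by -1.48 (SE 0.06) against -0.76 (SE 0.06) (n = 3 each). Of 26 TCA cycle and precursor genes, 22 fell and 0 rose (23 and 0 over the list alone, adjusted p = 4.11e-07, and adjusted p = 0.120 with an estimated correlation) with TM at 3 h. At 12 h, 22 fell and 2 rose (23 and 2 over the list alone, adjusted p = 2.23e-07, and adjusted p = 0.0815 with an estimated correlation). At 24 h, 20 fell and 4 rose (20 and 4 over the list alone, adjusted p = 6.30e-06, and adjusted p = 0.0921 with an estimated correlation), with medians of -0.24, -0.52 and -0.69. Of 19 glycolytic genes, 11 fell and 1 rose (11 and 1 over the list alone, adjusted p = 0.00229, and adjusted p = 0.422 with an estimated correlation) at 3 h. At 12 h, 16 fell and 0 rose (16 and 0 over the list alone, adjusted p = 4.33e-08, and adjusted p = 0.0815 with an estimated correlation). At 24 h, 14 fell and 3 rose (14 and 3 over the list alone, adjusted p = 0.000352, and adjusted p = 0.222 with an estimated correlation). Oxidative phosphorylation subunits (34) had 29 down and 0 up at 3 h (29 and 0 over the list alone, adjusted p = 5.57e-09, and adjusted p = 0.153 with an estimated correlation) and 26 down and 3 up at 24 h (26 and 3 over the list alone, adjusted p = 6.39e-06, and adjusted p = 0.191 with an estimated correlation).

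Of 26 autophagy genes, 13 rose and 4 fell (13 and 4 over the list alone, adjusted p = 0.0483, and adjusted p = 0.494 with an estimated correlation) with TM at 3 h. At 12 h, 20 rose and 3 fell (20 and 3 over the list alone, adjusted p = 3.12e-07). Of 35 rRNA processing genes, 32 fell and 1 rose (32 and 1 over the list alone, adjusted p = 1.25e-12) at 12 h. At 24 h, 30 fell and 2 rose (30 and 2 over the list alone, adjusted p = 4.54e-09, and adjusted p = 0.0690 with an estimated correlation), with medians of -0.63 and -0.96.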

In MCF7, cell competition induced by varying levels of the synergistically active TF MYC may activate the synergistically upregulated *IRAK2* and its NFkB effectors (*NFKB1*, *CASP8*, and *NFKBIA* are upregulated in TM), triggering apoptosis in the less fit cells (Meyer et al., 2014). 

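MYC, the growth-promoting transcription factor, rose in MCF7 at 12 h by 2.44 (SE 0.05, adjusted p = 9.39e-69) log2 units with TM and 0.95 (SE 0.05, adjusted p = 2.33e-33) with M, and lay 1.48 (SE 0.07, adjusted p = 5.51e-37) above the sum of T and M (limma, n = 3 each). IRAK2 rose by 5.50 (SE 0.29) with TM, against estimates of 1.02 (SE 0.29) with T and 0.54 with M that miss the cutoff, and its excess over the sum was 3.93 (SE 0.41, adjusted p = 8.22e-15), which misses the MCF7 cutoff of 1e-18. NFKB1, the precursor of the p50 subunit, rose by 1.77 (SE 0.06, adjusted p = 4.78e-50) with TM and lay 1.89 (SE 0.08, adjusted p = 4.55e-39) above the sum, and NFKBIA lay 2.78 (SE 0.09, adjusted p = 3.85e-49) above it. CASP8, the initiator caspase of death receptors, rose by 0.88 (SE 0.10, adjusted p = 2.52e-14) with TM, short of the cutoff, and its departure from the sum was 0.38 (SE 0.14, adjusted p = 0.0118).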

Cells that are dying or undergoing ER stress produce damage-associated molecular patterns (Schaefer, 2014), which activate *TLR3* signaling through a *MYD88*-independent (*MYD88* and its adaptor *IRAK1* are synergistically downregulated in TM) and *TRIF*-mediated pathway leading to the activation pro-inflammatory NFkB signaling (Pandey et al., 2015). 

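TLR3, a receptor of double-stranded RNA, changed in MCF7 at 12 h by 0.65 (SE 0.71, adjusted p = 0.421) log2 units with TM (limma, n = 3), by 0.14 (SE 0.71, adjusted p = 0.890) at 3 h and by -1.22 (SE 0.71, adjusted p = 0.115) at 24 h. MYD88, the adaptor of most toll-like receptors, departed from the sum of T and M at 12 h by -1.34 (SE 0.11, adjusted p = 1.48e-19), and its change with TM had an adjusted p of 3.11e-42 in limma (n = 3). IRAK1, a kinase that MYD88 recruits, changed by -1.15 (SE 0.06, adjusted p = 8.43e-36) with TM and departed from the sum by -0.64 (SE 0.08, adjusted p = 1.35e-11), which misses the MCF7 cutoff. TICAM1, the gene of the adaptor TRIF, rose by 1.21 (SE 0.13, adjusted p = 3.45e-15) with TM, also short of it.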

All these biological processes (*TLR3* signaling, *MYD88*-independent and *TRIF*-dependent regulation of cytokines, NFkB signaling) are synergistically enriched in TM. The crosstalk between cellular stress response and innate immune signaling likely accounts for the enrichment of immunity functional classes (Muralidharan and Mandrekar, 2013). The emergence of these synergistic functional gene classes was not recapitulated by increasing monotherapy dose (Figure 3). Rather, they are unique to the combination. This suggests that a focus on known targets of monotherapies is insufficient to predict the effects of combinations.

The utilization of RNAseq technology allowed us to examine synergistic effects on RNA splicing, an approach not previously available to studies of synergy that used microarrays. Splicing may alter the proteomic function by adding or deleting a key regulatory protein domain (Chen et al., 2017). We found considerable activation of alternatively spliced genes in MCF7 cells in the combination TM but not in either monotherapy. It is of interest that these alternatively spliced genes typically were not differentially expressed themselves. We found that like synergistic gene expression, synergistic splicing was dramatically higher in TM than TW and MW. This likely represents a distinct molecular mechanism of synergy (Figure 6), consistent with previous work on transcription and alternative splicing (Pan et al., 2004). Exploring this preliminary evidence further, for example with long-read technology (Chen et al., 2017), may reveal a stronger role for isoform switching in drug response than previously thought.

While some previous research has indicated that synergy is context-specific (Lehár et al., 2009; Holbeck et al., 2017; Held et al., 2013), the DREAM Challenge results suggested that similarity of monotherapies is associated with synergy. We observed this phenomenon in the present study in an independent context, measuring similarity by transcriptome correlation, and validated the finding in the DREAM dataset (Figure 10A). We also examined the role of the previously identified relationship between PLD and similarity of monotherapy transcriptomes (Sirci et al., 2017), validating this relationship but finding that it does not appear to mediate the effect of correlation on synergy.

Our findings have led us to hypothesize about general features of synergy. Our analysis indicates that while all synergistic combinations have correlated monotherapies, the converse is not necessarily true: some drug pairs are correlated in gene expression, but do not generate a synergistic effect. Indeed, when we combine two doses of the same drug (sham combination), whose gene expression profiles are by nature correlated, this does not result in appreciably high EOB (Figure 2E). This suggests that the mechanism whereby synergy ensues from transcriptionally correlated but not identical drugs has to include the AND type of activation even if the double-down mechanism is dominant, as was the case in the transcriptional cascade of TM (Figure 9). Correlated monotherapies and SEGs appear to be related phenomena that are required for synergy, but insufficient to generate it in all cases. We propose a conceptual framework for the relationship between monotherapy correlation, number of synergistically expressed and spliced genes and the activation of key pathways to account for these findings in Figure 10B. In this framework, correlated monotherapies can act through the ‘double-down’ mechanism generating a transcriptional cascade resulting in expression of many SEGs. We hypothesize that where SEGs are enriched in pro-cell death genes as in our MCF7 data (Figure 3), this leads to phenotypic synergy. However, there may exist correlated drug pairs that generate only additive gene expression in biological processes such as PLD, or where SEGs appear but represent pro-survival programs or processes unrelated to cell viability, such as in LNCaP cells treated with TW or MW (Figure 3—figure supplement 2C). Under these conditions, correlated monotherapies would not result in a synergistic combination. Further studies on this theory in other contexts are necessary. However to our knowledge, only the data presented here, and the DREAM dataset we used, have matched post-treatment expression and viability data, limiting our ability to validate our findings regarding the gene expression patterns associated with synergy.

We have shown that gene expression correlation can be used to predict synergy with higher accuracy than the best performing algorithm in the DREAM Challenge (Figure 10C–D). As the DREAM dataset consists of microarrays in a lymphoma cell line, the importance of correlation appears to be independent of both cell type and gene expression measurement technology. Additionally, the monotonicity of our gene expression time course in the combination (Figure 4A) indicates gene expression at later time points can be predicted from earlier ones, and synergy can therefore be predicted from a single time point. These rules of synergy could therefore be used as the basis for *in silico* screening of drug pairs for synergy using existing gene expression datasets. This approach may be an efficient and cost-effective precursor to preclinical studies of drug synergy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	MCF7	American Type Culture Collection	Cat No. HTB-22	RRID:CVCL_0031
Cell line (*Homo sapiens*)	LNCaP	American Type Culture Collection	Cat No. CRL-1740	RRID:CVCL_1379
Chemical compound, drug	Withaferin A	Enzo Life Sciences	Cat No. BML-CT104-0010	
Chemical compound, drug	Mefloquine hydrochloride	Sigma-Aldrich	Cat No. M2319-100MG	
Chemical compound, drug	Tamoxifen citrate	Tocris Bioscience	Cat No. 0999	

### Cell culture

MCF7 (ATCC HTB-22) cells were obtained from ATCC. Cells were cultured according to manufacturer’s recommendations in ATCC-formulated Eagle's Minimum Essential Medium (Catalog No. 30–2003) with 10% heat-inactivated fetal bovine serum, and 0.01 mg/ml human recombinant insulin. LNCaP cells were purchased from ATCC (Cat No. CRL-1740) and stored in liquid nitrogen until use. Frozen vial was quickly thawed in 37C bath, and then cells were washed from DMSO by spinning in 15 ml vial filled with 10mls of PBS. Cells were re-suspended in RPMI media (ATCC, Cat No. 30–2001) supplemented with 10% Fetal Bovine Serum (ATCC, Cat No. 30–2021) and plated into 75 cm cell culture flask (Corning, Cat No. 430641). Growth media was changed every 3–4 days. After reaching confluence, cells were split at a ratio 1:6. Cultures were tested for mycoplasma periodically using MycoAlert (Lonza, Cat No. LT07-701) per manufacturer’s instructions.

To split, media was removed, cells were washed with PBS, and trypsin-EDTA mix was added for 5 min. After detachment, cells were washed with growth media, collected into 50 ml vial, spin down at 1000 RPM, suspended in fresh media and plated into 75 cm flasks. Cells were treated with Withaferin A (Enzo Life Sciences BML-CT104-0010), Mefloquine hydrochloride (Sigma-Aldrich M2319-100MG) or Tamoxifen citrate (Tocris 0999) in 0.3% DMSO for the viability time courses (Figure 1C–H, Supplementary files 4–5) or 0.4% DMSO for dose-response curves (Figure 1—figure supplement 1B, Supplementary file 6).

### Viability

The cells were plated at 10,000 cells per well in a clear bottom black 96-well plate (Greiner Cat. No. 655090) and a white 96-well plate (Greiner Cat. No. 655083) then they were placed in an incubator. After 24 hr, the plates were removed from the incubator and treated with drugs using the HP D300 Digital Dispenser. After the targeted drug treatment times, 100 µL of Cell-Titer-Glo (Promega Corp.) was added to the wells in the white 96-well plate and shaken at 500 rpm for 5 min. The plate was then read by the Perkin Elmer Envision 2104 using an enhanced luminescence protocol to count the number of raw luminescent units per well. For the black clear bottom 96-well plates, the plate was spun at 300 g for 5 min and all the cell media was removed. Methanol was then added at 200 µL per well and let sit at room temperature for 15 min. The methanol was removed from the wells and 200 µL of PBS with Hoechst 33342 nucleic acid stain at a final concentration of 1 µG/mL was then added to the wells. The plates were then imaged with the GE Healthcare IN Cell Analyzer 2000 that is equipped with a CCD camera. The IN Cell Analyzer software was used to count the number of cells detected in each well to calculate the viability. Three replicates were used for the combination experiments and two replicates for the dose experiments.

### Calculation of phenotypic synergy

#### Excess Over Bliss

Suppose a given drug combination XY inhibits $I_{XY}$ percent of the cells, and the X and Y monotherapies inhibit $I_{X}$ and $I_{Y}$ percent of the cells respectively. Note that $V_{XY}={(1-I}_{XY})$ is the viability of the cells, i.e. the percentage of cells that survive after administration of drugs X and Y. Then according to the Bliss model of no interaction between drugs X and Y, the percentage of viable cells in the cell culture treated with combination XY is expected to be $V_{X}V_{Y}=\left(1-I_{X}\right)\left(1-I_{Y}\right).$ In this calculation, any negative values of I that is growth promotion rather than inhibition are converted to 0. This value is used for the 'Bliss Additivity' viability in Figure 1C-H. As a result, the EOB independence (Bliss, 1939) is given as

$$EOB=100*(V_{X}V_{Y}-V_{XY})={100*(I}_{XY}-{(I}_{X}+I_{Y}-I_{X}I_{Y})),$$

which is the difference between the observed and expected inhibitions. EOB can take any value in the interval [−100,100] and a positive EOB implies synergy, a negative EOB implies antagonism and a value close to zero EOB implies additivity. By propagation of errors, the error of EOB is given as:

$$Error_{EOB}=\sqrt{SEM_{X}^{2}(1+I_{Y}^{2}–2I_{Y})+SEM_{Y}^{2}(1+I_{X}^{2}–2I_{X})+SEM_{XY}^{2}}$$

where SEM represents the standard error of the mean of the inhibition by a given drug.

#### Combination index

Although it is simple to calculate, the EOB described above has some limitations as a measure of synergy. For example, it may classify the combination of a drug with itself as synergistic. An alternative method to quantify synergy uses as a null hypothesis the Loewe additivity model and the associated quantity combination index (CI) (Chou and Talalay, 1984). The calculation of CI requires fitting a dose response curve to monotherapies. Therefore, one needs the inhibition values for different doses of monotherapies. As a result, we could only calculate CI for 12, 24, and 48 hr for the TM combination and 12 and 24 hr for the TW combination (Figure 1—figure supplement 1A) and only for viability measured using CellTiter Glo (Supplementary files 1–2).

Mathematically, the combination index CI is computed as

$$CI\;=\;D_{x1}/D_{1}+D_{x2}/D_{2},$$

where D_1_ and D_2_ are the required dosage of Drug one and Drug two to reach certain effect (percentage cell death in this case) when both drugs administered independently. On the other hand, D_x1_ and D_x2_ are the dosage required to attain the same percentage of cell death when both drug are given in combination. Accordingly, a CI < 1 suggests synergism, CI = 1 suggests additive and CI > 1 suggests antagonism between the drugs. We used the ComboSyn software (Chou and Martin, 2005) to compute CI.

### Processing of the RNA-seq data

The cells were plated at a density of 8000 cells per well in a 96-well plate (Greiner Cat. No. 655083) and placed in an incubator. After 24 hr, the plates were removed from the incubator and treated with drugs using the HP D300 Digital Dispenser. The cells were then collected at the targeted time point by removing the media and pipetting 150 µL of Qiagen Buffer RLT into each well. The plates were then frozen and stored at −80°C. For RNA extraction, the Qiagen RNeasy 96 kit (Cat. No. 74181) was used with the Hamilton ML STAR liquid handling machine equipped with a Vacuubrand 96-well plate vacuum manifold. A Sorvall HT six floor centrifuge was used to follow the vacuum/spin version of the RNeasy 96 kit protocol. The samples were treated with DNAse (Rnase-Free Dnase Set Qiagen Cat. No. 79254) during RNA isolation. The RNA samples were then tested for yield and quality with the Bioanalyzer and the Agilent RNA 6000 Pico Kit. The TruSeq Stranded mRNA Library Prep Kit (RS-122–2101/RS-122–2102) was then used to prepare the samples for 30 million reads of single end sequencing (100 bp) with the Illumina HiSeq2500. Three replicates were used for the combination experiments and two replicates for the dose experiments (Supplementary file 6).

### Generation of gene level count matrix

We aligned raw reads to hg19 reference genome (UCSC) using the STAR aligner (version 2.4.2a) (Dobin et al., 2013). We used the featureCounts (Liao et al., 2014) module from subread package (version 1.4.4) to map the aligned reads to genes in the hg19 reference genome, which provided us a gene count matrix with 38 samples and 23228 genes (Supplementary file 8). To reduce the noise due to low count genes, we kept genes with at least one count in at least three control (DMSO) samples at any time point. We normalized the resulting count matrix using Trimmed Mean of M-values (TMM) method (Robinson and Oshlack, 2010). We produced log base 2 of count per million (cpm) after adjusting plates as covariates (Source data 1, 2, 3). We used the voom package (Law et al., 2014) to model the mean variance trend in our data (Figure 1—figure supplement 2A–B). 

### Differential expression analysis

We used the limma (Ritchie et al., 2015) pipeline for differential expression analysis to compare treatment with DMSO at respective time points. We corrected the p-values into a false discovery rate (FDR) using BH procedure (Benjamini and Hochberg, 1995) for multiple testing (Source data 5, 6, 7). To determine an appropriate FDR cutoff for differential expression, we examined the data for each treatment at time 0. Time '0' represents a treatment of less than 30 min, during which drug is added and the cells are then immediately prepared for RNA collection. This time delay between treatment and RNA collection is likely long enough to allow transcription of immediate early genes. Immediate early gene expression has been shown to be induced within minutes following an external stimulus (Tullai et al., 2007). In the MCF7 combination experiments, the majority of the genes with low p-values at time 0 in our data are known immediate early genes (Tullai et al., 2007; Sas-Chen et al., 2012). We selected an FDR cutoff of $1{.0x10}^{-18}$ for differential expression (Figure 2 —figure supplement 1A), at which the only DEGs at time 0 over all treatments are well-known immediate early genes (Table 1). For the dose experiments, in which there were two replicates instead of three and thus lower p values, we selected $1.0{x10}^{-5}$ as the lowest FDR cutoff which produced at least as many DEGs as the combination experiments at 24 hr in both T and M (Figure 2 —figure supplement 1B). For the LNCaP combination experiments, we selected $1.0{x10}^{-15}$ as the lowest FDR cutoff for which there were no DEGs at time 0 for any treatments. We did not observe any immediate early genes with low p values at this time point in any treatments in LNCaP.

For the principle components analysis, we used the Python package scikit-learn (Pedregosa et al., 2011) to calculate the principle components on the the log fold change of gene expression over the corresponding time point in DMSO, as produced by limma, for each treatment and timepoint.

To calculate monotherapy correlation, for each monotherapy pair, we calculated the Pearson correlation between expression of genes that are differentially expressed in either monotherapy (FDR < 0.1).

### Time course gene expression clustering

To identify the sets of genes that exhibit similar responses to T, M, and TM, we clustered their RNA-seq expression profiles. We considered 5101 genes that are differentially expressed for at least one time point (0, 3, 6, 9, 12, or 24 hr) in at least one of the conditions (T, M, and TM). First, we computed the mean expression profile of each gene from the expression values of its three replicates A, B, and C (log_2_(cpm)). We then normalized the mean expression profiles of the 5101 genes by their respective response to DMSO.

Because we wanted to cluster genes that have similar response in T, M and TM, we joined the vector of normalized expression values in T, M, and TM for every gene. Thus, we obtain a vector for each gene that contains 18 values (three drugs * six time points). In order to introduce information about the derivative of the expression profiles, we also joined the delta expression value between each pair of consecutive time point (t3-t0, t6-t3, … t24-t12) for the three conditions. Therefore, the vectors to cluster contains each 33 values.

We applied a k-means clustering algorithms to group the expression vectors into k groups. In order to identify a suitable value for k, we computed the total within-cluster sum of squares for values of k running from 1 to 20. We then selected k equal to four clusters as we observed that the gain in information obtained with larger values of k was becoming considerably small. We ran 10,000 times the Hartigan-Wong implementation of the k-means algorithm (Hartigan and Wong, 1979) provided by Matlab with a maximum number of iterations set to 1000 before selecting the partitioning of the vectors that achieved the smallest total within-cluster sum of squares (Source data 7).

### Gene set enrichment analyses

In each treatment and time point, we separately analyzed the sets of upregulated and downregulated genes for pathways and processes using the built-in Fisher’s exact test of the Python package Scipy (Jones et al., 2001). We assessed enrichment in all gene sets of the GO_Biological_Process database downloaded from the Enrichr (Chen et al., 2013) library repository (http://amp.pharm.mssm.edu/Enrichr/#stats) and, to assess the known effects of tamoxifen, we used the gene set of estrogen receptor related genes downloaded from the Broad Molecular Signatures Database (Liberzon et al., 2011; Subramanian et al., 2005; Bhat-Nakshatri et al., 2009). We only performed the test where both gene sets contained at least three genes and the overlap contained at least two genes; if either criterion was not met, no p-value was returned, and a p-value of 1 was used for display in the figures. We then calculated the false discovery rate (FDR)-adjusted p-values using the Benjamini-Hochberg method available in the Python package Statsmodels (Seabold and Perktold, 2010). To select the gene sets that may explain the synergistic gene expression seen in Figure 2 and suggest biological processes involved in the synergistic drug response (Figure 1), we applied four criteria:

1. Synergistic gene sets were defined as those with an FDR less than 0.00001 in at least one time point in TM and less than 0.01 in all time points in TM, but greater than 0.00001 in all time points in TUM or greater than 0.01 in any time point in TUM. TUM refers to the union of genes from T and M that are either upregulated or downregulated.
2. Additive gene sets were defined as those with an FDR less than 0.00001 in at least one time point in TUM and less than 0.01 in all time points in TUM.
3. GO: Keyword searches for terms associated with each of the ten 2011 hallmarks of cancer (Hanahan and Weinberg, 2011) were performed in the Gene Ontology online database (Ashburner et al., 2000). For each hallmark of cancer, the highest level ontology relevant to it was selected, followed by 1–2 levels of children of that ontology that were connected by the relation ‘is_a’, ‘regulates’,‘positively_regulates’, or ‘negatively_regulates’. From the gene sets associated with all these ontologies, those with an FDR less than 0.01 in at least one time point in TM were selected. Five hallmarks remained after applying this filter: metabolism, immunity, cell death (only ‘apoptosis’ was significant), growth, and proliferation (only ‘cell cycle’ was significant).
4. To assess known drug targets including estrogen signaling as a target of tamoxifen (Shiau et al., 1998) and autophagy as a target of mefloquine (Sharma et al., 2012), we included four gene sets related to estrogen signaling from Broad Molecular Signatures Database and any gene sets from the GO Process database containing the words ‘autophagy’ or ‘estrogen’. Similarly to the hallmarks of cancer, any of these sets with an FDR less than 0.01 in at least one time point in TM were selected.

Together, the results of these four approaches comprise the gene sets shown in Figure 3, Figure 3—figure supplement 1, and Figure 4C.

We employed a similar approach to assess enrichment in cellular components, with a particular focus on the lysosome. We assessed enrichment in all gene sets of the GO_Cellular_Component database downloaded from the Enrichr (Chen et al., 2013) library repository (http://amp.pharm.mssm.edu/Enrichr/#stats) and, to assess the previously reported lysosomotropic effects of tamoxifen and mefloquine, we used the 250 most upregulated and 250 most downregulated genes in treatment with drugs associated with phospholipidosis, kindly provided by the authors of ‘Comparing structural and transcriptional drug networks reveals signatures of drug activity and toxicity in transcriptional responses’ (Sirci et al., 2017). Based on the findings of the same paper, we also created a gene set made up of the targets of the transcription factors TFEB and TFE3 from our MCF7 network and included it in analysis. The same criteria for statistical testing and false discovery rate procedure as above were used. To select gene sets associated with synergy or additivity, we applied three criteria:

1. Synergistic gene sets were defined as those with an FDR less than 0.00001 in at least one time point in TM and less than 0.01 in all time points in TM, but greater than 0.00001 in all time points in TUM or greater than 0.01 in any time point in TUM. TUM refers to the union of genes from T and M that are either upregulated or downregulated.
2. Additive gene sets were defined as those with an FDR less than 0.00001 in at least one time point in TUM and less than 0.01 in all time points in TUM.
3. Phospholipidosis candidates: We selected the top 20 gene ontology gene sets associated with phospholipidosis in Sirci et al. The gene set ‘cytoplasmic vesicle’ was too large to be included in the Enrichr library, so the gene sets for ‘cytoplasmic vesicle membrane’ and ‘cytoplasmic vesicle part’ were included in its place. From the gene sets associated with these cellular component ontologies as well as the gene sets representing the PLD_up and PLD_down gene signatures and the TFEB_TFE3 transcriptional targets (see above), those with an FDR less than 0.01 in at least one time point in T, M, TUM, or TM were selected. Note that unlike in the hallmarks of cancer analysis, we included any additive gene sets here.

Together, the results of these three approaches comprise the gene sets shown in Figure 3—figure supplement 2.

### Generation of exon level count matrix

We mapped the aligned reads to an in-house flattened exon feature file in hg19 reference genome build using featureCounts from subread package (1.4.4). The flattened exon feature file was generated based on gtf (hg19) downloaded from UCSC with overlapping exons from the same gene removed (Supplementary file 9).

### Synergistic splicing and exon expression

We used the short read splicing caller diffSplice (Hu et al., 2013) in the limma package (version 3.24.3) (Ritchie et al., 2015) as framework to detect synergistic spliced genes at each drug combination. We kept exons that have at least one read in at least one sample, and normalized the expressed exon counts using the TMM method (Robinson and Oshlack, 2010). For each combination treatment i at a given time point j, we tested synergistic exon expression (SEE) in the generalized linear model of:

$$See_{ij}=combo_{ij}+DMSO_{j}-singlet1_{ij}-singlet2_{ij}$$

We performed two statistical tests to detect synergistic exons expression and synergistic spliced genes. For the former, we performed exon level t-statistic test to detect differences between each exon and other exons from the gene, and defined exons with FDR < 0.05 as synergistically expressed (Figure 5). For synergistic splicing, we performed Simes test (Simes, 1986) for each gene to test the hypothesis of whether usage of exons from the same gene differed, genes with Simes-adjusted p-values<0.05 are defined as synergistically spliced genes.

### Generation of the MCF7 gene regulatory network

The original MCF7 network has been generated by Woo et al., 2015 using the network inference method ARACNE2 (Margolin et al., 2006) and 448 expression profiles for MCF7 cell line from the connectivity map database (CMAP2; RRID:SCR_015674; Lamb, 2007). The original network includes 20,583 probes, 1,109 of which are transcription factors, and 148,125 regulatory interactions. The interactions predicted by ARACNE2 are directed, unless an interaction is found between two TFs, in which case two edges are included in the list (TF1 to TF2 and TF2 to TF1). To obtain a network at the gene level, we applied a one-to-one HG-U133A probe to gene mapping (Lamb, 2007; Li et al., 2011). The mapping file used has last been updated on July 2015 (v3.1.3). We filtered out edges that don’t have both nodes present in the mapping list. Finally, in order to determine positive (activation) and negative (repression) interactions, we calculated the Spearman correlation and the corresponding p-value between each TF-target pair in the network. We then corrected the p-values for multiple hypothesis testing and removed edges with low confidence level (FDR < 0.05), which gave us the final network with 9,760 genes, 1101 TFs, and 48,059 regulatory interactions. For each TF in the network, we defined its positively/negatively regulated targets as the genes to which there exist an outgoing edge in the final network with a positive/negative Spearman correlation coefficient.

### Quantifying transcription factor activity

To calculate differential activity for each TF in our network, we examined its putative targets as determined by our network. We utilized a conservative method for this analysis that distinguishes positive effector and negative effector (repressor) functions of a TF (Figure 7—figure supplement 1; Source data 9). These functions have been found to be distinct (Foulkes and Sassone-Corsi, 1992; Wray, 2003; Partridge et al., 2016). With this analysis in mind, we performed four comparisons in each treatment and time point:

1. Positively regulated targets of TF and upregulated genes
2. Positively regulated targets of TF and downregulated genes
3. Negatively regulated targets of TF and upregulated genes
4. Negatively regulated targets of TF and downregulated genes

For each of these comparisons, we performed Fisher’s exact test as described above for gene set enrichment analysis. This resulted in two p-values for each transcription factor: one for its positive effector function and one for is negative effector function. We then applied the Benjamini/Hochberg FDR adjustment to all the resulting p-values over all time points for the treatment.

We used an FDR cutoff of 0.05 to determine differential activity, and we determined the direction of differential activity of each regulon type (Figure 7—figure supplement 1) as follows:

1. Positively regulated targets of TF enriched in upregulated genes → positive effector function activated
2. Positively regulated targets of TF enriched in downregulated genes → positive effector function inactivated
3. Negatively regulated targets of TF enriched in upregulated genes → negative effector function inactivated
4. Negatively regulated targets of TF enriched in downregulated genes → negative effector function activated

We then analyzed each set of two FDR values for the same transcription factor, treatment and time point. If positive and negative effector functions were both activated or both inactivated, the transcription factor was labeled concordant. If one effector function was activated and the other inactivated, the transcription factor was labeled discordant. If only one effector function was differentially active, the transcription factor was labeled unique. For 33 transcription factors in 142 cases across all treatments and time points, the same effector function was found to be both activated and inactivated by the above criteria. These nonsensical results were removed from further analysis, and may be due to transcription factors with an unusually large number of targets.

For each of 1101 transcription factors (Woo et al., 2015), we identified positively regulated targets and negatively regulated targets using an MCF7-specific transcriptional regulatory network generated by the ARACNe network inference algorithm (Margolin et al., 2006). These two sets represent the distinct targets of each TF’s positive effector function and negative effector function. We then assessed the enrichment of each set of targets in the lists of upregulated and downregulated genes in each treatment with respect to DMSO. These enrichment results were used to determine whether transcription factors were activated or inactivated with respect to DMSO (Figure 7—figure supplement 1). Most transcription factors were uniquely differentially active in their positive effector or negative effector functions, but not both (Figure 7—figure supplement 2A–B).

To account for some transcription factors having very similar sets of targets, we performed Fisher’s exact test as above for all possible pairs of transcription factor target sets among those that were significant at each treatment and time point. We then applied the Benjamini/Hochberg FDR adjustment to all the resulting p-values. For each case where the FDR was significant, we then performed Fisher’s exact test to assess enrichment of the relevant dysregulated genes in each of three sets: the intersection of the two transcription factor target sets, and each of the target sets individually with the intersection excluded. We then applied the Benjamini/Hochberg FDR adjustment to all the resulting p-values over all cases. Finally, where one effector target set was significantly enriched but the other was not, with their intersection excluded, the significant target set was retained as differentially active, using the original FDR values. All the rest were removed from further analysis.

### Graphical representation of the transcriptional cascade

Figure 9 shows the evolution of the active transcriptional network after introducing the two drugs T and M. Figure 9—figure supplement 1 provides a more detailed representation of the mechanisms responsible for the activation of the synergistic TFs. In Figure 9—figure supplement 1, each oval represents the set of TFs that are activated under T, M, and/or TM (Source data 10): (101) indicates the set of TFs active in T and TM but not in M, (011) indicates the set of TFs active in M and TM but not in T, (111) indicates the set of TF active in T, M, and TM. Finally, (001) are TF active in TM but not in T or M. The number next to each oval indicates the number of TFs in that set. In this way we can keep track of the activation of synergistic TFs (001) in TM in terms of the activation of a pair of parent TFs, one in T (101) and one in M (011), or of one parent TF active also in T and M (111), and doing so at each time point. For example, for the time point at 3 hr (Figure 9—figure supplement 1), there 2 TFs active in T, M, and TM that belong to set (111), 2 TFs active only in M and TM that belong to set (011), and no TF active in T and TM but not in M (101). The middle layer of this representation contains three sets of synergistic TFs that are only active in TM, but not in T or M (001) (grey ovals). Each of these three sets include TFs whose regulators (i.e, their own TFs) are at least one TF in (111) (TF activated through the double-down mechanism: left grey oval in the middle layer), or has two or more parents with one in (101) and the other in (011) (TF activated through the AND mechanism: right grey oval in the middle layer), or has three or more parents from sets (101), (111) and (011) (TFs activated through both double down and AND mechanisms: middle grey oval in the middle layer). At 3 hr only the double-down mechanism can explain nine synergistic TFS, which in turn are parents and can explain the activation of 16 additional synergistic TFs, as indicated in the third layer of (Figure 9—figure supplement 1). To the right of the construct we just discussed, there are two more pairs of ovals. The first pair of contains an oval with dashed border, indicating the synergistic TFs that were active at the previous time point (t = 0 for 3 hr) and the arrow points to the grey oval that indicates how many synergistic TF ative at 3 hr can be ascribed to the activation of its regulators in the earlier time point. At 3 hr, both sets are empty. In the rightmost pair of ovals, the bottom one represents the set of TFs whose activation cannot be explained using any of the above mechanisms. Finally, the diagrams for 12 and 24 hr show additional sets of ovals representing TFs that belong to set (101), (011) and (111) at the previous time point, and that are needed to explain some of the synergistic TFs at the current time point, and whose numbers are indicated in italics in the middle layer of the diagram.

### Drug synergy prediction in the DREAM dataset

The DREAM expression matrix was downloaded from Synapse (https://www.synapse.org/#!Synapse:syn2785787). To assess PLD in the DREAM data, we used the aforementioned limma (Ritchie et al., 2015) pipeline to calculate differential expression in each treatment compared to DMSO. Then we calculated enrichment of the 500 PLD genes (Sirci et al., 2017; see above) in the genes with FDR <0.05 in either monotherapy for each drug pair, using Fisher’s exact test as described above. For the correlation-based classifier, for each monotherapy pair, we calculated the Pearson correlation between expression of genes that are differentially expressed in either monotherapy (FDR < 0.1) in the NCI-DREAM data. We ranked the resulting correlations in descending order to calculate a ranking of drug synergy. To test performance by the same measures as the NCI-DREAM challenge, we used the AUROC and AUPR for synergistic drug combination. For the AUC analysis, we used the same criteria as in the dream challenge for the definition of phenotypic synergy resulting in 16 synergistic drug pairs out of the total 91 pairs. To compare our method to DIGRE, we computed the Bayes factor (Berger and Pericchi, 2014), a bootstrapped performance distribution between two classifiers. A Bayes factor of 2, for example, means that the first classifier outperformed the second at a 2-to-1 ratio. Two methods that have a Bayes factor <3 may be considered statistically indistinguishable (Kass and Raftery, 1995).

## Data Availability

Raw RNAseq data have been deposited in GEO under accession code GSE149428. Code is available at github.com/jennifereldiaz/drug-synergy (copy archived at https://github.com/elifesciences-publications/drug-synergy). The following dataset was generated: DiazJEAhsenMEStolovitzkyG2020The transcriptomic response of cells to a drug combination is more than the sum of the responses to the monotherapiesNCBI Gene Expression OmnibusGSE14942810.7554/eLife.52707PMC754673732945258 The following previously published dataset was used: BansalMYangJKaranCMendenMPCostelloJCTangHXiaoGLiYAllenJZhongRChenBKimMWangTHeiserLMRealubitRMattioliMAlvarezMJShenYNCI-DREAMCommunityGallahanDSingerDSaez-RodriguezJXieYStolovitzkyGCalifanoA2014sub challenge 2, Drug Synergy PredictionSynapse10.7303/syn2785787

## Additional files

Source data 1. Log counts per million of MCF7 cell combination treatment experiments.

Source data 2. Log counts per million of MCF7 cell monotherapy dose experiments.

Source data 3. Log counts per million of LNCaP cell combination treatment experiments.

Source data 4. Archive of MCF7 combination experiments differential expression data.

Source data 5. Archive of MCF7 dose experiments differential expression data.

Source data 6. Archive of LNCaP differential expression data.

Source data 7. k-means clusters assigned to genes.

Source data 8. Archive of differential splicing data.

Source data 9. Archive of differential transcription factor activity data.

Source data 10. Archive of transcription factors involved in the transcriptional cascade.

Supplementary file 1. Viability data and calculated EOB for TM dose matrices at 12, 24, and 48 hr in MCF7. Actual values of negative inhibition in monotherapies are included in the heatmap at left. Monotherapy inhibition values used to calculate EOB are shown in the table at right (i.e. Drug1_NPI).

Supplementary file 2. Viability data and calculated EOB for TW dose matrices at 12, 24, and 48 hr in MCF7. Actual values of negative inhibition in monotherapies are included in the heatmap at left. Monotherapy inhibition values used to calculate EOB are shown in the table at right (i.e. Drug1_NPI).

Supplementary file 3. Time courses viability data of TM, TW, and MW in MCF7.

Supplementary file 4. Time courses viability data of TM, TW, and MW in LNCaP.

Supplementary file 5. Viability data and calculated EOB for TM, TW, and MW at 48 hr in LNCaP.

Supplementary file 6. Viability data for T and M dose and calculated EOB for sham combinations in MCF7.

Supplementary file 7. Archive of Raw Fastq IDs.

Supplementary file 8. Archive of raw expression files.

Supplementary file 9. Exon counts.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

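Gene expression was measured as RNA in 2 human cancer cell lines, MCF7 of breast cancer and LNCaP of prostate cancer, treated with tamoxifen (T, 20 uM), mefloquine (M, 10 uM), withaferin A (W, 5 uM), their pairs (TM, TW, MW) or the solvent DMSO, and in LNCaP also with all 3 drugs (TMW). Collection times ran from 0 to 24 h in both lines, with 3 replicates per group, and 0 h is about 30 min after addition. The series lists 282 samples, of which 270 have a column in the expression tables, 126 libraries in 42 groups for MCF7 and 144 in 48 for LNCaP. The other 12 are MCF7 samples at 48 h and are not analysed here.

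The authors sequenced stranded mRNA libraries as single reads of 100 bp, aligned them to hg19 with STAR 2.4.2a, counted reads per gene with featureCounts of Subread 1.4.4, kept genes with at least 1 count in at least 3 DMSO samples at a time point, and scaled the libraries by the TMM method. The values the authors deposited are log2 CPM, one table per cell line, with 16724 genes for MCF7 and 15015 for LNCaP, after 1 row per table that names no gene was left out. The deposited log2 values were checked for the form log2((count + 0.5) / (scaled library size + 1) x 1e6). Whole counts came back for 100% of values in both tables, within 1.9e-08 in MCF7 and 1.2e-08 in LNCaP, and the formula returns the deposited values within 5.5e-14. No adjustment of single genes for plate is visible in values of this form, although the methods of the paper name plates as covariates. Plate 1 holds 0 and 3 h, plate 2 holds 6 and 9 h and plate 3 holds 12 and 24 h, each with its own DMSO, so comparisons within a time lie within a plate. The methods name hg19, while the header of the count table for LNCaP in Supplementary file 8 names an hg38 gene set. GC content and numbers of exons come from a GRCh37 annotation, and values are used by gene symbol.

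Library totals recovered from the tables ranged from 14777888 to 31005291 counts in MCF7 (median 24328133) and from 10849751 to 34174074 in LNCaP (median 23241260). They count reads without molecular identifiers, and such reads are not independent molecules. No interval given here is one of read counts. Those of SEG shares are binomial over genes and those of genes of 1 exon are bootstraps over genes, so neither covers the spread between replicates, which the limma tests and the fits without a replicate do.

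Differential expression was computed with limma 3.58.1 in R 4.3.3, in 1 fit per cell line on all its groups, with group means as coefficients, contrasts with DMSO of the same time, eBayes with a variance trend and Benjamini-Hochberg adjustment over all genes of the table. Residual degrees of freedom were 84 and 96, with prior degrees of freedom of 12.5 and 10.3. Differentially expressed genes (DEGs) pass the paper's FDR cutoffs of 1e-18 in MCF7 and 1e-15 in LNCaP, and synergistically expressed genes (SEGs) are DEGs of a pair that are DEGs in neither of its monotherapies at that time. Departure from the sum is the contrast of the pair minus both monotherapies plus DMSO on the log2 scale. Correlations of monotherapies use genes at FDR below 0.1 in either. Excess over Bliss (EOB) is the paper's, from Supplementary files 3 and 4, with p-values from 100000 permutations. Clusters come from k-means with 4 centers and 200 starts on 33 features of T, M and TM in MCF7. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

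Gene lists were tested with limma camera at a preset correlation between genes of 0.01, adjusted over the 30 lists of a contrast, and again with the correlation estimated. Members were counted as risen or fallen at FDR below 0.05 over all genes, and again with adjustment over the list alone. Enrichment of the lists among DEGs was tested by Fisher's exact test against all genes of the table, adjusted over the 30 lists, a test added after the results were seen. Lists on stress and death were ER stress and unfolded protein response, ATF4 targets of amino acid synthesis and transport, apoptosis pro-apoptotic, autophagy, lysosome TFEB targets, heat shock response, oxidative stress NRF2 targets, p53 targets, metallothioneins, AhR targets, proteasome subunits. Lists on growth and metabolism were cell cycle DNA replication, cell cycle mitosis, histones replication-dependent, rRNA processing and ribosome biogenesis, tRNA processing and mitochondrial RNA processing, oxidative phosphorylation, TCA cycle and precursor metabolism, glycolysis, cholesterol synthesis, fatty acid synthesis. Lists on signaling were estrogen receptor targets induced by estrogen, androgen receptor targets induced by androgen, immediate early genes, NF-kappaB toll-like receptor and cytokine genes. Lists of cell markers were breast luminal markers, prostate luminal markers, fibroblast markers, neural and mesenchymal markers, blood cell markers, and 5 of the neural and mesenchymal genes come from Table 1 of the paper.

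Genes were named by rule: genes the paper names, the 6 largest rises and 4 largest falls past the cutoff for each treatment in MCF7 at 12 h and LNCaP at 24 h (mean of at least 1 log2 CPM, all treated libraries on the same side of all DMSO libraries), the 3 members of a list with the largest change in the contrast reported, and the 5 largest departures from the sum on each side for TM. Values in the paper's tables of limma results had been seen in part when the rule was set. Genes outside the rule are said to be chosen after their values were seen.

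The pipeline was tested on simulated data, with 50 genes changed per size in TM against DMSO at 12 h. At the cutoff it returned 0, 30, 48 and 50 of them in MCF7 for changes of 0.5, 1, 2 and 3 log2 units, and 0, 34, 48 and 50 in LNCaP. For departures from the sum it returned 0, 12, 40 and 47, and 0, 17, 45 and 49.

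Alternatives changed the FDR and size thresholds, the genes tested, the variance trend, robust eBayes, library weights, scaling by median shift or quantiles, a replicate block, the replicates and times in the fit, voom weights on the recovered counts, a GC trend per library and the library farthest from its group. Samples of TMW are reported in the closing section alone. Dose series, splicing and transcription factor activity are not analysed here.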

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

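Some genes changed in opposite directions at 3 and 24 h. In MCF7 the kinase MAP3K8 changed with W by -0.99 at 3 h and 1.94 at 24 h, the immediate early gene EGR3 with TM by 1.75 at 3 h and -2.77 at 24 h, and the NF-kappaB inhibitor NFKBIA with TW by -2.22 at 3 h and 1.18 at 24 h. In LNCaP the chaperone HSPH1 changed with TW by 3.13 at 3 h and -1.53 at 24 h. These 4 genes were chosen after their values were seen, from those called at both times with opposite signs, of which MCF7 had 11 with W, 7 with TM, 20 with TW and 17 with MW, and LNCaP 2 with TM, 17 with TW and 9 with MW.

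In this part, the comparison of 24 h with 3 h and the tests on the genes higher with TM at 0 h were chosen after the results were seen, and the counts over other groupings of whole libraries were planned. The difference between the changes at 24 and 3 h was itself tested in limma, at the FDR cutoff of each line. In MCF7 it passed for 180 with T (27 higher and 153 lower at 24 h), 26 with M (3 higher and 23 lower at 24 h) and 1939 with W (835 higher and 1104 lower at 24 h). For the pairs it passed for 1650 with TM (658 higher and 992 lower at 24 h), 3196 with TW (1148 higher and 2048 lower at 24 h) and 2199 with MW (966 higher and 1233 lower at 24 h). In LNCaP it passed for 383 with T (63 higher and 320 lower at 24 h), 45 with M (0 higher and 45 lower at 24 h) and 248 with W (76 higher and 172 lower at 24 h). For the pairs there it passed for 1211 with TM (431 higher and 780 lower at 24 h), 2264 with TW (865 higher and 1399 lower at 24 h) and 1133 with MW (401 higher and 732 lower at 24 h). Libraries of 3 and 24 h come from separate plates, each with its own DMSO.

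In the 3 MCF7 TM libraries at 0 h, 62 genes were higher than DMSO by at least 1 log2 unit at FDR below 0.05, most of them outside Table 1, with a median of 2.73. They added 62.3 CPM in all, 17.4 of it in C20orf24, 5.01 in LRRC26, 4.55 in VIM and 4.45 in BCAN. C20orf24 and LRRC26 were also higher with TM at 0 h in LNCaP, by 1.89 and 1.42 log2 units, which was not particular to TM. In LNCaP at 0 h both also passed an FDR of 0.05 with T, at 1.59 and 1.30, with MW, at 1.96 and 1.68, and with TW. Neither gene passed it there with M, W or TMW. A drug response kept at 3 h is argued against, since 8 of the 62 were higher at 3 h, where the median was 0.14. Reads from LNCaP libraries stay open. Of 8 prostate luminal markers measured 0 were higher (median 0.11), but KLK2, KLK3 and STEAP2 are absent from the MCF7 values, so the test cannot decide. RNA or reads from cells of another kind may be a source and stays open, since 9 of 14 neural and mesenchymal markers were higher (median 2.13), but outside Table 1, from which 5 of the 14 were taken, 4 of 9 were (CDH2, NES, SOX10 and SPARC, named after their values were seen, median 0.59), too few to decide. Fibroblast markers were higher in 1 of 6 (median 0.17) and blood cell markers in 0 of 8 (median 0.15). These 3 libraries are the only ones of their plate in their sequencing lane according to Supplementary file 9, so lane and treatment cannot be told apart, and a response that ends before 3 h was not tested.

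The 3 treated and 3 DMSO libraries of a comparison can be grouped in 10 ways, so the share of groupings with a count as large cannot be under 0.1. For the DEG counts at 3 to 24 h, those of all 3 drugs together (TMW) included, the real grouping was 1 of 10 and the highest of the other groupings was 0. For T, M, W, TM, TW and MW the real counts at 3, 6, 9, 12 and 24 h were 22, 43, 588, 561, 613 and 606, then 69, 170, 2664, 2005, 2596 and 2416, then 87, 171, 3944, 2832, 3972 and 3507, then 166, 273, 4421, 3515, 4410 and 4026, then 606, 187, 4421, 4249, 5679 and 4526 in MCF7. In LNCaP the counts in the same order were 5, 46, 442, 230, 461 and 759, then 80, 8, 1437, 1191, 2189 and 2059, then 78, 20, 1329, 1605, 2791 and 2526, then 162, 71, 887, 1570, 2786 and 2320, then 1252, 321, 1321, 3636, 4931 and 3036. At 0 h the real counts were 5 with W, 3 with TW and 4 with MW in MCF7, with a highest other of 0. Where 0 genes were called at 0 h, with T, M and TM in MCF7 and every treatment in LNCaP, all 10 groupings gave 0.

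Genes that depart from the sum of 2 monotherapies can be tested against 100 random groupings, the real one included. Groupings of whole libraries carry the changes of each drug into mixed groups and widen the spread there, so they do not show alone what chance gives. The residuals of the libraries from the sum were therefore regrouped too, in a test chosen after the results were seen, where the spread is still widened for genes that depart from the sum. In MCF7 at 12 h the counts were 1246 for TM (highest other 1, as large in 1), 59 for TW (highest other 2, as large in 1) and 136 for MW (highest other 3, as large in 1). In LNCaP at 24 h they were 884 for TM (highest other 175, as large in 1), 1158 for TW (highest other 241, as large in 1) and 73 for MW (highest other 56, as large in 1), and at 12 h 8 for TM (highest other 33, as large in 3), 9 for TW (highest other 59, as large in 2) and 0 for MW (highest other 85, as large in 100). With the residuals the highest other was 0, 0 and 0 in MCF7, 0, 33 and 1 in LNCaP at 24 h and 0, 0 and 0 at 12 h, in the same order. The 0 of MW in LNCaP at 12 h was reached by all 100 groupings of the residuals, and each other count by 1 of 100, the real one. For MCF7 and for LNCaP at 24 h, groupings of whole libraries also reached the counts in 1 of 100. At 12 h in LNCaP they reached the 8 of TM in 3 and the 9 of TW in 2. The widened spread favors low counts among the residuals, so chance is not settled for these 2 counts. Some groupings of whole libraries called several times the real count at 12 h in LNCaP, and the reason was not tested.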

How the results depend on the processing

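Removal of the GC trend of each library, voom weights on the recovered counts, the fits without the library farthest from its group, and the subsets of points with TM alone or of 1 line without TM were chosen after the data were seen, and the other alternatives were planned. For the named genes none of 4583 comparisons with an alternative reversed a call, 4317 stayed on their side of the cutoff, 214 lost the call and 52 gained it. Gene lists kept side and direction in 8787 of 9320 comparisons, with 442 lost, 91 gained and 0 reversed. Of the 442 losses 318 came with the estimated correlation alone, out of its 932 comparisons. Of the DEG counts 629 of 960 stayed within 1.5 times the reported count, of the SEG shares 467 of 480, of the counts of genes beyond the sum at 12 h 49 of 90 and of those in LNCaP at 24 h 27 of 45, of the calls at 0 h 81 of 132, of the Table 1 values 337 of 498, and of the TMW counts 58 of 80. The cause was not tested for the changes below, apart from the looser or stricter thresholds, which change the counts by their construction.

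At FDR below 0.05 with a log2 change of at least 1, the DEG counts at 3, 12 and 24 h that left the range of 1.5 times were in MCF7 at 3 h T 116, M 135, W 1144, TM 1057, TW 1217 and MW 1183, in MCF7 at 12 h T 453 and M 631, in MCF7 at 24 h T 1103 and M 569, in LNCaP at 3 h T 63, M 176, W 1027, TM 723, TW 1099 and MW 1451, in LNCaP at 12 h T 582, M 264 and W 1728, in LNCaP at 24 h T 1899, M 646 and W 2305, and 15 more at 6 and 9 h (all higher). With the same threshold and only the samples of that time in the fit they were in MCF7 at 3 h T 85, M 102, W 1070, TM 993, TW 1158 and MW 1116, in MCF7 at 12 h T 538, M 720 and MW 6107, in MCF7 at 24 h T 1104 and M 597, in LNCaP at 3 h T 69, M 181, W 1029, TM 731, TW 1105 and MW 1436, in LNCaP at 12 h T 534, M 217 and W 1657, in LNCaP at 24 h M 578 and W 2233, and 15 more at 6 and 9 h (all higher).

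At the other line's cutoff they were in MCF7 at 3 h T 34 and TM 871, in MCF7 at 12 h T 263 and M 428, in MCF7 at 24 h M 316, in LNCaP at 3 h T 1, M 25, W 283, TM 140, TW 302 and MW 459, in LNCaP at 12 h T 81, M 30, W 539 and TM 1010, in LNCaP at 24 h M 191, and 10 more at 6 and 9 h (4 higher and 6 lower). Library weights gave in MCF7 at 3 h T 61, M 106, W 1102, TM 937, TW 1301 and MW 1170, in MCF7 at 12 h T 558 and M 823, in MCF7 at 24 h T 1038 and M 597, in LNCaP at 3 h T 65, M 261, W 1282, TM 561, TW 1326 and MW 3197, in LNCaP at 12 h T 1085, M 503, W 2921, TM 893, TW 6083 and MW 4108, in LNCaP at 24 h T 3026, M 1332, W 3283, TM 5739 and MW 6724, and 20 more at 6 and 9 h (all higher).

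With robust eBayes the count was in LNCaP at 3 h T 3, with voom weights in LNCaP at 3 h T 3, in LNCaP at 12 h M 110, without the library farthest from its group in LNCaP at 12 h TM 1020, and with the GC trend removed in MCF7 at 12 h M 413, in MCF7 at 24 h M 310, in LNCaP at 12 h T 253 and M 116, while at 6 and 9 h 1 left the range with voom weights (lower) and 4 with the GC trend removed (all higher). For TMW the counts were in LNCaP at 3 h TMW 991 at the FDR of 0.05, in LNCaP at 3 h TMW 986 with only the samples of that time, and in LNCaP at 3 h TMW 733, in LNCaP at 12 h TMW 5953, in LNCaP at 24 h TMW 2640 with library weights, and at 6 and 9 h 1, 1 and 2 more left the range (higher).

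SEG shares at 3, 12 and 24 h outside the range were in MCF7 at 3 h TW 28.3% at FDR below 0.05 with a log2 change of at least 1, and in MCF7 at 3 h TW 27.1% with only the samples of that time. Library weights gave in MCF7 at 24 h TW 16.9%, in LNCaP at 12 h TM 28.9% and MW 35.7%, in LNCaP at 24 h TW 33.7%, and in LNCaP TW 22.2% at 6 h and 26.2% at 9 h and MW 24.9% at 9 h, the fit without the farthest library in MCF7 at 3 h TW 11.4%, in LNCaP at 3 h TW 15.1%, and removal of the GC trend in LNCaP at 3 h MW 32.2%. For MCF7 TM they stayed within the range under these alternatives. They left it at an FDR of 0.05 with no limit on the change (42.9, 44.7, 41.9 and 40.4% at 6, 9, 12 and 24 h), at 0.01 (52.5, 54.9, 50.9 and 49.1% at the same times) and at 0.001 (60.1 and 58.2% at 12 and 24 h).

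Counts of genes beyond the sum at FDR below 0.05 with a departure of at least 1 were in MCF7 at 12 h TM 3337, TW 612 and MW 928, in LNCaP at 12 h TM 903, TW 482 and MW 208. With library weights they were in MCF7 at 12 h TM 2663, TW 298 and MW 557, in LNCaP at 12 h TM 17, TW 270 and MW 53, at the other line's cutoff in MCF7 at 12 h TW 133 and MW 247, in LNCaP at 12 h TM 2 and TW 2, and with the GC trend removed in MCF7 at 12 h TW 123 and MW 263, in LNCaP at 12 h TM 25 and MW 4. Quantile normalization gave in LNCaP at 12 h TM 14, voom weights in LNCaP at 12 h TM 17, the replicate block in LNCaP at 12 h TM 17 and MW 1 and the fit without the farthest library in LNCaP at 12 h MW 1.

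Calls at 0 h numbered, at FDR below 0.05, in MCF7 T 7, M 3, W 1055, TM 352, TW 830 and MW 1372, in LNCaP T 1031, W 2, TM 41, TW 9 and MW 3910. With only the samples of 0 h they were in MCF7 T 2, M 1, W 835, TM 170, TW 629 and MW 1177, in LNCaP T 46, M 1, W 2, TM 44, TW 7 and MW 3475. With the GC trend removed at that FDR they were in MCF7 T 8, M 8, W 1069, TM 375, TW 810 and MW 1648, in LNCaP T 109, M 2, W 2, TM 43, TW 19 and MW 278, and at the cutoff in MCF7 TW 7. The other line's cutoff gave in MCF7 TM 1 and TW 7, voom weights in MCF7 W 3 and MW 2, the fit without the farthest library in MCF7 TM 1 and the replicate block in MCF7 TW 5.

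The relation of EOB to the log of the number of SEGs and to the correlation of the monotherapies changed with the points used. Over all 30 points it was Pearson 0.563 and Spearman 0.475 for SEGs and Pearson 0.612 and Spearman 0.477 for correlation, and the values that lost the call or reversed follow. With TM left out the values were Pearson 0.291 for SEGs, Spearman 0.194 for SEGs, Pearson -0.203 for correlation and Spearman -0.395 for correlation, and with TM alone Spearman 0.624 for SEGs, Pearson 0.494 for correlation and Spearman 0.515 for correlation. In LNCaP alone they were Pearson 0.134 for SEGs, Spearman -0.0179 for SEGs and Spearman 0.500 for correlation, in LNCaP without TM Pearson -0.142 for SEGs, Spearman -0.273 for SEGs, Pearson -0.275 for correlation and Spearman -0.455 for correlation, and in MCF7 without TM Pearson -0.254 for correlation and Spearman -0.103 for correlation. With 0 h included they were Pearson 0.288 for SEGs, without the 2 farthest points Spearman 0.371 for correlation, and with library weights Spearman 0.343 for SEGs. A negative value is a relation that reversed, and none of the values that lost the call or reversed passes a permutation p of 0.05. Of 84 comparisons of these relations 64 kept side and direction, among them the relation to SEGs in MCF7 without TM and the Pearson r of 0.708 for correlation in LNCaP alone.

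Correlations of monotherapies over the genes past the cutoff in either drug lay under the upper 95% limit of simulated noise for T with M at 3 h. They were 0.635 in MCF7 and 0.642 in LNCaP, with limits of 0.699 and 0.802 over so few genes. The simulation holds noise alone, whose correlation through shared controls does not depend on its size. These genes passed the cutoff, so a value under the limit does not show that noise made it. Over such genes, correlations newly passed the limit in LNCaP in 4 comparisons, for M with W at 0.614, 0.655 and 0.630 at 9, 12 and 24 h (limits 0.580, 0.597 and 0.573) and for T with W at 0.574 at 6 h (limit 0.569). Of 390 comparisons of these correlations 384 kept their side. The genes clustered numbered 8052 at FDR below 0.05 with a log2 change of at least 1.

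For 10 lists of processes that the paper's statements name, adjusted p values with TM that crossed 0.05 with an estimated correlation were in MCF7 at 12 h against DMSO oxidative phosphorylation 0.181, TCA cycle 0.0586 and glycolysis 0.0684, in MCF7 at 12 h beyond the sum autophagy 0.0822, DNA replication 0.0791, oxidative phosphorylation 0.643 and glycolysis 0.309, in LNCaP at 24 h against DMSO apoptosis 0.0694, autophagy 0.0694, mitosis 0.0694, NF-kappaB and cytokines 0.0694, oxidative phosphorylation 0.191, TCA cycle 0.0921 and glycolysis 0.222, in LNCaP at 24 h beyond the sum apoptosis 0.149, DNA replication 0.149, mitosis 0.149, NF-kappaB and cytokines 0.149, oxidative phosphorylation 0.249, TCA cycle 0.353 and glycolysis 0.353. For the other 20 lists in the same 4 contrasts, 33 of 80 comparisons lost the call that way and 47 kept their side. For the 10 lists, with quantile normalization they were in MCF7 at 12 h against DMSO apoptosis 0.0474, in MCF7 at 12 h beyond the sum autophagy 0.0648 and estrogen targets 0.0205, with the GC trend removed in MCF7 at 12 h beyond the sum oxidative phosphorylation 0.0574 and glycolysis 0.196, with genes of at least 1 log2 CPM in MCF7 at 12 h beyond the sum oxidative phosphorylation 0.0575, and with the median shift in MCF7 at 12 h beyond the sum oxidative phosphorylation 0.114.

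With replicate A, B or C left out of every group, which leaves 2 libraries per group, DEG counts ranged in MCF7 at 3 h T 0 to 9, M 7 to 26, W 169 to 337, TM 126 to 292, TW 186 to 365 and MW 160 to 330, in MCF7 at 12 h T 8 to 48, M 35 to 102, W 2139 to 2996, TM 1435 to 2268, TW 2132 to 2977 and MW 1874 to 2637 and in MCF7 at 24 h T 135 to 224, M 6 to 76, W 2079 to 2983, TM 2014 to 2892, TW 3207 to 4141 and MW 2188 to 2980. The ranges were in LNCaP at 3 h T 0 to 3, M 6 to 32, W 73 to 238, TM 15 to 155, TW 83 to 272, MW 107 to 333 and TMW 42 to 278, in LNCaP at 12 h T 3 to 61, M 0 to 25, W 103 to 332, TM 159 to 698, TW 807 to 1555, MW 608 to 1127 and TMW 1324 to 2486 and in LNCaP at 24 h T 358 to 768, M 11 to 138, W 277 to 611, TM 1291 to 2388, TW 2484 to 3375, MW 1060 to 1719 and TMW 1488 to 2719. Counts beyond the sum at 12 h ranged in MCF7 TM 221 to 543, TW 1 to 10 and MW 5 to 35 and in LNCaP TM 0 to 3, TW 0 to 3 and MW 0 to 1, and those at 24 h in LNCaP TM 33 to 438, TW 68 to 471 and MW 0 to 17. Ranges were, for calls at 0 h in MCF7, W 1, TW 1 and MW 1 to 2. Adjusted p values of lists with TM in MCF7 at 12 h ranged 0.0449 to 0.0873 for apoptosis against DMSO, 0.0489 to 0.0948 for estrogen targets beyond the sum and 0.0176 to 0.0782 for oxidative phosphorylation beyond the sum, and the Spearman correlation of EOB with SEGs 0.293 to 0.457.

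Replicate letters were not taken as pairs, since the mean correlation of the deviations of libraries with the same letter at the same time was 0.0388 in MCF7 and 0.0669 in LNCaP, over genes with a mean of at least 1 log2 CPM. As a hint from the data, 72 of 126 and 97 of 144 libraries correlated best with their own letter. With a replicate block, the letter within each time as a covariate, 60 of 60 DEG counts and 30 of 30 SEG shares stayed within 1.5 times, as did 4 of 6 counts beyond the sum at 12 h, 2 of 3 in LNCaP at 24 h and 11 of 12 counts of calls at 0 h. The others were LNCaP TM 17 and MW 1 at 12 h, MW 112 at 24 h and MCF7 TW 5 at 0 h. Of named genes C17orf91 with W and IER2 with MW at 0 h in MCF7 lost the call and SQSTM1 with M at 24 h in LNCaP gained it, and of 932 comparisons of lists 1 lost and 7 gained a call.

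Depth limits what is called for genes with few counts. The median library had 24328133 counts in MCF7 and 23241260 in LNCaP, and the smallest 14777888 and 10849751. The monotherapies at 48 h in MCF7 could not be run, since the tables hold no columns for them, nor could a fit of 1 time alone at the cutoffs of the paper, which so few residual degrees of freedom do not reach.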

Differences from the paper's values

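Of the log10 FDR values of Table 1 of the paper, 6 differ from those here by more than 1.5 times. Alternatives counted for each value are those set before the data were examined. For ETS1 with TM, the paper's value is -15 and the value here -9.10, which comes within range under eBayes without a trend and quantile normalization and not under the other 8. For MSN with TM, the paper's value is -13 and the value here -7.87, which comes within range under eBayes without a trend and library weights and not under the other 8. For SGK1 with T, the paper's value is -2 and the value here -0.892, which comes within range under library weights and not under the other 10. For PRDM1 with T, the paper's value is -2 and the value here -0.166, and none of the 10 alternatives comes within range. For ZHX2 with M, the paper's value is -1 and the value here -0.439, which comes within range under library weights and the replicate block and not under the other 9. For NAT8L with M, the paper's value is -1 and the value here -0.262, and none of the 11 alternatives comes within range. The other values of Table 1 do not differ by that rule, but some calls do. IER2 and ZFP36 with MW, at -18.3 and -19.3, and C17orf91 and ZFP36 with W, at -18.5 and -20.5, pass the cutoff here and do not in the paper. With voom weights they miss it, as in the paper. Table 1 of the paper gives its values as voom scores. With voom weights on the recovered counts, an alternative chosen after the values were seen, 5 of the 6 come within range, ETS1 at -14.4, MSN at -12.8, SGK1 at -1.50, PRDM1 at -1.45 and ZHX2 at -0.696, and NAT8L at -0.606 does not. The paper prints whole numbers, and -0.606 rounds to its -1. JUN with M, at -1.13 against the paper's -2, leaves the range there, and 0 of the 8 entries that pass the paper's cutoff are dropped. Without the library farthest from its group, chosen likewise, SGK1 at -1.41 and ZHX2 at -0.669 come within range, 3 other values leave it (ATXN2, ZNF592 and SCAF4 with M) and 0 of the 8 are dropped. With the GC trend removed 0 of the 6 do.

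The paper states that SEGs make up more than 3 of 4 DEGs of TM in LNCaP at each time. Here the shares at 3, 6, 9 and 12 h (90.0, 93.7, 95.2 and 89.9%) go with this at the paper's cutoff, and they stay above 75% under the alternatives run except at 12 h with library weights (28.9%) and at looser cutoffs with no limit on the change, from 0.05 to 0.001 at 6 and 9 h and from 0.05 to 1e-5 at 12 h (at 0.05 55.5, 55.7 and 42.7%). At 24 h it is 2632 of 3636, 72.4% (95% binomial interval over genes 70.9 to 73.8%), and it lies above 75% without replicate B (79.9%) and without replicate C (79.3%), and at stricter cutoffs than the paper's, with 75.5% at an FDR of 1e-20 and 77.7% at 1e-25. It is 74.8% at 1e-18, the cutoff of MCF7, and less under the other alternatives.

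The paper calls a process synergistic where the DEGs of a pair are more enriched in it than the union of the DEGs of its 2 drugs alone. Enrichment was tested here in that way with Fisher's exact test, up and down apart, a test chosen after the other values were seen, on lists that are not the paper's gene sets. For rRNA processing the paper has a synergistic rise in LNCaP with TW at 24 h. Of 35 such genes 3 were raised DEGs of TW, where chance gives 5.21 (adjusted p = 1.00), and 0 were raised DEGs of T or W. Among lowered DEGs were 26 for TW (adjusted p = 4.87e-12) and 18 for T or W (adjusted p = 6.76e-11). At FDR below 0.05, 30 fell and 5 rose (30 and 5 over the list alone, adjusted p = 2.47e-08, and adjusted p = 0.0761 with an estimated correlation) with TW against DMSO, and 16 lay above and 10 below the sum (16 and 11 over the list alone, adjusted p = 0.0973). For cholesterol synthesis the paper has MW as the only pair with a synergistic rise in LNCaP. With MW at 24 h 14 of 23 genes were raised DEGs (adjusted p = 5.08e-09), against 2 with M or W (adjusted p = 0.650), which goes with the paper. With TM 8 were at 6 h (adjusted p = 0.000233) and 8 at 9 h (adjusted p = 0.000462), against 1 and 0 with T or M, and with TW 6 at 12 h (adjusted p = 0.0273), against 0 with T or W. On the sum, 13 lay above and 3 below the sum (13 and 3 over the list alone, adjusted p = 7.49e-06, and adjusted p = 0.271 with an estimated correlation) with MW at 24 h. With TM at 9 h, 16 lay above and 3 below the sum (16 and 3 over the list alone, adjusted p = 9.42e-08, and adjusted p = 0.130 with an estimated correlation). At 24 h, more autophagy genes in all 3 pairs in LNCaP and more apoptosis genes with TM in both lines were raised DEGs than with the drugs alone. The adjusted p values for apoptosis, from Fisher's exact test, fall short of the stricter FDR limits that the paper set for TM. Raised DEGs of TM, TW and MW held 12, 17 and 11 of 26 autophagy genes, against 5, 8 and 6 for the drugs alone, and those of TM held 6 of 21 apoptosis genes in LNCaP (adjusted p = 0.0439) and 7 in MCF7 (adjusted p = 0.0265), against 2 and 2. Such counts grow with the number of raised DEGs, which in LNCaP was 1596 with TM, 2233 with TW and 1266 with MW. It was 441 with T, 59 with M and 578 with W. The next values are departures from the sum. In autophagy in LNCaP, 13 lay above and 7 below the sum (13 and 8 over the list alone, adjusted p = 0.290) for TM. For TW, 14 lay above and 4 below the sum (14 and 4 over the list alone, adjusted p = 0.0680). For MW, 11 lay above and 6 below the sum (11 and 7 over the list alone, adjusted p = 0.407). In apoptosis 15 lay above and 3 below the sum (15 and 3 over the list alone, adjusted p = 0.00889, and adjusted p = 0.149 with an estimated correlation) in LNCaP and 9 lay above and 6 below the sum (9 and 6 over the list alone, adjusted p = 0.218) in MCF7 with TM.

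ER stress in LNCaP is said to rise earlier with TM than with its monotherapies. At 3 h, of 27 genes, 12 rose and 5 fell (12 and 5 over the list alone, adjusted p = 0.000163, and adjusted p = 0.120 with an estimated correlation) with TM. With T, 10 rose and 0 fell (11 and 0 over the list alone, adjusted p = 1.36e-13). With M, 16 rose and 0 fell (18 and 0 over the list alone, adjusted p = 7.34e-17). By enrichment 7 were raised DEGs of TM at 3 h (adjusted p = 1.38e-06) and 3 of T or M (adjusted p = 0.000568). The paper counts the cell cycle in MCF7 among the processes lowered synergistically with TM. For mitosis 18 of 26 genes were lowered DEGs of TM at 12 h (adjusted p = 1.73e-11) and 0 of T or M, and 0 lay above and 22 below the sum (0 and 23 over the list alone, adjusted p = 7.79e-09), which goes with the paper. For DNA replication 5 of 26 were lowered DEGs of TM at 12 h (adjusted p = 0.297) and 4 of T or M (adjusted p = 0.000303), and at 24 h 19 and 26. At 12 h 21 lay above and 0 below the sum (23 and 0 over the list alone, adjusted p = 4.29e-08, and adjusted p = 0.0791 with an estimated correlation), while 10 rose and 12 fell (11 and 12 over the list alone, adjusted p = 0.427) with TM against DMSO. The paper describes most trajectories of genes in TM as monotonic with saturation at 9 h. The paper's text gives no rule for this. Counted here as monotonic if the mean moves in the direction of its cluster at every step, however small and without a test of the step, 33.5% of 5086 genes clustered are so over all times and 58.8% up to 9 h, and a looser rule would count more. After 9 h 2903 moved further at FDR below 0.05, 466 moved back and 1717 did not pass.

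ATF4 is given by the paper as a gene that is not differentially expressed in TM, without a time in the text. In MCF7 with TM its mRNA changed by 0.06 (SE 0.06) at 3 h (adjusted p = 0.464) and 0.54 (SE 0.06) at 6 h (adjusted p = 7.08e-14), short of the cutoff, which goes with the paper. It rose by 0.95 (SE 0.06) at 9 h (adjusted p = 7.80e-28), 0.95 (SE 0.06) at 12 h (adjusted p = 5.14e-28) and 1.36 (SE 0.06) at 24 h (adjusted p = 1.36e-39), past the cutoff. With library weights it also passes at 6 h, and without replicate A or B it misses the cutoff at 9 and 12 h. CASP8 is given as raised in TM. It is 1.03 (SE 0.10) higher with TM at 24 h (adjusted p = 1.17e-17), which passes an FDR of 0.05 and misses the MCF7 cutoff of 1e-18. With each library shifted to the same median it passes that cutoff at 24 h, and it does so with voom weights, an alternative chosen after the values were seen that drops none of the calls of IRAK2, NFKB1 and NFKBIA at 12 h. These 3 genes go with the paper.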

Other observations

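Metallothioneins, small proteins that bind metals, rose in MCF7 at 12 h with each treatment. With T, 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 3.37e-07). With M, 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 1.38e-11). With TM, 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 7.53e-06), and 3 lay above and 0 below the sum (3 and 0 over the list alone, adjusted p = 0.000217). MT2A rose by 5.09 (SE 0.09) with TM, 2.08 (SE 0.09) with M and 0.96 (SE 0.09) with T. With W, 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 0.00337, and adjusted p = 0.0796 with an estimated correlation) among the 3 measured metallothioneins, with TW 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 0.000189) and with MW 3 rose and 0 fell (3 and 0 over the list alone, adjusted p = 6.76e-05). Targets of the aryl hydrocarbon receptor, which senses foreign chemicals, also rose, and of 7 measured, 4 rose and 0 fell (4 and 0 over the list alone, adjusted p = 0.000214) with T. With M, 5 rose and 0 fell (5 and 0 over the list alone, adjusted p = 0.00432). With TM, 5 rose and 1 fell (5 and 1 over the list alone, adjusted p = 0.00103). CYP1A1 rose by 1.36 (SE 0.10) with T and 0.85 (SE 0.10) with M. Of 16 replication-dependent histone genes, whose transcripts carry no poly(A) tail, 14 rose and 0 fell (14 and 0 over the list alone, adjusted p = 0.000501, and adjusted p = 0.0759 with an estimated correlation) with W. With TW, 16 rose and 0 fell (16 and 0 over the list alone, adjusted p = 2.68e-05). With MW, 15 rose and 0 fell (16 and 0 over the list alone, adjusted p = 6.76e-05). With TM, 15 rose and 1 fell (15 and 1 over the list alone, adjusted p = 0.000527, and adjusted p = 0.0684 with an estimated correlation). HIST1H1E rose by 2.51 (SE 0.35) with W and 3.21 (SE 0.35) with TM. Of 20 targets of p53, 9 rose and 2 fell (9 and 3 over the list alone, adjusted p = 0.00350) with T. With M, 10 rose and 1 fell (11 and 1 over the list alone, adjusted p = 9.42e-05). With TM, 10 rose and 7 fell (10 and 7 over the list alone, adjusted p = 0.0131, and adjusted p = 0.0827 with an estimated correlation).

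Lipid synthesis moved apart from the sum of the monotherapies in MCF7 at 12 h. Of 18 genes of fatty acid synthesis, 12 rose and 2 fell (12 and 2 over the list alone, adjusted p = 3.08e-08) with T. With M, 13 rose and 2 fell (13 and 2 over the list alone, adjusted p = 8.86e-12), while 6 rose and 8 fell (6 and 8 over the list alone, adjusted p = 0.355) with TM, and 1 lay above and 16 below the sum (1 and 16 over the list alone, adjusted p = 1.60e-10). The desaturase SCD departed from the sum by -2.61 (SE 0.09) and the fatty acid synthase FASN by -1.94 (SE 0.12). Of 24 genes of cholesterol synthesis, 16 rose and 7 fell (16 and 7 over the list alone, adjusted p = 0.500) with TM, and 1 lay above and 21 below the sum (1 and 21 over the list alone, adjusted p = 8.80e-09) of T and M, with LSS, a cyclase of sterol synthesis, at -2.48 (SE 0.09). For comparison, 22 rose and 2 fell (22 and 2 over the list alone, adjusted p = 5.10e-09) with W. Of 31 proteasome subunits, 21 fell and 3 rose (22 and 3 over the list alone, adjusted p = 0.00349, and adjusted p = 0.577 with an estimated correlation) with TM, and 20 lay above and 2 below the sum (20 and 2 over the list alone, adjusted p = 0.00178, and adjusted p = 0.501 with an estimated correlation). Of 33 genes of tRNA and mitochondrial RNA processing, 20 fell and 1 rose (20 and 1 over the list alone, adjusted p = 5.99e-08) with T. With M, 13 fell and 2 rose (13 and 2 over the list alone, adjusted p = 0.0310, and adjusted p = 0.117 with an estimated correlation). With W, 27 fell and 4 rose (27 and 4 over the list alone, adjusted p = 4.95e-07). With TW, 27 fell and 5 rose (27 and 5 over the list alone, adjusted p = 2.21e-06). With MW, 27 fell and 5 rose (27 and 5 over the list alone, adjusted p = 8.23e-07). Markers of luminal breast cells (10 genes) fell as a group with 2 treatments. With TM, 8 fell and 1 rose (8 and 1 over the list alone, adjusted p = 0.000377). With T, 5 fell and 1 rose (5 and 1 over the list alone, adjusted p = 0.000769). Among these markers were CA12 at -2.82 (SE 0.05) and GREB1 at -2.50 (SE 0.07) under TM.

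In LNCaP at 24 h, 11 markers of prostate luminal cells fell as a group, and 11 fell and 0 rose (11 and 0 over the list alone, adjusted p = 1.37e-06, and adjusted p = 0.0690 with an estimated correlation) with TM. With TW, 11 fell and 0 rose (11 and 0 over the list alone, adjusted p = 6.50e-06, and adjusted p = 0.0761 with an estimated correlation). With MW, 10 fell and 0 rose (10 and 0 over the list alone, adjusted p = 7.59e-06, and adjusted p = 0.0675 with an estimated correlation). SLC45A3 changed by -3.21 (SE 0.23) and NKX3-1 by -3.14 (SE 0.15) with TM. Of 6 metallothioneins, 6 rose and 0 fell (6 and 0 over the list alone, adjusted p = 1.30e-05, and adjusted p = 0.0690 with an estimated correlation) with TM, among them MT1G at 5.72 (SE 0.20). Of 20 targets of p53, 16 rose and 1 fell (17 and 1 over the list alone, adjusted p = 4.12e-06, and adjusted p = 0.0694 with an estimated correlation) with TM.

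All 3 drugs together were given to LNCaP cells, in samples that the paper's text does not discuss and for which its Source data 6 lists limma results. DEGs of this combination, TMW, numbered 381 at 3 h, 1423 at 6 h, 3030 at 9 h, 3809 at 12 h and 4053 at 24 h, against 0 at 0 h (233 genes at an unadjusted p below 0.05 in limma). At 24 h 1843 were higher and 2210 lower. At 24 h with TMW, 24 rose and 1 fell (24 and 1 over the list alone, adjusted p = 8.18e-15) of 25 NRF2 targets, with HMOX1 at 9.13 (SE 0.24) and the aldo-keto reductase AKR1C1 at 8.16 (SE 0.28). Of 27 genes of ER stress, 21 rose and 2 fell (21 and 2 over the list alone, adjusted p = 8.05e-10), with DDIT3 at 5.94 (SE 0.17), and of 26 genes of autophagy 22 rose and 0 fell (22 and 0 over the list alone, adjusted p = 3.12e-08), with SQSTM1 at 4.07 (SE 0.09). All 26 DNA replication genes fell (26 over the list alone, adjusted p = 4.79e-18), with RRM2 at -4.29 (SE 0.19), as did all 26 mitotic genes (26 over the list alone, adjusted p = 1.01e-15, and adjusted p = 0.0968 with an estimated correlation). Of 33 genes of tRNA and mitochondrial RNA processing, 26 fell and 3 rose (26 and 3 over the list alone, adjusted p = 1.97e-05), and of 35 genes of rRNA processing 30 fell and 3 rose (30 and 3 over the list alone, adjusted p = 2.06e-10, and adjusted p = 0.0531 with an estimated correlation). Of 21 pro-apoptotic genes, 12 rose and 4 fell (12 and 4 over the list alone, adjusted p = 0.0745).

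The tests on GC content, on single libraries and on genes of 1 exon in this part were chosen after the results were seen, as was the removal of the GC trend of each library. Unless a sentence says otherwise, values are log2 changes against DMSO of the same time from limma, with n = 3 per group. How many DEGs lie on the higher side depends on the scaling of the libraries in some comparisons. With each library shifted to the same median, the share of higher genes went from 73.9 to 63.1% with T at 6 h, 70.1 to 50.5% with T at 9 h and 48.1 to 37.5% with M at 24 h in MCF7, and from 73.8 to 63.5% with T at 6 h, 93.4 to 82.2% with TMW at 3 h and 70.6 to 58.6% with TMW at 6 h in LNCaP. Quantile normalization took it from 60.0 to 71.4% with T at 3 h and to 63.7% with TM at 6 h in LNCaP. Removal of the GC trend took it from 51.9 to 67.5% with MW at 3 h in LNCaP and to 58.6% with T at 3 h in MCF7. The median level within a library, in log2 CPM, lay relative to DMSO in MCF7 at -0.14 at 9 h and -0.15 at 24 h with W, -0.11 at 9 h with TW, and -0.10 at 9 h and -0.14 at 24 h with MW, and in LNCaP at 0.11 with TMW at 3 h, while the median fold change over genes was 0.03, 0.05, 0.05, 0.03, 0.05 and 0.00 in the same order.

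In LNCaP at 0 h, genes rich in G and C were higher and genes poor in them lower with T and with MW. At FDR below 0.05, 496 genes were higher and 535 lower with T (median GC content 57.8% and 37.7%), and 1699 higher and 2211 lower with MW (59.4% and 39.0%). Removal of the GC trend of each library left 109 genes with T (88 of them among the first set, median size of the change from 0.276 to 0.131) and 278 with MW (206 among the first set, from 0.280 to 0.0795), while 9054 genes with W at 12 h became 9308, so GC content in single libraries may account for most of these calls. Without library T B 6 genes passed with T, against 1440 without T A and 3114 without T C, and without MW B 65 passed with MW, against 4920 without MW A and 4379 without MW C. The correlation of a library with GC content was 0.396, 0.588 and -0.191 for T A, B and C and 0.467, 0.644 and 0.596 for MW, against -0.425, -0.410 and -0.243 for DMSO, and an early response to the drugs that follows GC content was not tested. Across genes, changes in LNCaP also followed GC content with TMW at 0 h, MW at 3 h and M at 24 h (Spearman correlation 0.456, 0.552 and 0.516).

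Protein-coding genes of 1 exon, which are not spliced, were lower than other genes with W in MCF7 at 12 h, such as MAGEF1 at -3.89 and KLHL9 at -3.28, chosen after their values were seen. Histone genes, most of which rose with W as given above, were left out of this set. Over 302 such genes the median was -0.394, against 0.195 for genes matched on level, GC content and length, a difference of -0.590 (-0.826 to -0.288), where brackets give a 95% bootstrap interval, which argues against GC content or length. Among 80 such genes with a mean of at least 4 log2 CPM, where a background of reads from DNA would be a small part, the difference was -0.564 (-0.823 to -0.210), which argues against such a background. The difference was -0.367 (-0.498 to -0.267) with W at 3 h, -0.506 (-0.766 to -0.267) with TW, -0.728 (-0.949 to -0.465) with MW and 0.0441 (-0.182 to 0.291) with TM at 12 h, and in LNCaP with W -0.176 (-0.281 to -0.0666) at 3 h and -0.0157 (-0.112 to 0.129) at 12 h. Library preparation stays open, and no biological explanation was tested.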
